# Downregulation of the m^6^A reader YTHDC2 upregulates exosome content in lung adenocarcinoma *via* inhibiting IFIT and OAS family members

**DOI:** 10.1016/j.jbc.2024.107783

**Published:** 2024-09-18

**Authors:** Zhixin Yin, Lifang Ma, Xiaoting Tian, Qi Sun, Congcong Zhang, Yikun Wang, Yayou Miao, Xiangfei Xue, Yongjie Wang, Jiayi Wang, Xiao Zhang, Xumin Hou

**Keywords:** cancer, METTL3, RNA stability, RNA interaction, immunoprecipitation

## Abstract

N^6^-Methyladenosine (m^6^A) is the most prevalent mRNA modification. Its biological function primarily relies on its "Reader" protein, such as YTHDC2. Previous studies have shown that YTHDC2 downregulation is a procarcinogenic phenomenon in lung adenocarcinoma (LUAD). However, further investigation is needed to understand the molecular mechanisms of downstream genes and the associated biological phenomena following YTHDC2 downregulation. Here, we found that YTHDC2 knockout upregulated exosome content in LUAD. Following YTHDC2 knockout, the mRNA levels of OAS family members (OASs) and IFIT family members (IFITs) also decreased; and inhibition of OASs and IFITs could promote exosome content. Several m^6^A modification sites on the NT domain of OASs and the TPR12 domain of IFITs were found to increase the stability of OASs and IFITs in a YTHDC2-dependent manner. OASs and IFITs affected exosome content through target genes including RAB5A, RAB7, and RAB11A, and three arginine (R) amino acids on IFITs were critical for combination IFITs with targeted RAB mRNAs and subsequent degradation. Simultaneously, OASs degraded targeted RABs through RNAseL. Additionally, mutual bindings between OASs and IFITs were critical for their target gene degradation. Collectively, the above findings might provide a theoretical basis for the treatment of LUAD patients with low YTHDC2 expression.

Cancer is the leading cause of death worldwide, with 2.3 million new cases of lung cancer in 2020 (1). The number of new lung cancer cases in China is 870,982 in 2022 (2). By 2035, the incidence of lung cancer will continue to rise in most countries, and it will remain one of the biggest public health challenges in the world (3). As the most common pathological type of lung cancer, lung adenocarcinoma (LUAD) is one of the most malignant tumors, and the 5-years survival rate of LUAD is less than 20% (4, 5). Some LUAD with specific mutations can be treated with targeted therapy drugs, but there is a serious problem of drug resistance, and the effects of other treatments such as immunotherapy, radiotherapy, and chemotherapy on LUAD are also very limited (6, 7, 8). Therefore, it is crucial to explore new therapeutic targets for LUAD.

M^6^A is the most abundant mRNA modification in eukaryotes, determines the fate of the modified RNA molecule at the post-transcriptional level, and affects almost all important biological processes (9, 10). The biological function of m^6^A modification largely depends on its "Reader", for example, YTHDC2 (11). YTHDC2 exhibits 3′ → 5′ RNA helicase activity and shares a resemblance in its YTH domain to a recognition pocket for m^6^A. This pocket has been proven to effectively bind m^6^A-modified RNAs in laboratory settings (12). Loss of *Ythdc2* results in male and female infertility in mice (13). Mechanistically, YTHDC2 can affect its bound m^6^A-modified RNA expression by affecting the stability and subsequent translation (11, 14). Our laboratory found that the expression of YTHDC2 is significantly downregulated and correlated with poor prognosis in LUAD. Subsequent experiments confirms that YTHDC2 recognizes m^6^A of solute carrier 7A11 (SLC7A11) and homeobox A13 (HOXA13) mRNA through its YTH domain, resulting in decreases in the expression of SLC7A11, HOXA13, and its downstream SLC3A2 and inhibiting the antioxidant function of LUAD cells (15, 16). Therefore, the decrease of YTHDC2 enhances the antioxidant capacity and malignancy of LUAD cells. However, whether YTHDC2 is related to other cancer-promoting biological phenomena, and more downstream genes and molecular mechanisms of YTHDC2 affects LUAD still need to be explored.

About 0.1 to 0.4% of all adenosines in isolated RNA are m^6^A modified in mammals, accounting for approximately 50% of total methylated ribonucleotides, so m^6^A is a widely occurring modification (17). In the process of tumor formation and development, the regulatory role of m^6^A is also very extensive. m^6^A can regulate various signaling pathways, including PI3K/AKT/mTOR, Hippo/YAP, Wnt, *etc.* (18, 19, 20), and can also regulate various metabolisms including glucose metabolism (21), fatty acid metabolism (22), amino acid metabolism (23), mitochondrial metabolism (24), *etc.* Exosome is a type of small vesicle that is released by cells through endocytosis (25) and plays a crucial role in controlling cell signaling and has the ability to influence tumor microenvironments, as well as the growth and progression of tumors (26). Exosome is important for cell-to-cell communication as it is taken up by target cells and is also secreted by host cells. As a result, exosome serves as essential messengers in facilitating communication between cells (27). In recent years, many studies have involved m^6^A and exosome, but there are still relatively few studies exploring the direct relationship between them. Although the role of m^6^A in regulating tumors is double-sided, there are reports that m^6^A promotes or suppresses tumors (28), but YTHDC2, as an effector molecule after m^6^A, usually plays a role of tumor suppressor (16, 29). In this study, YTHDC2 will be selected as an entry point to explore its impact on exosome. The key downstream target genes of YTHDC2 would be found, and the molecular mechanism would be analyzed.

In this study, we found that the decrease in YTHDC2, a phenomenon that usually occurs in LUAD, led to an increase in exosome content. Through RNA-seq analysis, we identified a series of target genes of YTHDC2, including OASs and IFITs, and analyzed their m^6^A sites and the related mechanism by which their expression was controlled by YTHDC2. We next analyzed YTHDC2, OASs, and IFITs downstream genes that affected exosome content including RAB5A, RAB7, and RAB11A, and the molecular mechanisms were further explained in detail. Because the phenomenon of YTHDC2 decline was more likely to occur in acinar LUAD, the above mechanism might provide a new theoretical basis for the treatment of acinar LUAD.

## Results

### YTHDC2 knockout increases exosome content in LUAD

After knocking out YTHDC2 in H1975 cells, we observed that the number of exosome in the medium increased significantly (Figs. 1*A* and S1, *A*–*D*), while the size of the exosome did not change significantly (Fig. 1*B*). We used the PKH67 staining experiment (30, 31) to confirm that exosome can be delivered between H1650 and H1975 cells (Fig. 1*C*). Moreover, both the intensity of PKH67 and the number of positive cells were significantly higher in *YTHDC2*^*−/−*^ cells than in *WT* cells (Figs. 1, *C* and *D* and S1*E*). In the collected exosome, we could detect markers such as CD63, TSG101, ALIX, and CD9. When the sample was collected at a constant volume, the expression of these markers in *YTHDC2*^*−/−*^ cells increased (Fig. 1*E*). When knocking down YTHDC2 expression using shRNA (Fig. S1, *F* and *G*), we obtained similar results to the CRISPR-based knockout method: inhibition of YTHDC2 expression upregulated exosome content (Fig. S1*H*), the intensity of another exosome dye PKH26 (Fig. S1, *I* and *J*), the number of PKH26 positive cells (Fig. S1*K*), and the expression of CD63, TSG101, ALIX, and CD9 when the exosome sample was collected at a constant volume (Fig. S1*L*). We constructed a model of intrapulmonary injection of H1975 cells and infection with adeno-associated virus 5 (AAV5) to verify the role of reducing YTHDC2 expression. In the week 6, H1975 cells were injected into the lungs of mice, then infected with AAV5-expressing NC or YTHDC2 inhibitor at week 9, and analyzed at week 12 (Fig. 1*F*). We found that YTHDC2 inhibitor increased the number of tumor growth in the lungs of mice and the content of plasma exosome (Figs. 1, *G* and *H* and S1, *M* and *N*). The YTHDC2 inhibitor had similar inhibitory efficiency on YTHDC2 protein in H1975 cells injected into the lungs of nude mice at 3 and 6 weeks after infection (Fig. S1*O*), and its distribution in the lungs was significantly higher than that in other organs (Fig. S1*P*). In addition, higher fold doses of YTHDC2 inhibitor did not affect the survival rate of mice (Fig. S1*Q*). We also constructed a cell-derived xenograft (CDX) model with *WT* or *YTHDC2*^*−/−*^ H1975 cells with or without treatment with GW4869 (exosome biogenesis inhibitor) and found that knockout of YTHDC2 could significantly increase tumor volume and exosome content, and this effect could be reversed by GW4869 (Fig. S1, *E*–*G*). In addition, we constructed two series of patient-derived xenograft (PDX) model with YTHDC2 high expression or low expression and confirmed that YTHDC2 expression was negatively associated with the content of exosome (Fig. 1, *I*–*L*). The above results clarified that YTHDC2 knockout would increase the content of exosome in LUAD.

**Figure 1:**
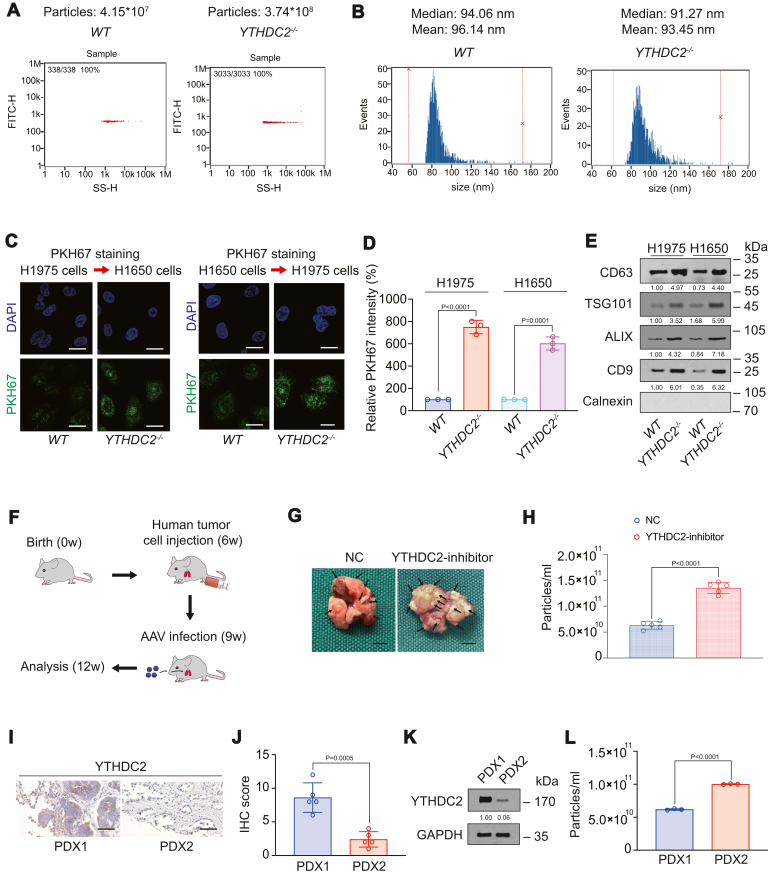
**YTHDC2 knockout increased exosome concentration.***A* and *B*, data from Flow NanoAnalyzer displayed particle concentration (*A*) and size distribution (*B*). *C* and *D*, transfer of exosome between *WT* or *YTHDC2*^*−/−*^ H1975 and H1650 cells. The exosome was marked by PKH67 (*green*) and incubated with H1975 and H1650 cells. Afterward, IF was performed for the detection of exosome. Scale bar represents 20 μm (*C*). The relative PKH67 intensity was measured using ImageJ (*D*). *E*, CD63, TSG101, ALIX, CD9, and Calnexin was measured in exosome extracted from H1975 and H1650 cells. The level of proteins was normalized to that of GAPDH, and the normalized level of proteins in H1975 *WT* cells was arbitrarily set to 1. The number of cells in *WT* and *YTHDC2*^*−/−*^ samples was normalized to the same amount. *F*, flow chart of mouse intrapulmonarily injected H1975 cells and infected with AAV5. *G*, representative images of mouse lungs (*black* arrow indicates tumors). Scale bar represents 2 mm. *H*, particle concentration of plasma in AAV5-infected mouse model analyzed by Flow NanoAnalyzer. *I*–*L*, representative YTHDC2 staining IHC images (*I*) and IHC score (*J*) of PDX#1 and PDX#2 mice (*I*). YTHDC2 expression was also measured by IB. The level of YTHDC2 protein was normalized to that of GAPDH, and the normalized level of YTHDC2 protein in PDX1 was arbitrarily set to 1 (*K*). Particle concentration of mouse plasma was analyzed by Flow NanoAnalyzer (*L*). The mice were euthanized at 36 days after passage. Scale bar represents 100 μm. The data are shown as the mean ± SD from three or five biological replicates. ∗∗*p* < 0.01 indicates statistical significance. Data in *D*, *H*, *J*, and *L* were analyzed by a student’s *t* test.

### Identification of downstream target genes of YTHDC2

In order to clarify the molecular mechanism how YTHDC2 knockout to promote exosome secretion, we performed RNA-seq to reveal the downstream genes of YTHDC2. 

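RNA labelled as H1975, a human lung adenocarcinoma cell line, was sequenced in 3 libraries from YTHDC2 knockout cells and 3 libraries from WT cells. The transcript of YTHDC2, an RNA helicase that reads m6A, was present in the knockout libraries at 7.82, 8.92 and 8.14 FPKM, and in the WT libraries at 13.0, 17.1 and 201 FPKM, the last in WT replicate 3. Each knockout library was thus below each WT library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change of YTHDC2 was -2.09 (standard error 1.17, limma adjusted p = 0.228), and without WT replicate 3 it was -0.84 (limma adjusted p = 0.00223). The keratins KRT8 and KRT18 averaged 90.1 and 67.0 FPKM over the 6 libraries. Of 16 lung epithelial genes analysed, 10 averaged below 1 FPKM, among them EPCAM at 0.532 FPKM and KRT7 at 0.130 FPKM, and NKX2-1, a transcription factor of lung development, averaged 1.56 FPKM (these genes were chosen after their values were seen). Total RNA was extracted with TRIzol, and libraries were made with a VAHTS Universal RNA-seq kit. The authors gave FPKM, that is fragments scaled to gene length and to library depth, for 16760 genes in each library, with GRCh38.p13 as the genome build. The aligner, the counting program and the strand setting are not given in the sources used here. Low FPKM values were whole multiples of a step for each gene and library, from which whole fragments were recovered, 32321862 to 34025685 per knockout library and 27362037 to 30513743 per WT library. The 15441 genes above 0 FPKM in at least 3 libraries were tested with limma on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment over all of them. Fold changes on this scale understate the change of genes near 0.1 FPKM. Fold changes also followed the GC content of the transcripts, with a median log2 fold change of -0.37 in the tenth of genes with the lowest GC content and 0.32 in the tenth with the highest.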

Compared with WT group, a total of 373 significantly decreased genes and 206 significantly increased genes were revealed in *YTHDC2*^*−/−*^ group, while the remaining 14,603 genes were not significantly changed (Fig. 2, *A*–*C*). 

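Genes of the type I interferon response were lower in YTHDC2 knockout cells. Of 55 analysed interferon response genes outside the OAS and IFIT families, 29 fell and none rose (31 fell when adjusted over the list alone, 18 fell with limma voom, chosen after seeing the data, and none rose at an unadjusted limma p under 0.05). IRF9, a transcription factor that carries the interferon signal, measured 2.97 ± 0.347 FPKM in knockout and 19.4 ± 5.04 FPKM in WT (SD, n = 3), a log2 fold change of -2.65 (standard error 0.16, limma adjusted p = 1.90e-05). DDX58, which encodes the RNA sensor RIG-I, had a log2 fold change of -4.04 (standard error 0.42, limma adjusted p = 1.69e-04). WT replicate 3 held the highest value of each of the 37 called genes of the OAS, IFIT and other interferon lists, and without it 24 of the 55 genes fell. Among 20 targets of p53, 6 passed both thresholds as lower and none as higher. At an adjusted limma p under 0.05 alone, 14 were lower and 1 was higher. The 6 included MDM2, the ubiquitin ligase of p53. MDM2 measured 9.90 ± 0.506 FPKM in knockout and 26.8 ± 2.19 FPKM in WT (SD, n = 3, log2 fold change -1.43, standard error 0.07, limma adjusted p = 1.20e-05). The other p53 targets called lower were TP53I3 (log2 fold change -1.79), CDKN1A (-1.16), PHLDA3 (-1.03) and, chosen after their values were seen, FAS and GDF15. INSIG1, a sterol-regulated membrane protein, was the 1 gene of 16 in the cholesterol synthesis list past both thresholds (12 were higher at an adjusted limma p under 0.05 alone), and rose from 24.9 ± 3.70 FPKM in WT to 71.0 ± 1.55 FPKM in knockout (SD, n = 3). NDRG1 and ALDOA passed both thresholds among 20 genes of glycolysis and hypoxia (16 were higher at an adjusted limma p under 0.05 alone), with log2 fold changes of 1.30 and 1.04. PHLDA3 did not pass both thresholds with median scaling, a pseudocount of 1 or without WT replicate 1, nor did ALDOA with FPKM rescaled to a common total, a pseudocount of 1, GC correction, or without WT replicate 2 or knockout replicate 3. By limma camera with a preset correlation, the interferon list and the p53 list were lower than other genes (adjusted p = 6.08e-08 and 8.45e-05), and the lists of cholesterol synthesis and of glycolysis and hypoxia were higher (both adjusted p = 6.33e-07). With an estimated correlation the adjusted p was 0.557 for the interferon list and 0.537 for each of the other 3 lists. Of all 15441 genes tested, 307 were lower and 113 were higher at an adjusted p under 0.05 and a log2 fold change beyond 1, and 15021 did not pass. Median scaling gave 245 lower and 165 higher, quantile normalization gave 206 and 195, and a correction for GC content chosen after seeing the data gave 270 and 70, of which 207 and 49 were shared with the first count. FPKM rescaled to a common total moved the lower count the other way, with 543 lower and 121 higher.

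**Figure D1:**
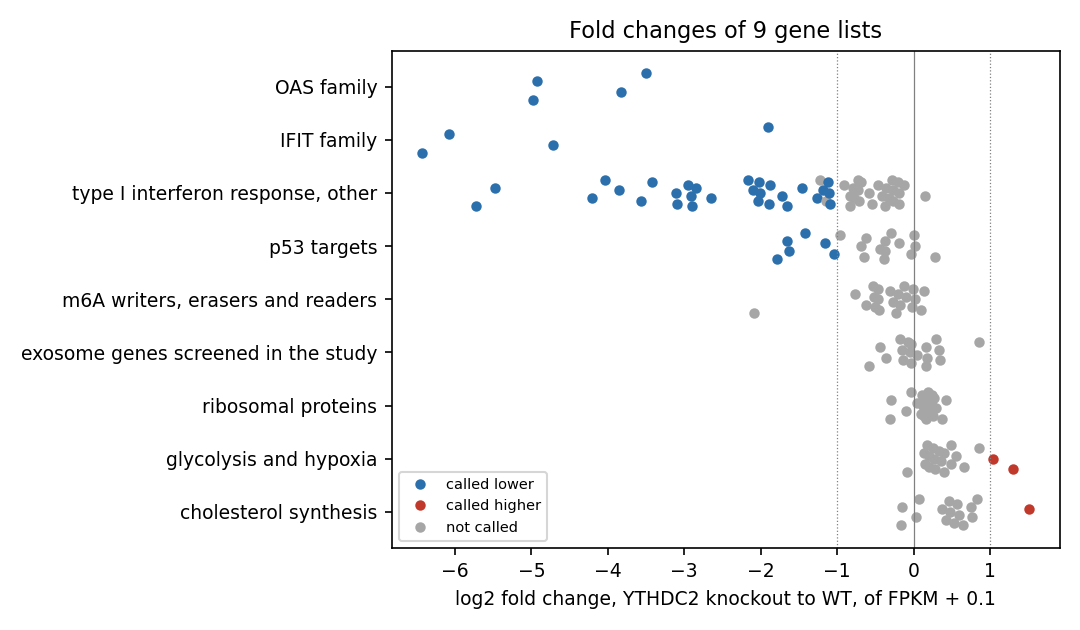
log2 fold change (x axis, YTHDC2 knockout to WT, of FPKM + 0.1) of each tested gene in 9 lists, 1 point per gene, blue for genes called lower, red for genes called higher and grey for genes that did not pass. Dotted lines mark log2 fold changes of -1 and 1. Of the 55 other interferon response genes 29 are blue and none is red.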

The present criteria were q-value<0.05 and |log_2_FC|>1. 

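XAF1, CMPK2, IFIT2, IFIT3, MX2, OAS1, IFI44, OAS2, RSAD2 and CCL5 were lower in every YTHDC2 knockout library than in every WT library, and each passed the limma test. CCL5, a chemokine that attracts T cells, measured 6.02 ± 4.28 FPKM in WT (SD, n = 3), with 674 fragments over the 3 WT libraries and 0 in the knockout libraries. Against a floor of 3 fragments over the knockout group, CCL5 was at least 253-fold lower. RSAD2, which encodes the antiviral enzyme viperin, was at least 209-fold lower, and MX2, an antiviral GTPase, at least 60.9-fold lower by the same floor. Without WT replicate 3, the library with the most fragments of each, the bounds were 154-fold for CCL5, 100.3-fold for RSAD2 and 22.4-fold for MX2. IFI44 had 2 fragments in knockout and 1277 in WT, a ratio of 0.00139 (counting interval 1.68e-04 to 0.00502), both limits at 95% confidence and for counting error only, and of 0.00256 (counting interval 3.09e-04 to 0.00929) without WT replicate 3. XAF1 had 1 fragment in knockout and 127 in WT, and CMPK2 had 1 and 157. Their ratios of fragments per depth were 0.00698 for XAF1 and 0.00565 for CMPK2. With WT replicate 3 left out, the WT fragments were 38 for XAF1 and 34 for CMPK2, and the ratios were 0.0161 and 0.0180. The limma adjusted p of the 10 genes ran from 3.06e-05 for CCL5 to 0.0167 for CMPK2. Another 10 genes were higher in knockout on average, and 3 of them passed the test. KLK1, a serine protease, measured 0.203 ± 0.124 FPKM in knockout and 0.00653 ± 0.0113 FPKM in WT (SD, n = 3, log2 fold change 1.44, limma adjusted p = 0.00325). DIO3, which inactivates thyroid hormone, had a log2 fold change of 1.22 (limma adjusted p = 0.0137), and SPEM2 had 1.07 (limma adjusted p = 0.00265). DIPK1C, TAS1R3, CD22, SMCO2, LOC102723996, AANAT and MAT1A had log2 fold changes from 0.43 to 0.90 and did not pass both thresholds. These 10 genes held 21 to 57 fragments each over the 3 knockout libraries and 1 to 7 over the 3 WT libraries, at mean levels of 0.0416 to 0.203 FPKM in knockout. DIO3 did not pass without YTHDC2 knockout replicate 1 (limma adjusted p = 0.0516) or replicate 3 (limma adjusted p = 0.0537), SPEM2 did not without knockout replicate 1 (log2 fold change 0.98), and CMPK2 did not without knockout replicate 3 (limma adjusted p = 0.0512) or with limma without trend and robust moderation (adjusted p = 0.0535). With a pseudocount of 0.01 in place of 0.1, 9 of the second group passed, and with a pseudocount of 1 none did, while 7 of the first group passed. With limma voom, chosen after seeing the data, XAF1, CMPK2, MX2 and CCL5 passed in the first group and all 10 in the second, and SPEM2 did not pass after GC correction. Both groups of genes were chosen by the study on these libraries, so their directions are not independent evidence.

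**Figure D2:**
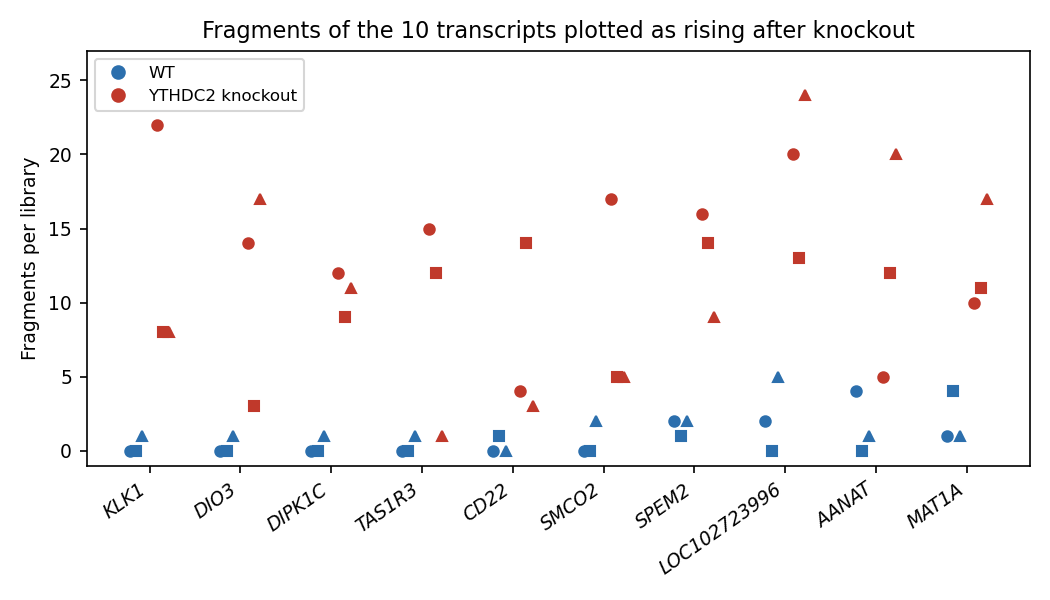
Fragments per library (y axis, linear) of the 10 genes that were higher in knockout on average, 1 point per library, with circles, squares and triangles for replicates 1, 2 and 3. WT libraries (blue) lie between 0 and 5 fragments and YTHDC2 knockout libraries (red) between 1 and 24.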

According to the q-value, the top 10 decreased genes were KLK1, DIO3, DIPK1C, TAS1R3, CD22, SMCO2, SPEM2, LOC102723996, AANAT, and MAT1A; and the top 10 increased genes were XAF1, CMPK2, IFIT2, IFIT3, MX2, OAS1, IFI44, OAS2, RSAD2, CCL5 (Fig. 2*D*). 

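The 3 YTHDC2 knockout libraries listed 15186 ± 54.4 genes above 0 FPKM and the 3 WT libraries 15487 ± 46.0 (SD, n = 3), a difference of -1.94%. Total FPKM was 416134 ± 3158 in knockout and 397958 ± 9109 in WT (SD, n = 3), 4.57% more in knockout. In both measures every knockout library lay on the same side of every WT library, which gives p = 0.1 in an exact two-sided permutation test, the smallest that 3 libraries against 3 allow, so a p under 0.05 could not be reached. Across genes, which are not independent replicates, the Pearson correlation of log2(FPKM + 0.1) was 0.995 for each pair of knockout libraries and ran from 0.992 to 0.993 among WT libraries, and from 0.983 to 0.987 between genotypes. WT replicate 3 differed from WT replicates 1 and 2 in YTHDC2 and in interferon response genes such as TRIM22, an antiviral ubiquitin ligase, at 5.22 FPKM in WT replicate 3 against 0.943 and 1.14 FPKM. Of 11121 genes with a mean of at least 1 FPKM, 27 were at least 2 times higher in WT replicate 3 than in either other WT library, and 21 of them belong to the interferon lists. TRIM22 was chosen after its values were seen.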

The consistency between groups of RNA-seq data is also relatively good, and there is no significant difference in Gene number and total FPKM values between groups (Fig. S2, *A* and *B*). We also validated these YTHDC2 target genes in H1975 cells using qPCR-based method and confirmed that YTHDC2 overexpression promoted, knockout inhibited the expression of CCL5, RSAD2, OAS2, IFI44, OAS1, MX2, IFIT3, IFIT2, CMPK2, IFIT2, and XAF1, while YTHDC2 overexpression inhibited, knockout promoted MAT1A, AANAT, SPEM2, LOC102723996, SMCO2, CD22, TAS1R3, DIPK1C, DIO3, and KLK1 expression (Figs. 2*E* and S2, *C* and *D*).

**Figure 2:**
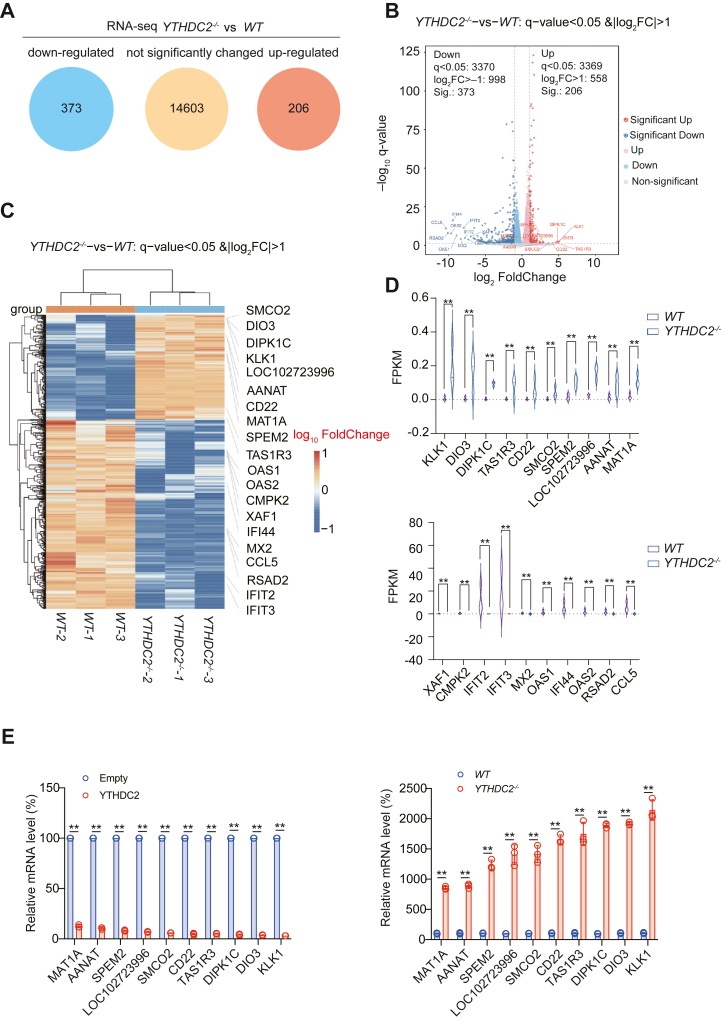
**Identification of YTHDC2 downstream genes by RNA-seq.***A*–*C*, mRNAs affected by YTHDC2 knockout in H1975 cells identified *via* RNA-seq as shown by sector graph (*A*), volcano plot (*B*), and heatmap (*C*). *D*, top 10 upregulated and downregulated mRNAs in RNA-seq as shown by *violin* plot. *E*, top 10 YTHDC2 knockout upregulated mRNAs were validated by qPCR in YTHDC2 overexpressed or knockout H1975 cells. The data are shown as the mean ± SD from three biological replicates. ∗∗*p* < 0.01 indicates statistical significance. Data in *D* and *E* were analyzed by a student’s *t* test.

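Among genes with a mean of at least 1 FPKM, the 10 largest decreases were those of IFIT3, IFIT2, CCL5, IFI44, OASL, OAS3, IFIT1, IFI44L, DDX58 and S100A6, of which S100A6 is the 1 gene outside the interferon lists. S100A6, a calcium-binding protein, measured 0.229 ± 0.168 FPKM in YTHDC2 knockout and 4.42 ± 1.59 FPKM in WT (SD, n = 3). OASL, a relative of the OAS genes that binds RNA-sensing proteins, had a log2 fold change of -4.98, and IFI44L had -4.21. Both were highest in WT replicate 3. OASL measured 34.6 FPKM there against 9.79 and 10.3 FPKM in WT replicates 1 and 2, and IFI44L 11.8 against 2.97 and 3.97 FPKM. Genes that rose included MAP1LC3C, LOC102724770, MFSD3, ABHD14B, INSIG1, DDIT4, H2AW, HAGHL and SMIM1, with log2 fold changes from 1.40 to 1.78. DDIT4, an inhibitor of mTORC1 that is induced by stress, measured 286 ± 17.8 FPKM in knockout and 102 ± 5.82 FPKM in WT (SD, n = 3, limma adjusted p = 5.05e-06). MAP1LC3C, an autophagy protein, had a log2 fold change of 1.78 (standard error 0.28, limma adjusted p = 0.00115). KRT19, an epithelial keratin, had 2 fragments in knockout and 127 in WT, a ratio of 0.0140 (counting interval 0.00167 to 0.0515) at 95% confidence. COL1A2, a collagen chain, and ACTA2, a smooth muscle actin, fell with log2 fold changes of -2.20 and -1.68. HMOX1, which degrades heme, fell with a log2 fold change of -1.09 (limma adjusted p = 7.69e-05). H2AW and LOC102724770 belong to families with near-identical copies, so their values are uncertain. Of all 15441 genes tested, 8313 (53.8%) had knockout and WT values that did not overlap, where chance gives 10% for a gene taken alone. Genes are not independent, and a shift of whole libraries, such as that along GC content, can separate many genes at once. The share is therefore not a count of genes that respond to the knockout. Limma voom on recovered fragments, chosen after seeing the data, ended the calls of IFIT3 (log2 fold change -7.90), IFIT2 (-8.75), IFI44 (-8.57), OASL (-5.26), OAS3 (-6.44), IFIT1 (-4.81), IFI44L (-4.90), DDX58 (-4.47) and LOC102724770 (1.72), whose fold changes kept their direction. A pseudocount of 1 ended the calls of MAP1LC3C, SMIM1, KRT19 and COL1A2, and median scaling or leaving out WT replicate 1 (log2 fold change -0.99) ended that of HMOX1.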

### YTHDC2 downstream target genes affected exosome content in a YTHDC2-dependent manner

Since we confirmed that YTHDC2 has an effect on the content of exosome in the tumor microenvironment (Figs. 1 and 2), we next explored whether the discovered YTHDC2 target genes have the function for regulating exosome content. First, we designed siRNAs for the top ten upregulated and downregulated genes found by RNA-seq after YTHDC2 knockout (Fig. S3*A*) and confirmed that after knockout of these 20 genes, CCL5, RSAD2, OAS2, OAS1, IFIT3, and IFIT2 could increase the content of exosome, while MAT1A, AANAT, TAS1R3 had the function for decreasing the content of exosome (Figs. 3, *A* and *B* and S3*B*). We further confirmed the function of these genes regulating exosome content through the overexpression and knockout vectors of the above genes (Figs. 3, *C* and *D* and S3*C*) and found that knocking out YTHDC2 reversed the ability of CCL5, RSAD2, OAS2, OAS1, IFIT3, and IFIT2 in reducing the content of exosome, indicating that these genes could reduce the content of exosome through a mechanism related to YTHDC2 (Fig. 3*E*). We also constructed a model of intrapulmonary injection of H1975 cells and infection with AAV5 containing IFIT3 inhibitor and confirmed that knocking down IFIT3 had the function of promoting tumor growth and increasing plasma exosome content (Fig. 3, *F*–*H*). The IFIT3 inhibitor exhibited comparable inhibitory efficacy on the IFIT3 protein in H1975 cells that were injected into the lungs of nude mice at 3 and 6 weeks after infection (Fig. S3*D*), with notably elevated levels of distribution observed in the lungs compared to other organs (Fig. S3*E*). Furthermore, administering higher doses of the IFIT3 inhibitor did not impact the survival rate of the mice (Fig. S3*F*). Altogether, we revealed that some target genes such as OAS1, OAS2, IFIT2, and IFIT3 had the function of regulating exosome content, and this function was closely related to YTHDC2.

**Figure 3:**
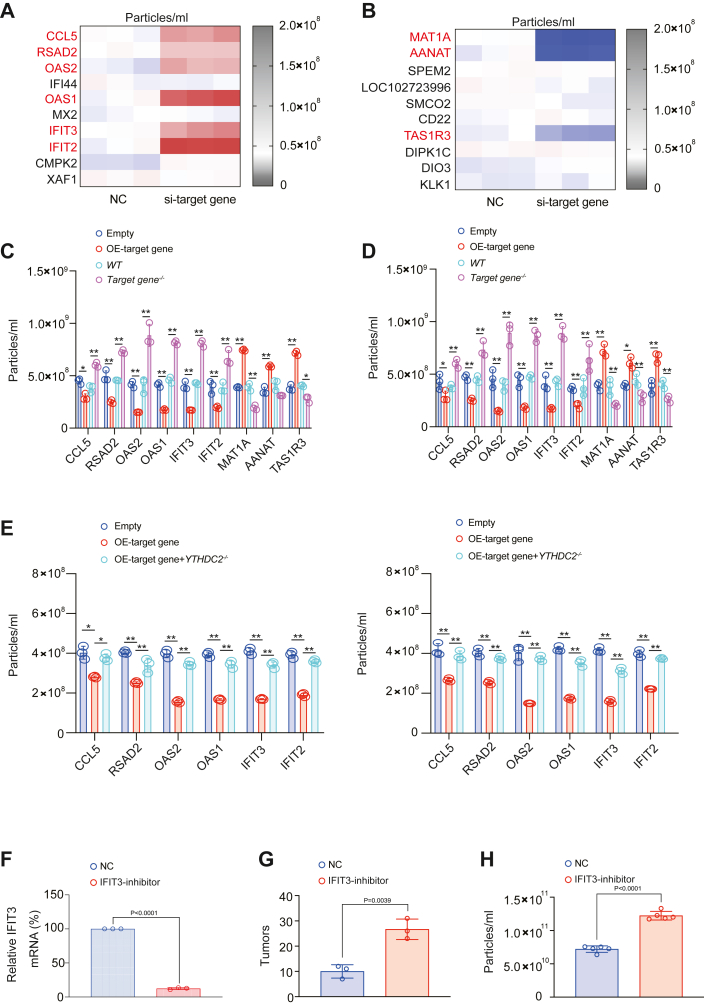
**YTHDC2 downstream target genes could affect exosome concentration.***A*-*B*, the heat map showed which siRNA affected particle concentration in H1975 cells, and the genes that affected particle concentration after being knocked out were marked in *red*. *C* and *D*, particle concentration was measured after indicated target gene overexpression or knockout in H1975 cells. *E*, particle concentration was measured in H1975 and H1650 cells with target gene overexpression with or without YTHDC2 knockout. *F*–*H*, relative IFIT3 mRNA (*F*), tumor number (*G*), and particle concentration (*H*) measured in NC and IFIT3-inhibtor infected mouse model. The cultivation process of the intrapulmonary injection LUAD-bearing and AAV5-infected mouse model refers to Figure 1, *F*–*H*. The data are shown as the mean ± SD from three biological replicates. ∗*p* < 0.05, ∗∗*p* < 0.01 indicates statistical significance. Data in *C*, *D*, *F*, and *H* were analyzed by a student’s *t* test. Data in (*E*) were analyzed by a one-way ANOVA test.

### OAS and IFIT mRNAs were m^6^A modified

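OAS1, OAS2 and OAS3, which encode synthetases of oligoadenylates that act against viruses, and IFIT1, IFIT2, IFIT3 and IFIT5, interferon-induced proteins that bind viral RNA, were lower in every YTHDC2 knockout library than in every WT library. OAS3 measured 0.0567 ± 0.0448 FPKM in knockout and 5.53 ± 4.50 FPKM in WT (SD, n = 3). IFIT1 was the most abundant of the IFIT genes in WT at 40.1 ± 31.9 FPKM and measured 1.16 ± 0.0947 FPKM in knockout (SD, n = 3), below IFIT5. IFIT5 fell least, from 14.0 ± 4.75 FPKM in WT to 3.55 ± 0.166 FPKM in knockout (SD, n = 3). Values in WT replicate 3 lay above those in WT replicates 1 and 2, as for IFIT3 at 40.7 against 7.79 and 8.73 FPKM. The log2 fold change was -3.49 for OAS1 (standard error 0.56, limma adjusted p = 0.00124), -3.83 for OAS2 (standard error 0.54, limma adjusted p = 7.03e-04) and -4.93 for OAS3 (standard error 0.46, limma adjusted p = 1.06e-04). For the IFIT genes it was -4.72 for IFIT1, -6.07 for IFIT2, -6.43 for IFIT3 and -1.90 for IFIT5, with limma adjusted p from 1.53e-04 to 3.42e-04. All 4 members of the OAS family, OASL included, fell, and so did the 4 IFIT genes that entered the test (4 of 4 in each when adjusted over the list alone), while IFIT1B did not enter it. Both families were lower than other genes by limma camera with a preset correlation (adjusted p = 0.0107 for OAS and 0.00555 for IFIT), and the adjusted p was 0.557 for each with an estimated correlation. By fry the unadjusted p was 0.00309 for OAS and 0.00157 for IFIT. At the preset correlation OAS did not pass with a pseudocount of 1 (limma camera adjusted p = 0.0735), and neither family passed with limma voom (adjusted p = 0.105 for OAS and 0.0516 for IFIT). With limma voom on the recovered fragments, an alternative chosen after seeing the data, the fold changes kept their direction, but OAS1, OAS2, OAS3, IFIT1, IFIT2 and IFIT3 no longer passed (adjusted p from 0.0565 to 0.302).

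**Figure D3:**
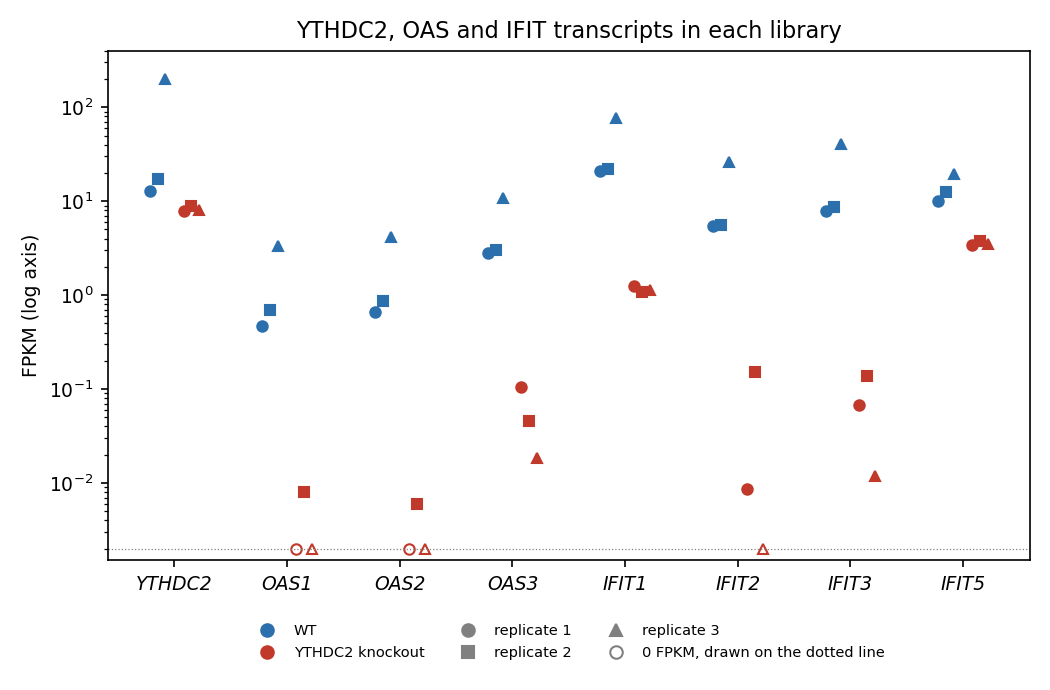
FPKM (y axis, log scale) of YTHDC2 and of 7 OAS and IFIT genes in each library, 1 point per library, blue for WT and red for YTHDC2 knockout, with circles, squares and triangles for replicates 1, 2 and 3 and open symbols for 0 FPKM. Every red point lies below the blue points of its gene, and the blue triangle of WT replicate 3 is the highest point of each gene.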

OAS1, OAS2, IFIT2, and IFIT3 were all included in the top ten downregulated genes of *YTHDC2*^*−/−*^ *versus WT*, OAS3, and IFIT5, which were also downregulated after YTHDC2 knockout (Fig. 4*A*). YTHDC2 generally plays a regulatory role after target genes modified with m^6^A. Therefore, we next explored whether m^6^A modification occurred in OASs and IFITs. Through the query on the NCBI website, we found that OASs all have an NT domain, and IFITs all have a TPR12 domain. Through searching for RRACU motif (R for A or G), we found that m^6^A modification sites existed at the NT domain of OAS1-3, the TPR12 domain of IFIT1-3 and IFIT5 (Fig. 4*B*). We also confirmed through photoactivatable ribonucleoside-enhanced crosslinking and immunoprecipitation (PAR-CLIP) experiments that the YTH domain on YTHDC2 was the key domain for binding with m^6^A-modified OAS and IFIT mRNAs, and METTL3 was the key "writer" for this modification (Fig. 4*C*). We constructed reconstituted cells to replace METTL3 with METTL14 and found that METTL14 could not realize the m^6^A modification of OAS1 and IFIT2, indicating that METTL14 was not the key "writer" (Fig. S4, *A* and *B*). Subsequently, we constructed OAS NT domain m^6^A mutation (OAS^NT-m6A-Mut^) and IFIT TPR12 domain m^6^A mutation (IFIT^TPR12-m6A-Mut^) cells according to the m^6^A modification sites marked in Figures 4*B* and S4, *C* and *D*), and it was clear that the m^6^A modification of OASs and IFITs decreased significantly after the m^6^A modification sites were mutated (Fig. S4*E*). We also used RNA pull-down experiments and observed that compared with the WT-probe, the probes of OAS NT domain m^6^A mutation (OAS^NT-m6A-Mut^) and IFIT TPR12 domain m^6^A mutation (IFIT^TPR12-m6A-Mut^) no longer bound to YTHDC2 and METTL3. Moreover, after the YTH domain of YTHDC2 was deleted, it lost the ability to bind to OAS^WT^ and IFIT^WT^ probes (Fig. 4, *D* and *E*). In addition, METTL3 overexpression could affect the total m^6^A modification level, while WT-IFIT, TPR12-m^6^A-mut type, WT-OAS1, and NT-m^6^A-mut type did not significantly affect the total m^6^A modification (Fig. S4*F*). We also confirmed that the expression of IFIT2, IFIT3, OAS1, and OAS2 decreased after YTHDC2 inhibition in AAV5-infected model by multichannel immunofluorescence (IF) (Figs. 4*F* and S4*G*). In conclusion, we identified that OAS and IFIT mRNAs could be m^6^A modified.

**Figure 4:**
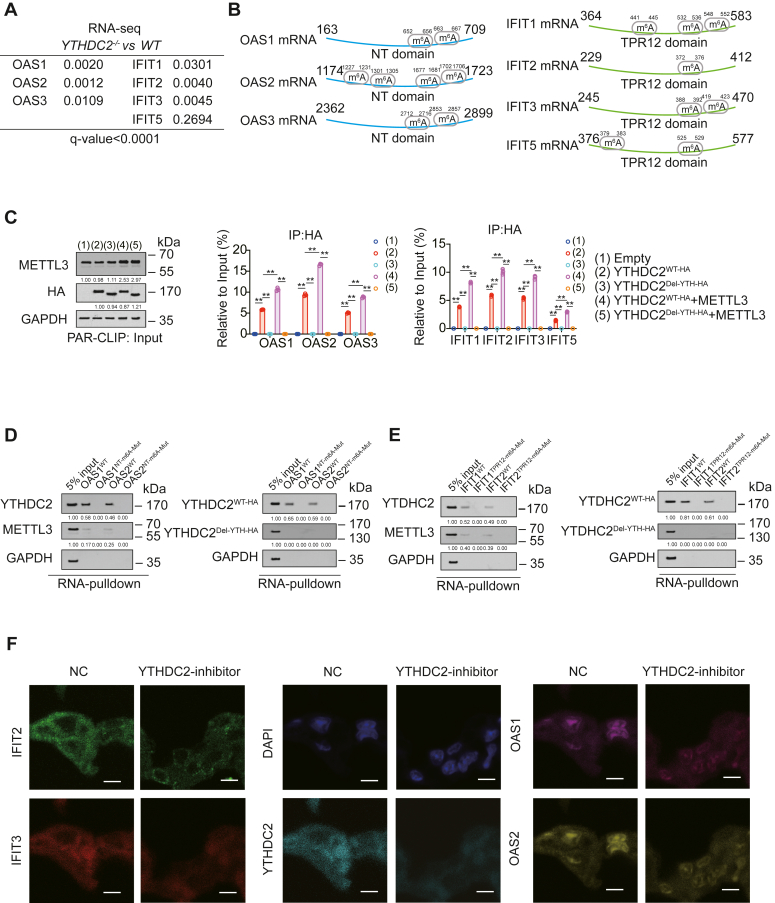
**OAS and IFIT mRNAs were m**^**6**^**A modified.***A*, OAS and IFIT fold changes between groups in RNA-seq. *B*, m^6^A modification sites on OAS NT domain and IFIT TPR12 domain. *C*, PAR-CLIP assay of RNA pulled down by HA-tagged YTHDC2^WT^ or YTHDC2^Del-YTH^ in H1975 cells with or without overexpressing METTL3. The level of proteins was normalized to that of GAPDH. OAS and IFIT mRNA levels in the pulled-down products were also verified by RT-qPCR. *D* and *E*, RNA pull-down experiments in H1975 cells using WT or m^6^A mutant OAS1/2 (*D*) or IFIT1/2 (*E*) probes, as indicated, and the interaction of YTHDC2 and METTL3 was revealed by IB. The level of proteins in 5% input sample was arbitrarily set to 1. *F*, IFIT2, IFIT3, OAS1, and OAS2 expression analyzed by multichannel IF in NC and YTHDC2-inhbitor AAV5-infected mouse with H1975 cell intrapulmonarily injected. Scale bar represents 50 μm. The data are shown as the mean ± SD from three biological replicates. ∗*p* < 0.05, ∗∗*p* < 0.01 indicates statistical significance. Data in (*A*) were analyzed by a student’s *t* test. Data in (*C*) were analyzed by a one-way ANOVA test.

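As a ratio of mean FPKM, YTHDC2 knockout to WT, OAS3 was at 0.0102, IFIT1 at 0.0289, IFIT2 at 0.00425, IFIT3 at 0.00379 and IFIT5 at 0.253. OAS1 and OAS2 had 1 fragment each over the 3 knockout libraries, against 479 and 798 over the 3 WT libraries. Their ratios of fragments per depth were 0.00185 (counting interval 4.68e-05 to 0.0104) for OAS1 and 0.00111 (counting interval 2.81e-05 to 0.00621) for OAS2, with limits at 95% confidence for counting error only. Without WT replicate 3 these were 0.00456 for OAS1 and 0.00265 for OAS2, and the ratio of mean FPKM was 0.0193 for OAS3, 0.0535 for IFIT1, 0.00964 for IFIT2, 0.00875 for IFIT3 and 0.312 for IFIT5. The single fragments of OAS1 and OAS2, and 17 of the 18 fragments of IFIT2 in knockout, came from knockout replicate 2, and without that library the ratio of mean FPKM was 3.46e-04 for IFIT2 and 0.00207 for IFIT3. Without knockout replicate 1 the ratio of OAS3 was 0.00578. In the GENCODE annotation of GRCh38, OAS1 lies on chromosome 12 from 112906777 to 112933222, next to OAS3 (112938352 to 112973249) and OAS2 (112978395 to 113011723). IFIT2 (89283694 to 89309276), IFIT3 (89327894 to 89340971), IFIT1 (89392546 to 89406486) and IFIT5 (89414586 to 89421001) lie together on chromosome 10. From the decrease of these transcripts after knockout, the paper concludes in its discussion that the IFIT and OAS genes are downstream of YTHDC2.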

### m^6^A modification upregulated OAS and IFIT mRNA stability

M^6^A modifications often influence the stability of target mRNAs (32, 33). We found that METTL3 overexpression upregulated, whereas METTL3 knockdown downregulated the expressions of OAS and IFIT mRNAs (Fig. 5*A*). Compared to OAS1^WT^ and IFIT1^WT^, OAS1^m6A mut^ and IFIT1^m6A mut^ mRNA stability decreased significantly (Fig. 5, *B* and *C*). In addition, YTHDC2 overexpression increased OAS2 and IFIT2 mRNA stability, whereas YTHDC2 YTH domain deletion (YTHDC2^Del-YTH^) did not have this effect (Fig. 5*D*). We also constructed YTHDC2 reconstituted cells, which further confirmed that in YTHDC2^WT^ cells, the mRNA stability of OAS2 and IFIT2 was higher than that of YTHDC2^Del-YTH^ cells (Fig. 5*E*). In addition, we observed that METTL3 upregulated the mRNA stability of OAS3, IFIT3, and IFIT5, and this effect was reversed by knockout of YTHDC2 (Fig. 5*F*). In the primary cells from LUAD tissues constructed for PDX model (previously described in Fig. 1, *I*–*L*), we also observed that stability of OAS1, OAS2, IFIT2, and IFIT3 mRNA was high in PDX1 (high YTHDC2 level) compared to PDX2 (low YTHDC2 level) (Fig. 5*G*). Altogether, these results indicated that METTL3-mediated m^6^A modification upregulated the stabilities of OAS and IFIT mRNAs in a YTHDC2-dependent manner.

**Figure 5:**
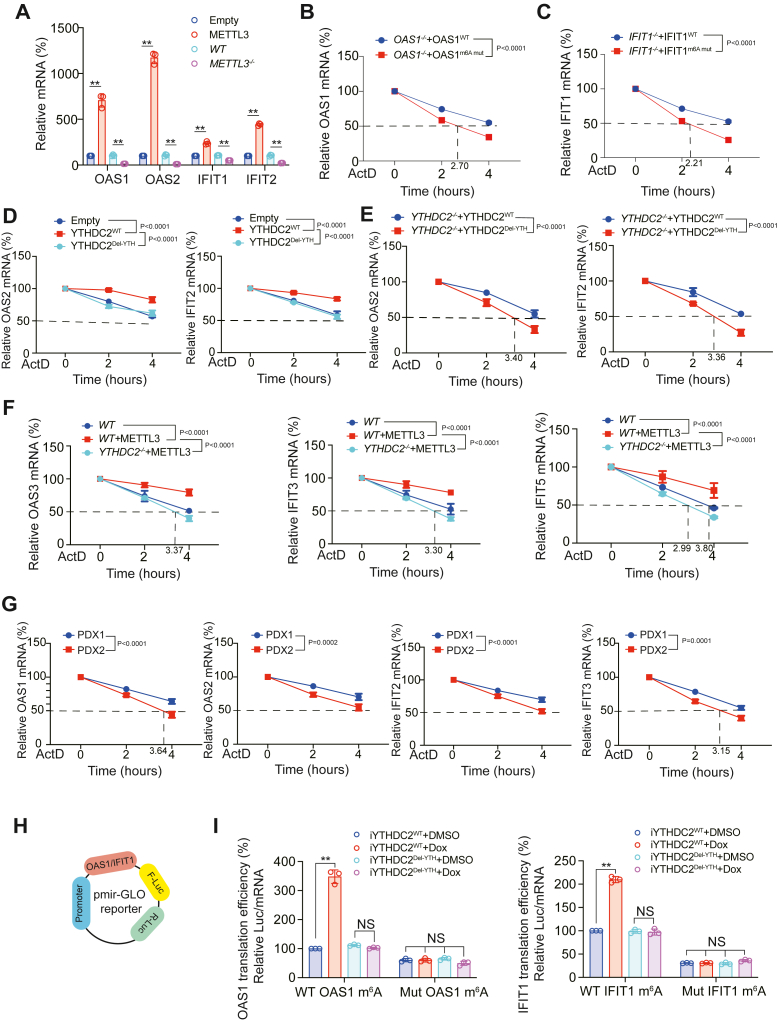
**m**^**6**^**A modification upregulated OAS and IFIT mRNA stability in a YTHDC2-dependent manner.***A*, OAS1, OAS2, IFIT1, and IFIT2 mRNA level analyzed in H1650 cells with METTL3 overexpression or knockout. *B*, OAS1 mRNA stability was analyzed in *OAS1*^*−/−*^ H1650 cells with OAS1 WT or OAS1 m^6^A mut overexpression at indicated time after ActD treatment. *C*, IFIT1 mRNA stability was analyzed in *IFIT1*^*−/−*^ H1650 cells with IFIT1 WT or IFIT1 m^6^A mut overexpression at indicated time after ActD treatment. *D*, OAS2 and IFIT2 mRNA stability was analyzed in H1650 cells with YTHDC2^WT^ or YTHDC2^Del-YTH^ overexpression at indicated time after ActD treatment. *E*, OAS2 and IFIT2 mRNA stability was analyzed in *YTHDC2*^*−/−*^ H1650 cells with YTHDC2^WT^ or YTHDC2^Del-YTH^ overexpression at indicated time after ActD treatment. *F*, OAS3, IFIT3, and IFIT5 mRNA stability was analyzed in H1650 cells with METTL3 overexpression with or without YTHDC2 knockout at indicated time after ActD treatment. *G*, OAS1, OAS2, IFIT2, and IFIT3 mRNA stability was analyzed in primary cells from LUAD tissues constructed for PDX models at indicated time after ActD treatment. *H*, schematic generation strategy for the pmir-Glo luciferase reporters containing OAS1/IFIT1 CDS region. *I*, luciferase activities from the pmir-Glo vector containing WT or m^6^A site mutant OAS1/IFIT1 CDS region were measured in H1650 cells with or without Dox-inducible YTHDC2^WT^ or YTHDC2^Del-YTH^ overexpression with or without Dox treatment. Translation efficiency was calculated as the ratio of luciferase activity to mRNA content. The data are shown as the mean ± SD from three biological replicates. ∗*p* < 0.05, ∗∗*p* < 0.01 indicates statistical significance. Data in (*A*) were analyzed by a student’s *t* test. Data in (*B*–*G*) were analyzed by a two-way ANOVA test. Data in (*I*) were analyzed by a one-way ANOVA test.

### m^6^A modification stimulated translation of OASs and IFITs

To investigate whether YTHDC2-mediated m^6^A modification affects translation of OASs and IFITs, the CDS region of OAS1 and IFIT1 mRNA with or without m^6^A site mutation was cloned into the pmir-GLO plasmid (Fig. 5*H*). Using a Dox-inducible YTHDC2 (iYTHDC2) plasmid, we observed that YTHDC2^WT^ could upregulate the translational efficiencies of OAS1 and IFIT1 in the presence of m^6^A sites, but YTHDC2^Del-YTH^ had no such effect. When the m^6^A site was mutated, YTHDC2 no longer regulated the translational efficiencies of OAS1 and IFIT1 (Fig. 5*I*). XRN2 and EXOSC10 are two major exonucleases responsible for 5′ -3′ and 3′ -5′ exonucleolytic activity, respectively (16, 34, 35). Deletion of XRN2, but not EXOSC10, reversed the effect of knocking out METTL3 on inhibiting the level of OAS and IFIT mRNAs (Fig. S5*A*). In addition, deletion of XRN2 could reverse the decrease in mRNA stability caused by m^6^A site mutations in OAS2 and IFIT2 (Fig. S5, *B* and *C*). Therefore, we believed that m^6^A modification promoted the translation of OAS and IFIT mRNAs in a YTHDC2-dependent manner.

### OAS and IFIT promoted malignant phenotype in LUAD cells

Next, we explored the effects of OASs and IFITs on the malignant phenotype of LUAD cells and whether they were related to YTHDC2. We found that the decrease in cell viability (Fig. S6*A*), colony formation (Fig. S6, *C* and *D*), exosome content (Fig. S6*L*), as well as the increase in autophagy level (Fig. S6*I*) and 4-HNE level (Fig. S6*J*) caused by overexpression of OAS1, IFIT1, OAS3, and IFIT3 was reversed by the knockout of YTHDC2; but caspase 3/7 activity was not affected by the above treatments (Fig. S6*G*). The increase in cell viability (Fig. S6*B*), colony formation (Fig. S6, *E* and *F*), exosome content (Fig. S6*M*), as well as the decrease in autophagy level (Fig. S6*I*) and 4-HNE level (Fig. S6*K*) caused by the knockout of OAS2, IFIT2, OAS1, and IFIT5 could be reversed by the addition of the exosome inhibitor GW4869; similarly, caspase 3/7 activity was not affected by the above treatments (Fig. S6*H*). The above results indicate that OASs and IFITs may induce oxidative stress-related death caused by peroxides such as 4-HNE but do not induce caspase-related apoptosis, and this ability was dependent on their upstream YTHDC2 and might be accomplished by downregulating the content of exosome.

### Identification of OAS and IFIT target genes for promoting exosome

In order to find the target genes of OASs and IFITs that promoted exosome, we knocked out OAS2 and IFIT2 in H1975 cells respectively, screened a series of mRNAs related to exosome biogenesis, transport and release by qPCR, and observed whether their expression was affected by OAS2 and IFIT2. We found that the expressions of RAB5A, RAB7, and RAB11A were significantly increased after OAS2 and IFIT2 knockout (Fig. 6*A*). In addition, we also verified that knocking out OAS1 or IFIT1 significantly increased the mRNA level of RAB5A, RAB7, and RAB11A (Fig. 6*B*), while knocking out OAS3, IFIT3, and IFIT5 significantly increased the protein level of RAB5A, RAB7, and RAB11A (Fig. 6*C*). The above results confirmed that RAB5A, RAB7, and RAB11A were the target genes of OASs and IFITs in promoting exosome.

**Figure 6:**
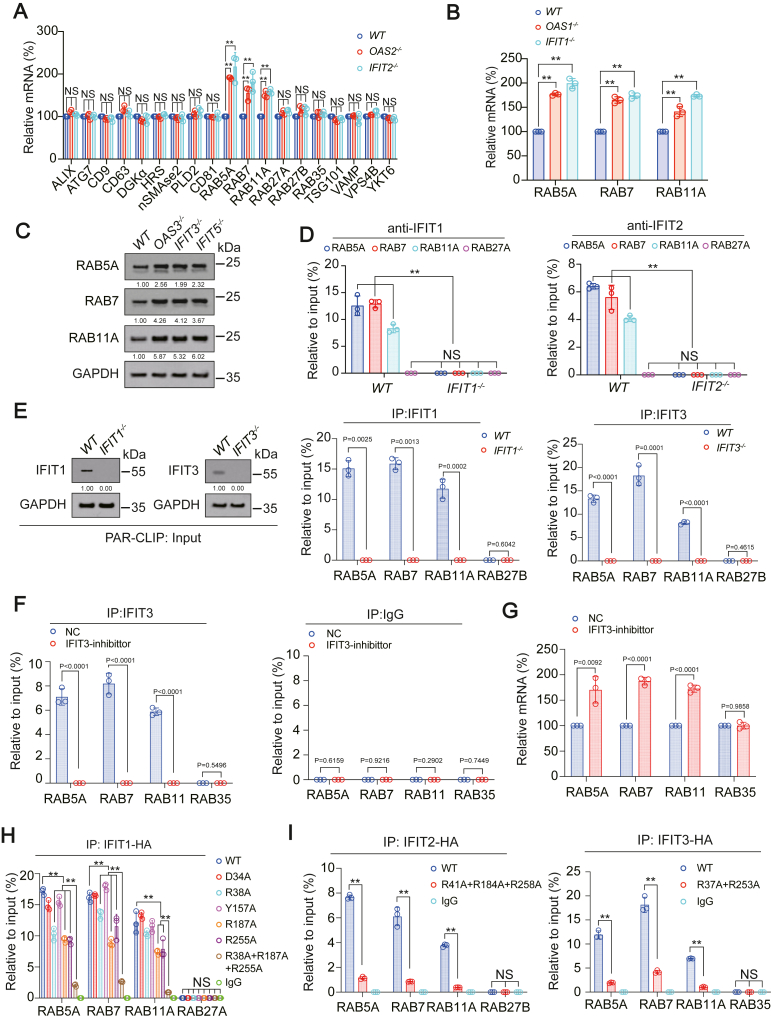
**IFIT reduced the expression of exosome-promoting genes RAB5A, RAB7, and RAB11A.***A*, indicated mRNA was measured in H1975 cells with OAS2 or IFIT2 knockout. *B*, RAB5A, RAB7, and RAB11A mRNA was measured in H1975 cells with or without OAS1 or IFIT1 knockout. *C*, RAB5A, RAB7, and RAB11A protein levels were analyzed by IB in H1975 cells with or without OAS3, IFIT3, or IFIT5 knockout. The level of proteins was normalized to that of GAPDH, and the normalized level of proteins in *WT* cells was arbitrarily set to 1. *D*, RNA-IP assay of RNA pulled down by anti-IFIT1 or anti-IFIT2 in H1975 cells with or without IFIT1 or IFIT2 knockout. RAB5A, RAB7, RAB11A, and RAB27A mRNA levels in the pulled down products were also verified by RT-qPCR. *E*, PAR-CLIP assay of RNA pulled down by anti-IFIT1 or anti-IFIT3 in H1975 cells with or without IFIT1 or IFIT3 knockout. The level of proteins was normalized to that of GAPDH, and the normalized level of proteins in *WT* cells was arbitrarily set to 1. RAB5A, RAB7, RAB11A, and RAB27B mRNA levels in the pulled-down products were also verified by RT-qPCR. *F*, RNA-IP assay of RNA pulled down by anti-IFIT3 or IgG in intrapulmonary injection LUAD-bearing and NC or IFIT3-inhibitor AAV5 infected mouse model. RAB5A, RAB7, RAB11A, and RAB35 mRNA levels in the pulled down products were also verified by RT-qPCR. *G*, RAB5A, RAB7, RAB11A, and RAB35 mRNA level in intrapulmonary injection LUAD-bearing and NC or IFIT3-inhibitor AAV5 infected mouse model. *H*–*J*, RNA-IP assay of RNA pulled down by HA-tagged IFIT1 (*H*), IFIT2 (*I*), or IFIT3 (*J*) with indicated site mutated in H1975 cells. RAB5A, RAB7, RAB11A, RAB27A, RAB27B, or RAB35 mRNA levels in the pulled down products were also verified by RT-qPCR. The data are shown as the mean ± SD from three biological replicates. ∗∗*p* < 0.01 indicates statistical significance. NS, non-significance. Data in *A*, *B*, *D*, *H*, and *I* were analyzed by a one-way ANOVA test. Data in E-G were analyzed by a student’s *t* test.

### Mechanism onhow IFITs triggered the degradation of target genes

IFITs can bind to other mRNAs and inhibit their translation (36, 37). Therefore, we speculated that IFITs bound to RAB5A, RAB7, and RAB11A mRNAs and then suppressed their translation. Through RNA-immunoprecipitation (RIP) experiments, we found that both IFIT1 and IFIT2 proteins bound to the mRNA of RAB5A, RAB7, and RAB11A but not to RAB27A (Figs. 6*D* and S7*A*). In addition, PAR-CLIP experiments also confirmed that IFIT1 and IFIT3 proteins bound to the mRNA of RAB5A, RAB7, and RAB11A but not to RAB27B (Fig. 6*E*). In the established AAV5-infected model (previously described in Fig. 3, *F*–*H*), we also observed that compared to the NC group, IFIT3 inhibitor inhibited IFIT3 interaction with RAB5A, RAB7, and RAB11A mRNA and upregulated RAB5A, RAB7, and RAB11A mRNA level; there was no binding between IFIT3 and RAB35, and IFIT3 inhibitor did not affect the mRNA level of RAB35 (Fig. 6, *F* and *G*). Next, we constructed pmir-GLO reporters containing RAB5A, RAB7, RAB11A, or RAB27B ORFs to explore the mechanism how IFITs affected the translation of RAB5A, RAB7, RAB11A, and RAB27B (Fig. S7*B*). We found that overexpression of IFIT1 significantly inhibited, whereas knockdown of IFIT2 and IFIT3 significantly promoted the translational activities of RAB5A, RAB7, and RAB11A; but their overexpression or knockout did not affect the translational activities of RAB27B (Fig. S7*C*). Existing studies have shown that IFIT3 can bind and stabilize IFIT1 and promote the combination of IFIT1 and mRNA. Moreover, IFIT2 and IFIT3 can form a more stable dimer with a stronger function of promoting IFIT1 (36). Indeed, we could find that on the basis of IFIT1 overexpression, IFIT2 or IFIT3 further reduced the translation activity of RAB5A, RAB7, and RAB11A, and the combined overexpression of IFIT1, IFIT2, and IFIT3 inhibited the translation activity of RAB5A, RAB7, and RAB11A to the greatest extent; but RAB27B was not affected by the overexpression of IFIT1/2/3 (Fig. S7*D*). According to previous literature reports, D34, R38, Y157, R187, R255 sites of IFIT1 are related to its binding to mRNA (37). Therefore, we constructed the corresponding mutants of IFIT1, and we found that R38A, R187A, and R255A could indeed inhibit the binding of IFIT1 to RAB5A, RAB7, and RAB11A mRNA, while D34A and Y157A had no such effect, and the R38A+R187A+R255A combined mutation had the most obvious effect on inhibiting the binding to RAB5A, RAB7, and RAB11A mRNA (Fig. 6*H*). We also mutated R sites at similar positions on IFIT2 and IFIT3 and found that the combined mutation of IFIT2 R41A+R184A+R258A and the combined mutation of IFIT3 R37A+R253A could inhibit their binding to RAB5A, RAB7, and RAB11A mRNA (Fig. 6*I*). We also found that the combined mutation of R38A+R187A+R255A of IFIT1 could reverse the decreased protein expression of RAB5A, RAB7, and RAB11A induced by WT-IFIT1, while the combined mutation of R41A+R184A+R258A could reverse the decreased protein expression of RAB5A, RAB7, and RAB11A induced by WT-IFIT2 (Fig. S7*E*). Collectively, we summarized the molecular mechanism of IFITs inhibiting the translation of RAB5A, RAB7, and RAB11A by binding to their mRNAs and analyzed the key sites on IFITs associated with these bindings.

### Mechanism of OASs leading to target gene degradation

OASs can cause RNA degradation through RNAseL (38). We also found that OAS1-induced decreased mRNA stability of RAB5A, RAB7, and RAB11A could be reversed by knockout of RNAseL (Figs. 7*A* and S8*A*). It was confirmed that RNAseL could be the key factor for OASs to promote the degradation of RAB5A, RAB7, and RAB11A mRNA.

### Mechanism of exosome inhibition by the combination of IFITs and OASs

In order to explore whether IFITs and OASs had a joint regulation mechanism for exosome, we first predicted the mutual binding between IFITs and OASs using the STRING website (https://string-db.org) and found that there was indeed a close mutual binding between OASs and IFITs (Fig. 7*B*). Co-immunoprecipitation (Co-IP) experiments proved the binding between OAS1 and IFIT1, between OAS2 and IFIT2, and between OAS3 and IFIT3 (Figs. 7*C* and S8*B*). The interaction between OAS2 and IFIT3 was also observed in the established AAV5-infected model (previously described in Figs. 3, *F*–*H* and 7*D*). Because the NT domain and TPR12 domain were the domains we found to be important for the functions of OASs and IFITs, respectively, we further explored whether these two domains were crucial for the combination between OASs and IFITs. We found that the interaction between OAS1 and IFIT1, OAS3 and IFIT3, and OAS2 and IFIT5 were dependent on the NT domain of OAS and the TPR12 domain of IFIT (Figs. 7*E* and S8*C*). OAS1 and OAS2 further enhanced the ability of IFIT1 and IFIT2 to promote the degradation of RAB5A and RAB7, respectively (Fig. S8, *D* and *E*). In addition, IFIT1 knockout and IFIT3 knockout could reverse the ability of OAS1 and OAS3 to degrade RAB5A and RAB11A mRNA, respectively; whereas OAS1 knockout and OAS3 knockout could not significantly reverse the ability of IFIT1 and IFIT3 to degrade RAB7 and RAB11 A mRNA, respectively (Fig. S8, *F*–*I*). The above results indicated that IFITs acted as the upstream of OASs to promote degradation. We also constructed a new series CDX model including *WT*, *OAS1*^*−/−*^, *IFIT3*^*−/−*^, *OAS1*^*−/−*^ *+ IFIT3*^*−/−*^ group (Fig. 7*F*). We observed that knockout of OAS1 or IFIT3 could increase tumor volume (Fig. S8*J*), exosome content (Fig. 7*G*), and mRNA stability of RAB5A, RAB7, and RAB11A (Figs. 7*H* and S8, *K* and *L*), and combined knockout of OAS1 and IFIT3 further enhanced the above effects (Figs. 7, *F*–*H* and S8, *J*–*L*). These results in CDX model further demonstrated the synergistic effect of OASs and IFITs on the regulation of target genes such as RAB5A, RAB7, and RAB11A. Additionally, it was verified by mutant experiments that both the NT domain of OAS and the TPR12 domain of IFIT were crucial for OASs and IFITs to inhibit exosome content (Fig. 7*I*) and colony formation in an exosome-dependent manner (Figs. 7*J* and S8, *M* and *N*), which suggested that synergistic effect of OASs and IFITs might inhibit tumor growth.

**Figure 7:**
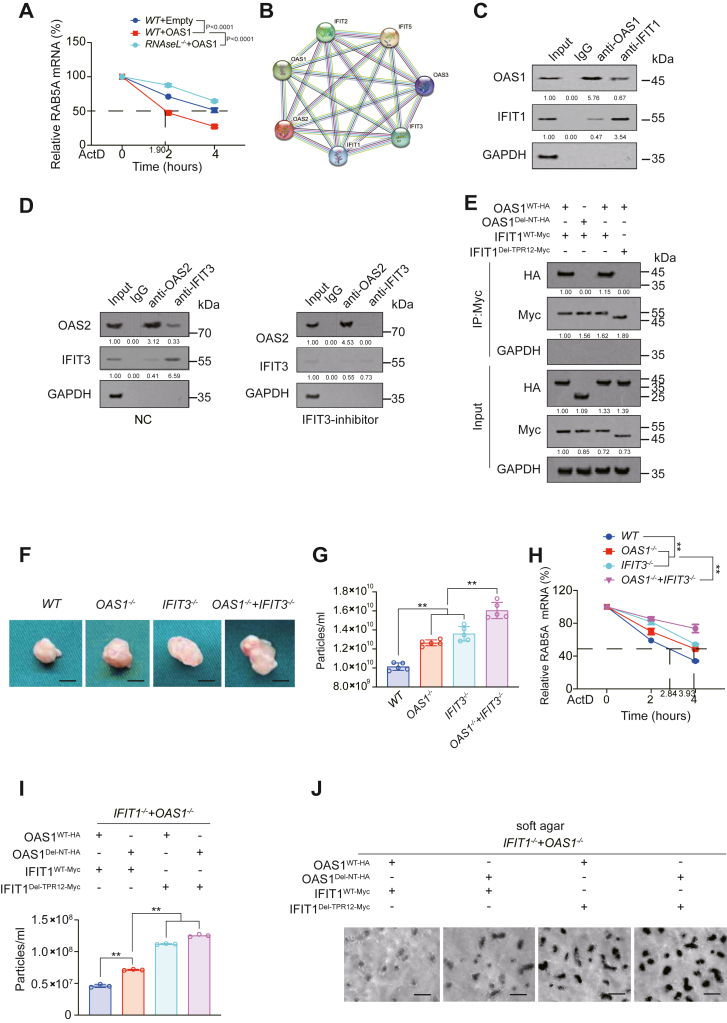
**IFIT and OAS synergistically inhibited RAB5A, RAB7, and RAB11A.***A*, RAB5A mRNA stability was analyzed in H1975 cells with OAS1 overexpression with or without RNAseL knockout at indicated time after ActD treatment. *B*, interaction among IFIT and OAS proteins predicted by String. *C*, co-IP experiments were performed using anti-OAS1 or anti-IFIT1 antibodies in H1975 cells. IgG-immunoprecipitated used samples were analyzed in parallel. Co-immunoprecipitated OAS1 and IFIT1 expression was measured. The level of proteins in Input sample was arbitrarily set to 1. *D*, co-IP experiments were performed using anti-OAS2 or anti-IFIT3 antibodies in intrapulmonary injection LUAD-bearing and NC or IFIT3-inhibitor AAV-infected mouse model. IgG-immunoprecipitated used samples were analyzed in parallel. Co-immunoprecipitated OAS2 and IFIT3 expression was measured. The level of proteins in input sample was arbitrarily set to 1. *E*, co-IP experiments were performed using anti-Myc antibodies in H1975 cells with or without OAS1^WT-HA^, OAS1^Del-NT-HA^, IFIT1 ^WT-Myc^, or IFIT1^Del-TPR12-Myc^ overexpression. The level of proteins in OAS1^WT-HA^ and IFIT1 ^WT-Myc^ overexpression sample was arbitrarily set to 1. *F*–*H*, represented images (*F*), particle concentration (*G*), and RAB5A stability (*H*) for xenograft tumor formed by *WT*, *OAS1*^*−/−*^, *IFIT3*^*−/−*^, *OAS1*^*−/−*^ + *IFIT3*^*−/−*^ H1975 cells. Scale bar represents 5 mm. *I*, particle concentration was analyzed in IFIT1- and OAS1-reconstituted H1975 cells with OAS1^WT-HA^, OAS1^Del-NT-HA^, IFIT1 ^WT-Myc^, or IFIT1^Del-TPR12-Myc^ overexpression. *J*, representative images for soft agar colony formation assay in IFIT1- and OAS1-reconstituted H1975 cells with OAS1^WT-HA^, OAS1^Del-NT-HA^, IFIT1 ^WT-Myc^, or IFIT1^Del-TPR12-Myc^ overexpression. Scale bar represents 100 μm. The data are shown as the mean ± SD from three biological replicates. ∗*p* < 0.05, ∗∗*p* < 0.01 indicates statistical significance. Data in A, H were analyzed by a two-way ANOVA test. Data in *G* and *I* were analyzed by a one-way ANOVA test.

### The mechanism verified A549 and H1299 cell lines

In KRAS mutant cell lines A549 and non KRAS, EGFR mutant cell lines H1299 cells, we verified that YTHDC2 knockout increased the exosome content (Fig. S9, *A* and *B*); target genes revealed by RNA-seq including MAT1A, AANAT, SPEM2, LOC102723996, SMCO2, CD22, TAS1R3, CCL5, RSAD2, OAS2, IFI44, OAS1, MX2, IFIT3 were affected by the change of YTHDC2 expression (Fig. S9, *C* and *D*); OAS1, OAS2, IFIT2, and IFIT3 inhibited exosome content and these effects could be reversed by YTHDC2 knockout (Fig. S9, *E* and *F*); METTL3 knockout could significantly inhibit m^6^A modification of OAS2, IFIT2, OAS3, and IFIT3 (Fig. S9, *G* and *H*); compared with the WT-probe, the probes of OAS^NT-m6A-Mut^ an IFIT^TPR12-m6A-Mut^ no longer bound to YTHDC2 and METTL3 (Fig. S9*I*); after the YTH domain of YTHDC2 was deleted, it lost the ability to bind to IFIT^WT^ probes (Fig. S9*J*); compared to OAS1^WT^, OAS1^m6A mut^ mRNA stability decreased significantly (Fig. S9*K*); in YTHDC2^WT^ cells, the mRNA stability IFIT3 was higher than that of YTHDC2^Del-YTH^ cells (Fig. S9*L*); YTHDC2^WT^ could upregulate the translational efficiencies of OAS1 and IFIT1 in the presence of m^6^A sites, but YTHDC2^Del-YTH^ had no such effect; when the m^6^A site was mutated, YTHDC2 no longer regulated the translational efficiencies of OAS1 and IFIT1 (Fig. S9*M*); the decrease in cell viability and colony formation, as well as the increase in 4-HNE level caused by the overexpression of OAS2 was reversed by knockout of YTHDC2, and the increase in cell viability and colony formation, as well as the decrease in 4-HNE level caused by the knockout of IFIT3 could be reversed by the addition of the exosome inhibitor GW4869, but caspase 3/7 activity was not influenced by the above treatment (Fig. S9, *N*–*V*); knockout of OAS1, IFIT1, OAS2, and IFIT2 could significantly induce the mRNA level of RAB5A, RAB7, and RAB11A, but not influence the level of RAB27B (Fig. S9*W*); both IFIT1 and IFIT2 proteins bound to the mRNA of RAB5A, RAB7, and RAB11A but not to the mRNA of RAB27A (Fig. S9, *X* and *Y*); overexpression of IFIT1 significantly inhibited, whereas knockdown of IFIT2 and IFIT3 significantly promoted the translational activities of RAB5A, RAB7, and RAB11A (Fig. S9*Z*); on the basis of IFIT1 overexpression, IFIT2 or IFIT3 further reduced the translation activity of RAB5A, RAB7, and RAB11A, and the combined overexpression of IFIT1, IFIT2, and IFIT3 inhibited the translation activity of RAB5A, RAB7, and RAB11A to the greatest extent (Fig. S9*A*); combined mutation of IFIT1 R38A+R187A+R255A and IFIT2 R41A+R184A+R258A could inhibit their binding to RAB5A, RAB7, and RAB11A mRNA (Fig. S9*B*); OAS1-induced decreased mRNA stability of RAB5A and RAB7 could be reversed by knockout of RNAseL (Fig. S9, *C* and *D*); the interaction between OAS1 and IFIT1 was dependent on the NT domain of OAS and the TPR12 domain of IFIT (Fig. S9, *E* and *F*); OAS1 and OAS2 further enhanced the ability of IFIT1 and IFIT2 to promote the degradation of RAB5A and RAB7, respectively (Fig. S9, *G* and *H*); both the NT domain of OAS and the TPR12 domain of IFIT were crucial for OASs and IFITs to inhibit exosome-dependent colony formation (Fig. S9*I*). These data suggested that the m^6^A reader YTHDC2 upregulates exosome content *via* inhibiting IFIT and OAS family members found in H1975 and H1650 cell lines, which also exists in KRAS mutant cell lines A549 and non KRAS, EGFR mutant cell lines H1299.

### Clinical significance of YTHDC2 and its downstream factors

In order to further clarify the clinical significance of the axis in which YTHDC2 regulates exosome content revealed in this study, we used four antibodies against YTHDC2, OAS1, IFIT2, and RAB5A to stain tissue microarrays containing 181 cases of LUAD and adjacent normal samples and confirmed that the corresponding bands could be detected in WT cell lines, but not in knockout cell lines (Fig. S10*A*). The results showed that the expressions of YTHDC2, OAS1, and IFIT2 were all reduced in tumor tissues, whereas the expression of RAB5A was increased in tumor tissues (Fig. 8, *A* and *B*). However, after further analysis, we found that the expression of YTHDC2, OAS1, IFIT2, and RAB5A had no significant relationship with the stage of tumor tissue (Fig. S10*B*), the patient's smoking habits (Fig. S10*C*), the presence of EGFR mutations (Fig. S10*D*), and whether the patient received preoperative treatment (including targeted therapy, immunotherapy, chemoradiotherapy, and so on) (Fig. S10*E*). According to the previous studies, acinar LUAD are more likely to exhibit YTHDC2 downregulation (16). Therefore, we further analyzed the clinical significance of YTHDC2 and its downstream factors based on pathological classification. We found that in acinar LUAD, YTHDC2, OAS1, and IFIT2 were also reduced and RAB5A was increased (Fig. 8*C*), and there was a significant correlation between their expressions (Fig. S10*F*). In addition, their changing trends were related to tumor stage (Fig. 8*D*). Moreover, in acinar LUAD, low YTHDC2 expression indicated poor patient survival rate (Fig. 8*E*). However, even in acinar LUAD, the expression of YTHDC2 was not associated with smoking habits, EGFR mutation status, or whether the patient received preoperative treatment (Fig. S10*G*). Moreover, in other types of LUAD (including papillary, solid, and micropapillary), YTHDC2 expression did not differ between tumor and adjacent normal tissues (Fig. 8*F*), and the expression of YTHDC2 was not associated with EGFR mutation status, smoking habits, tumor stage, or whether the patient received preoperative treatment (Fig. S10, *H*–*J*). Based on the above results, we believed that the activation of the low YTHDC2-related exosome content-increasing system in LUAD was acinar-type–specific.

**Figure 8:**
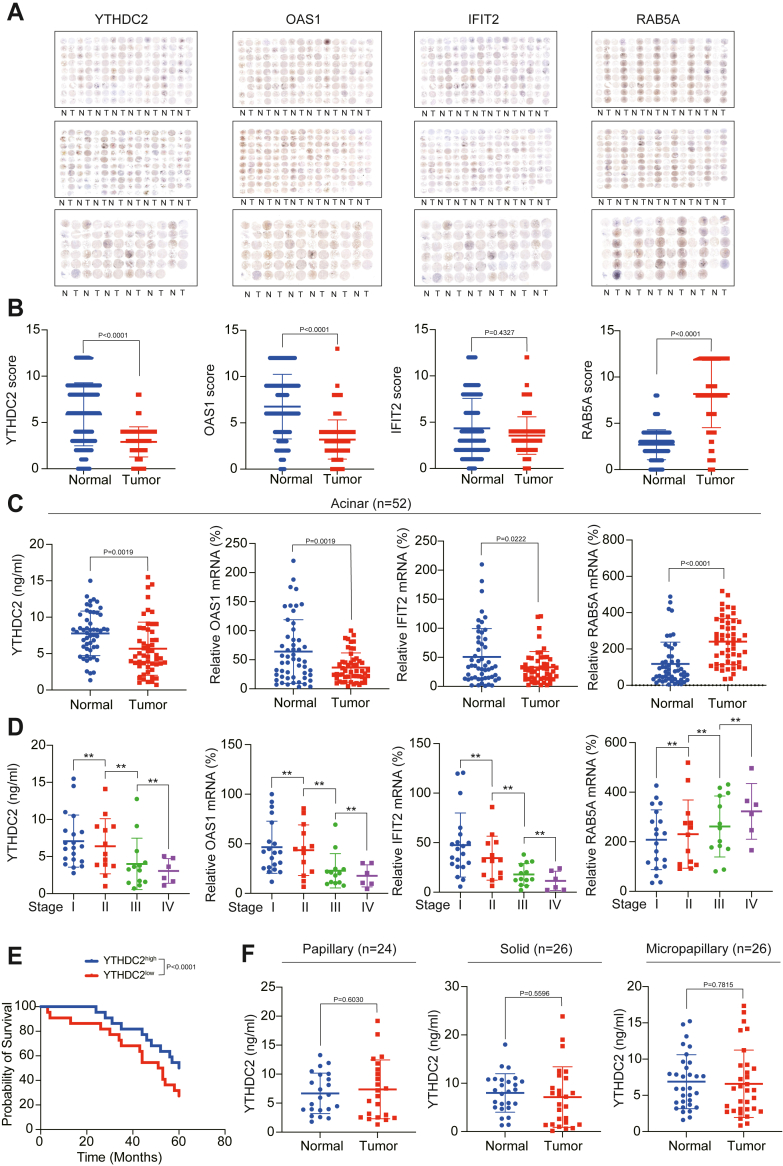
**Clinical significance of YTHDC2-related exosome-stimulating system in LUAD and its acinar subtype.***A* and *B*, immunochemistry stain for LUAD tissue microarray slides using antibodies against YTHDC2, OAS1, IFIT2, and RAB5A. IHC score was displayed in (*B*). *C* and *D*, YTHDC2 protein level and OAS1, IFIT2, and RAB5A mRNA levels were measured in acinar subtype LUAD (*C*). The results were further presented according to the tumor stage (*D*). *E*, Survival analysis in acinar subtype LUAD. Patients were divided into two groups according to the level of YTHDC2 expression. *F*, YTHDC2 protein level were measured in papillary, solid, and micropapillary subtype LUAD. ∗∗*p* < 0.01 indicates statistical significance. NS, non-significance. Data in *B*, *C*, and *F* were analyzed by a student’s *t* test. Data in *D* were analyzed by a one-way ANOVA test. Data in E were analyzed by a log-rank test.

## Discussion

M^6^A and exosome are two fields that have been researched very hot recently. Researches on the correlation between these two fields have been reported before, which are mainly divided into the following two types: (1) substances in exosome affect the overall m^6^A modification, such as noncoding RNA in exosome exercising the function of ceRNA, promoting the expression of m^6^A-related molecules, or microRNA in exosome directly inhibiting the expression of m^6^A-related molecules (2, 39, 40). m^6^A modification occurs and directly affects the function of exosome-containing noncoding RNA (41, 42). However, the effect of m^6^A on exosome has not been reported before. This study has chosen a novel perspective: firstly, it was confirmed that the exosome content was increased after YTHDC2 knockout, and then a series of target genes of YTHDC2 were screened by RNA-seq. Among them, the OAS family and IFIT family were then focused, and it was clear that their degradation effect was enhanced after m^6^A modification and instead promoted the expression of exosome transport and release genes including RAB5A, RAB7, and RAB11A that were originally inhibited by them. Of course, the increase of exosome content caused by YTHDC2 knockdown promoted the malignant phenotype of LUAD cells, which was consistent with our previous finding that the decrease of YTHDC2 promotes the antioxidant capacity of LUAD cells and promotes tumor progression (15, 16). However, the m^6^A reader is not limited to YTHDC2. After m^6^A modification, other readers might exhibit different functions from YTHDC2, such as inhibiting exosome. For example, YTHDF1 often exhibits cancer-promoting effects in tumors (43, 44). Therefore, the effects of other types of readers on exosome secretion after m^6^A modification and the malignant phenotype of LUAD still need to be further explored.

We found through RNA-seq that after YTHDC2 was knocked out, the expressions of IFITs and OASs were significantly decreased, which indicated that IFITs and OASs were important downstream genes of YTHDC2, and we verified that IFITs and OASs could decline the expression of RAB5A, RAB7, and RAB11A. Both IFITs and OASs have been shown to play a role in viral infection in previous studies (37, 45). IFITs contain five paralogs including IFIT1, IFIT1B, IFIT2, IFIT3, and IFIT5. They take on crucial roles in obstructing viral replication by directly binding the 5′end of viral RNA (46). For example, IFIT1 can compete with eIF4F to selectively bind and sequester vial Cap0-mRNA, resulting in its translational inhibition (36). IFIT1 and IFIT5 possess the capability to detect uncapped viral triphosphate-RNA, which is an additional indicator of infection (47). This recognition ability allows them to potentially impede the replication of certain negative-sense ss RNA viruses (47). In this study, we found that IFITs could recognize mRNAs of RAB5A, RAB7, and RAB11A and inhibit their stability and subsequent translation. Similar to the previous results, our findings further confirmed that IFITs had RNA binding ability and inhibited the translation of target RNA, but it also further expanded the findings that IFITs bound to not only viral RNA but also normal human RNA. The OASs can recognize RNA produced during viral infection and then promote dimerization and activation of latent endoribonuclease RNase L. Activated RNase L can further degrade viral and cellular RNA, including ribosomal RNA, transfer RNA, and specific messenger RNA transcripts (45). In this study, we also found that OAS led to the degradation of downstream RAB5A, RAB7, and RAB11A mRNAs through RNAseL. In addition, we innovatively found that there is an interaction between IFITs and OASs, and IFITs acts as the upstream of OASs to reduce the expression of RAB5A, RAB7, and RAB11A.

In addition to the negative correlation between YTHDC2 and antioxidant capacity of LUAD cells reported by our Lab (15, 16), some other studies have shown that YTHDC2 can affect the malignant phenotype of LUAD cells. For example, overexpression of YTHDC2 inhibits proliferation, migration, and angiogenesis of LUAD cells, as well as growth of LUAD cells in nude mice through long noncoding ZNRD1-AS1 and CYLD/NF-κB signaling pathways; and high expression of YTHDC2 has a better prognosis in LUAD patients (29, 48). The m^6^A demethylase ALKBH5 regulates macrophage M2 polarization through CDCA4 to promote the development of LUAD; and this effect can be reversed by the overexpression of YTHDC2 (49). The above results indicate that overexpression of YTHDC2 may be a means of treating LUAD. If there is a drug that can directly or indirectly upregulate the expression of YTHDC2 or if exogenous YTHDC2 is introduced through gene therapy, it may have a therapeutic effect on LUAD.

Acinar subtype is the most common pathological subtype of LUAD, and previous studies have shown that acinar LUAD subtype cases exhibited significant YTHDC2 downregulation (15, 16). In this study, we excluded the obvious decrease in YTHDC2 in several other types of LUAD, such as papillary, solid, and micropapillary, confirming that the decrease in YTHDC2 is a unique phenomenon of acinar LUAD subtype. In previous studies, since ferroptosis-stimulating targets such as SLC7A11 was highly expressed, pro-ferroptosis factors can induce significant ferroptosis for acinar LUAD subtype (15, 16). Coupled with the axis that promotes exosome expression discovered in this study, it provides two strategies for treating acinar LUAD subtype with low YTHDC2 expression. Perhaps these two strategies can be combined into one to facilitate the precise treatment of lung cancer.

In conclusion, we discovered a mechanism by which low YTHDC2 expression in LUAD promoted exosome by downregulating OASs and IFITs. This mechanism might provide an important theoretical basis for the treatment of acinar LUAD subtype with low YTHDC2 expression.

## Experimental procedures

### Cell culture

Established human LUAD A549, H1299, H1650, and H1975 cell lines were purchased from Fuheng Biotechnology and validated by short tandem repeat analysis. Cells were cultured in Dulbecco’s modified eagle medium (Hyclone) supplemented with 10% fetal bovine serum (Sage Creation Science. Co. Ltd) and 1% penicillin/streptomycin (Hyclone). GW4869 (Sigma) was used to treat cells.

### Animals and tissue samples

All athymic nude mice (6-week-old) were purchased from Jiesijie and bred in specific pathogen-free animal facilities. All animal experiments were approved by the Animal Care Committee of Shanghai Chest Hospital.

To generate routine CDX mouse models, established H1975 cells (initial 5 × 10^6^) were subcutaneously injected into the bilateral dorsal flank of athymic nude mice. The mice were euthanized by cervical dislocation at 36 days after injection.

To generate H1975 cell-implanted intrapulmonary LUAD mice, 6-weeks athymic nude mice were intrapulmonary injected with cells (5 × 10^6^) under anesthesia and then intranasally administered AAV5 particles (recommended normal intranasal dosage: 2 × 10^11^ vg, Genomeditech) 3 weeks later. The mice were euthanized and analyzed at 6 weeks after injection.

To generate PDX mouse models, 2 to 3 mm^3^ fresh LUAD tissues were subcutaneously implanted into athymic nude mice. After successful passage, the PDX mice were utilized for subsequent analysis. Tumor volumes were determined using the formula 0.5 × L × W^2^ (where L represents length and W represents width). The mice were humanely euthanized 36 days after passage.

All the tissue samples were recruited in Shanghai Chest Hospital from May 2013 to July 2023. The detailed information was summarized in Table S1. All the informed written consents were obtained. The studies including those for animals were approved by the institutional ethics committee of Shanghai Chest Hospital.

### Plasmids

METTL3 overexpression and knockout, YTHDC2^WT^, YTHDC2^Del-YTH^ overexpression, and exosome component 10 (EXOSC10) and YTHDC2 knockout plasmids were acquired from previous studies (15, 16). siRNA targeting CCL5, RSAD2, OAS2, IFI44, OAS1, MX2, IFIT3, IFIT2, CMPK2, XAF1, MAT1A, AANAT, SPEM2, LOC102723996, SMCO2, CD22, TAS1R3, DIPK1C, DIO3, KLK1 were purchased from GenePharma Co. Ltd. OAS1^WT^, OAS1^m6A mut^, IFIT1^WT^, IFIT1^m6A mut^, IFIT2^WT^, IFIT3^WT^, OAS2^WT^, OAS3^WT^, CCL5, RSAD2, MAT1A, AANAT, TAS1R3, METTL14 overexpression plasmids and shRNAs targeting YTHDC2 were purchased from Zorin. sgRNA sequences targeting YTHDC2, CCL5, RSAD2, OAS3, OAS2, OAS1, IFIT3, IFIT2, IFIT1, IFIT5, MAT1A, AANAT, TAS1R3, RNAseL, METTL3, XRN2, and RAB5A were listed in Table S2. IFIT1^D34A^, IFIT1^R38A^, IFIT1^Y157A^, IFIT1^R187A^, IFIT1^R255A^, IFIT1^R38A + R187A + R255A^, IFIT2^R41A + R184A + R258A^, IFTI3^R37A + R253A^, OAS1^Del-NT^, OAS2^Del-NT^, OAS3^Del-NT^, IFIT1^Del-TPR12^, IFIT3 ^Del-TPR12^, and IFIT5^Del-TPR12^ were constructed using overlapped PCR and the primers were listed in Table S2. The probes used for RNA-pulldown were also listed.

### IF, immunoblotting, and immunohistochemistry

For IF, we utilized Paul Karl Horan-67 (PKH67) (Sigma, #PKH67 GL) or PKH26 (Sigma, #PKH26 Gl) as a marker to identify exosome packaged in H1975/H1650 cells. Initially, exosome derived from H1650 or H1975 cells were mixed with Diluent C and PKH67 dye for a 5-min incubation period. The exosome was then isolated through three sequential centrifugation steps, following the procedure outlined below. Subsequently, the isolated exosome was incubated with H1975 or H1650 cells for 48 h. Following the incubation period, cells were harvested, fixed, and blocked. Nuclei were counter-stained with DAPI. Finally, all images were captured using a confocal microscope from Leica.

Immunoblotting (IB) was performed according to the routine protocol, which is available elsewhere. "The primary antibodies used for IB are as follows: anti-YTHDC2 (Abcam, #ab176846), anti-METTL3 (Abcam, #ab195352), anti-METTL14 (Abcam, #ab220030), anti-HA (Abcam, #ab1424 and #ab9110), anti-GAPDH (Abcam, #ab181602 and #ab8245), anti-CD63 (Abcam, #ab271286), anti-TSG101 (Abcam, #ab125011), anti-ALIX (Abcam, #ab275377), anti-CD9 (Abcam, #ab92726), anti-calnexin (Abcam, #ab133615), anti-RAB5A (Abcam, #ab66746), anti-RAB7 (Abcam, #ab137029), anti-RAB11A (Abcam, #ab128913), anti-IFIT1 (Abcam, #ab305301 and #ab118062), anti-IFIT3 (Abcam, #ab118045 and #236243), anti-FLAG (Abcam, #ab125243), anti-OAS1 (Abcam, #ab272492 and Sigma, MA5-43642), anti-OAS2 (Abcam, #ab195968 and #ab197655), anti-OAS3 (Abcam, #ab154270 and #ab188111), anti-IFIT2 (Abcam, #ab305231 and #ab168407), anti-IFIT5 (Abcam, #ab220954), anti-Myc (Cell Signaling Technology, #2276 and #2278), anti-CCL5 (Abcam, #ab307712), anti-RSAD2 (Abcam, #ab208286), anti-MAT1A (Abcam, #ab129176), anti-AANAT (Abcam, #ab3439), anti-TAS1R3 (Abcam, #ab229015), anti-LC3 (Abcam, #ab192890)." YTHDC2 protein level was also measured using ELISA kits from Lichen Biotechnology Co., LTD. The uncropped blots were displayed as Supplementary Materials.

For immunohistochemistry (IHC), the paraffin sections were hydrated on the first day, then cooked, washed with water, immersed in PBS solution, and coated with blocking endogenous peroxidase antibody, followed by DAB reaction detection, and finally counterstained sections. The IHC score was calculated by multiplying the staining intensity grade (0, 1, 2, or 3 for negative, weakly positive, moderately positive, and strongly positive, respectively) by the positivity score (0, 1, 2, 3, or 4 for 5%, 6–25%, 26–50%, 51–75%, and ≥76% of the positivity area, respectively). Antibodies used for IHC were as follows: anti-YTHDC2 (Abcam, #ab176846), anti-OAS1 (Abcam, #ab272492), anti-IFIT2 (Abcam, #ab305231), and anti-RAB5A (Abcam, #ab66746).

### Co-immunoprecipitation

For co-IP, cells were washed with PBS and lysed in Western/IP lysis buffer (Beyotime). Protein lysates were then incubated with 3 μg of the indicated antibodies and protein A/G beads (Invitrogen) overnight at 4 °C. After the immunoprecipitation reaction, the magnetic beads were washed with lysis buffer, finally added to SDS loading buffer, and subjected to IB analysis. The antibodies used were as follows: anti-Myc (CST, #2278), anti-OAS1 (Abcam, #ab272492), anti-OAS2 (Abcam, #ab197655), anti-OAS3 (Abcam, #ab154270), anti-IFIT1 (Abcam, #ab305301), anti-IFIT2 (Abcam, #ab305231), anti-IFIT3 (Abcam, #ab236243).

### RNA-immunoprecipitation

In the RIP assays, a Magna RIP Kit from Merck Millipore was cell lysates were subjected to overnight incubation at 4 °C with magnetic beads that were preloaded with either 5 μg of anti-IFIT1 (Abcam, #ab305301), anti-IFIT2 (Abcam, #ab305231), anti-IFIT3 (Abcam, #ab236243), anti-HA (Abcam, #ab1424), or anti-m^6^A antibodies (Abcam, #ab208577) or control IgG (CST, #3900). Following proteinase K digestion, the remaining RNA was extracted using TRIzol regent and subsequently analyzed through qPCR.

### Measurement of cell viability, caspase 3/7 activity, 4-HNE level, and anchorage-independent colony formation

Cell viability was detected using a CCK8 kit (Beyotime). Caspase 3/7 activity was determined using Caspase 3/7 Glo luciferase reagent (Promega). 4-HNE level was measured using kits from Abcam. Regarding the anchorage-independent colony formation assay, LUAD cells were plated in a six-well plate containing 0.3% agarose at a density of 6 × 10^3^ cells per well. After a 2-week incubation period, the colony numbers were evaluated using a microscope.

### Measurement of dual-luciferase activity

Luciferase activities were assessed by employing a dual-luciferase kit (Promega) in accordance with the provided instructions. Cells were cotransfected with Firefly reporters (primer used were listed in Table S2) and Renilla plasmids using Lipofectamine 2000 transfection reagent (Invitrogen). Following a 48-h incubation period, the cells were collected and lysed using the passive lysis buffer included in the kit. The fluorescence intensity of luciferase reporters was subsequently evaluated and normalized against the Renilla luciferase activity.

### Particle analysis

The absolute concentration and high-resolution size distribution of particle was determined by Flow NanoAnalyzer (NanoFCM).

### Dot-blot

For dot blot, the total RNA was extracted, the concentration was measured, and the total RNA was drawn on the nylon membrane as a 1 cm × 1 cm small square. The amount of RNA was calculated, and then the sample was loaded on the nylon membrane and irradiated under ultraviolet light for 10 min. After blocking in blocking solution for 1 hour, m^6^A primary antibody was prepared and incubated at 4 °C overnight. After washing with PBST, secondary antibodies were prepared and incubated at room temperature for 1 h. The exposure solution was prepared and then exposed.

### RNA pull-down

For RNA pull-down assays, RNA was labeled with a biotin probe, cellular proteins were lysed, and then subjected to precipitation of RNA, magnetic bead pretreatment, and IB or proteomic analysis.

### Photoactivatable ribonucleoside-enhanced crosslinking and immunoprecipitation

For PAR-CLIP, cells were incubated with (4-thiuridine, 4-SU, 250 μmol/L, Sigma) for 16 h and then irradiated with 355 nm UV light for cross-linking. Subsequently, cells were lysed with NP40 lysis buffer on ice and centrifuged at 18,000×*g* for 15 min to collect the supernatant, followed by a waiting period of 2 hours with antibody. After three washes with IP wash buffer, the beads were resuspended and boiled at 95 °C for 10 min. To detect antibodies-bound RNA, RNA was recovered and subjected to qPCR analysis.

### Statistical analysis

Tests used to examine the differences between groups were student’s *t* test, one-way, two-way ANOVA, log rank test, and the Spearman rank-correlation analysis. A *p* < 0.05 was considered statistically significant.

## Data availability

The accession number for the RNA-seq data reported in this paper is GEO: GSE241622.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

## References

[1] Sung H., Ferlay J., Siegel R.L., Laversanne M., Soerjomataram I., Jemal A. (2021). Global cancer statistics 2020: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA Cancer J. Clin..

[2] Xia C., Dong X., Li H., Cao M., Sun D., He S. (2022). Cancer statistics in China and United States, 2022: profiles, trends, and determinants. Chin. Med. J. (Engl).

[3] Luo G., Zhang Y., Etxeberria J., Arnold M., Cai X., Hao Y. (2023). Projections of lung cancer incidence by 2035 in 40 countries worldwide: population-based study. JMIR Public Health Surveill..

[4] Hirsch F.R., Scagliotti G.V., Mulshine J.L., Kwon R., Curran W.J., Wu Y.L. (2017). Lung cancer: current therapies and new targeted treatments. Lancet.

[5] Qiu H., Cao S., Xu R. (2021). Cancer incidence, mortality, and burden in China: a time-trend analysis and comparison with the United States and United Kingdom based on the global epidemiological data released in 2020. Cancer Commun. (Lond).

[6] Kim S.Y., Kim S.M., Lim S., Lee J.Y., Choi S.J., Yang S.D. (2021). Modeling clinical responses to targeted therapies by patient-derived organoids of advanced lung adenocarcinoma. Clin. Cancer Res..

[7] Ng K.W., Boumelha J., Enfield K.S.S., Almagro J., Cha H., Pich O. (2023). Antibodies against endogenous retroviruses promote lung cancer immunotherapy. Nature.

[8] Alam S.K., Zhang Y., Wang L., Zhu Z., Hernandez C.E., Zhou Y. (2022). DARPP-32 promotes ERBB3-mediated resistance to molecular targeted therapy in EGFR-mutated lung adenocarcinoma. Oncogene.

[9] Huo F.C., Zhu Z.M., Pei D.S. (2020). N(6) -methyladenosine (m(6)A) RNA modification in human cancer. Cell Prolif..

[10] He L., Li H., Wu A., Peng Y., Shu G., Yin G. (2019). Functions of N6-methyladenosine and its role in cancer. Mol. Cancer.

[11] Mao Y., Dong L., Liu X.M., Guo J., Ma H., Shen B. (2019). m(6)A in mRNA coding regions promotes translation *via* the RNA helicase-containing YTHDC2. Nat. Commun..

[12] Fu Y., Zhuang X. (2020). m(6)A-binding YTHDF proteins promote stress granule formation. Nat. Chem. Biol..

[13] Li L., Krasnykov K., Homolka D., Gos P., Mendel M., Fish R.J. (2022). The XRN1-regulated RNA helicase activity of YTHDC2 ensures mouse fertility independently of m(6)A recognition. Mol. Cell.

[14] Hsu P.J., Zhu Y., Ma H., Guo Y., Shi X., Liu Y. (2017). Ythdc2 is an N(6)-methyladenosine binding protein that regulates mammalian spermatogenesis. Cell Res..

[15] Ma L., Zhang X., Yu K., Xu X., Chen T., Shi Y. (2021). Targeting SLC3A2 subunit of system X(C)(-) is essential for m(6)A reader YTHDC2 to be an endogenous ferroptosis inducer in lung adenocarcinoma. Free Radic. Biol. Med..

[16] Ma L., Chen T., Zhang X., Miao Y., Tian X., Yu K. (2021). The m(6)A reader YTHDC2 inhibits lung adenocarcinoma tumorigenesis by suppressing SLC7A11-dependent antioxidant function. Redox Biol..

[17] Zhao B.S., Roundtree I.A., He C. (2017). Post-transcriptional gene regulation by mRNA modifications. Nat. Rev. Mol. Cell Biol..

[18] Xu Z., Jia K., Wang H., Gao F., Zhao S., Li F. (2021). METTL14-regulated PI3K/Akt signaling pathway *via* PTEN affects HDAC5-mediated epithelial-mesenchymal transition of renal tubular cells in diabetic kidney disease. Cell Death Dis..

[19] Chen X., Lu T., Cai Y., Han Y., Ding M., Chu Y. (2023). KIAA1429-mediated m6A modification of CHST11 promotes progression of diffuse large B-cell lymphoma by regulating Hippo-YAP pathway. Cell Mol. Biol. Lett..

[20] Wang J., Yu H., Dong W., Zhang C., Hu M., Ma W. (2023). N6-Methyladenosine-Mediated up-regulation of FZD10 regulates liver cancer stem cells' properties and lenvatinib resistance through WNT/β-Catenin and Hippo signaling pathways. Gastroenterology.

[21] Shen C., Xuan B., Yan T., Ma Y., Xu P., Tian X. (2020). m(6)A-dependent glycolysis enhances colorectal cancer progression. Mol. Cancer.

[22] Chen Z., Wu L., Zhou J., Lin X., Peng Y., Ge L. (2020). N6-methyladenosine-induced ERRγ triggers chemoresistance of cancer cells through upregulation of ABCB1 and metabolic reprogramming. Theranostics.

[23] Zhu S., Wang J.Z., Chen D., He Y.T., Meng N., Chen M. (2020). An oncopeptide regulates m(6)A recognition by the m(6)A reader IGF2BP1 and tumorigenesis. Nat. Commun..

[24] Liu X., Gonzalez G., Dai X., Miao W., Yuan J., Huang M. (2020). Adenylate kinase 4 modulates the resistance of breast cancer cells to tamoxifen through an m(6)a-based epitranscriptomic mechanism. Mol. Ther..

[25] Kalluri R., LeBleu V.S. (2020). The biology, function, and biomedical applications of exosomes. Science.

[26] Mashouri L., Yousefi H., Aref A.R., Ahadi A.M., Molaei F., Alahari S.K. (2019). Exosomes: composition, biogenesis, and mechanisms in cancer metastasis and drug resistance. Mol. Cancer.

[27] Wortzel I., Dror S., Kenific C.M., Lyden D. (2019). Exosome-mediated metastasis: communication from a distance. Dev. Cell.

[28] An Y., Duan H. (2022). The role of m6A RNA methylation in cancer metabolism. Mol. Cancer.

[29] Wang J., Tan L., Jia B., Yu X., Yao R., N O.U. (2021). Downregulation of m(6)A reader YTHDC2 promotes the proliferation and migration of malignant lung cells *via* CYLD/NF-κB pathway. Int. J. Biol. Sci..

[30] Zhang X., Xu Y., Ma L., Yu K., Niu Y., Xu X. (2022). Essential roles of exosome and circRNA_101093 on ferroptosis desensitization in lung adenocarcinoma. Cancer Commun. (Lond).

[31] Yu W., Zhang C., Wang Y., Tian X., Miao Y., Meng F. (2023). YAP 5-methylcytosine modification increases its mRNA stability and promotes the transcription of exosome secretion-related genes in lung adenocarcinoma. Cancer Gene Ther..

[32] Xu X., Cui J., Wang H., Ma L., Zhang X., Guo W. (2022). IGF2BP3 is an essential N(6)-methyladenosine biotarget for suppressing ferroptosis in lung adenocarcinoma cells. Mater. Today Bio.

[33] Huang H., Weng H., Sun W., Qin X., Shi H., Wu H. (2018). Recognition of RNA N(6)-methyladenosine by IGF2BP proteins enhances mRNA stability and translation. Nat. Cell Biol..

[34] Memet I., Doebele C., Sloan K.E., Bohnsack M.T. (2017). The G-patch protein NF-κB-repressing factor mediates the recruitment of the exonuclease XRN2 and activation of the RNA helicase DHX15 in human ribosome biogenesis. Nucleic Acids Res..

[35] Makino D.L., Schuch B., Stegmann E., Baumgärtner M., Basquin C., Conti E. (2015). RNA degradation paths in a 12-subunit nuclear exosome complex. Nature.

[36] Fleith R.C., Mears H.V., Leong X.Y., Sanford T.J., Emmott E., Graham S.C. (2018). IFIT3 and IFIT2/3 promote IFIT1-mediated translation inhibition by enhancing binding to non-self RNA. Nucleic Acids Res..

[37] Abbas Y.M., Laudenbach B.T., Martínez-Montero S., Cencic R., Habjan M., Pichlmair A. (2017). Structure of human IFIT1 with capped RNA reveals adaptable mRNA binding and mechanisms for sensing N1 and N2 ribose 2'-O methylations. Proc. Natl. Acad. Sci. U. S. A..

[38] Schwartz S.L., Dey D., Tanquary J., Bair C.R., Lowen A.C., Conn G.L. (2022). Role of helical structure and dynamics in oligoadenylate synthetase 1 (OAS1) mismatch tolerance and activation by short dsRNAs. Proc. Natl. Acad. Sci. U. S. A..

[39] Xie H., Yao J., Wang Y., Ni B. (2022). Exosome-transmitted circVMP1 facilitates the progression and cisplatin resistance of non-small cell lung cancer by targeting miR-524-5p-METTL3/SOX2 axis. Drug Deliv..

[40] Ou B., Liu Y., Gao Z., Xu J., Yan Y., Li Y. (2022). Senescent neutrophils-derived exosomal piRNA-17560 promotes chemoresistance and EMT of breast cancer *via* FTO-mediated m6A demethylation. Cell Death Dis..

[41] Wang W., Qiao S.C., Wu X.B., Sun B., Yang J.G., Li X. (2021). Circ_0008542 in osteoblast exosomes promotes osteoclast-induced bone resorption through m6A methylation. Cell Death Dis..

[42] Hu Z., Chen G., Zhao Y., Gao H., Li L., Yin Y. (2023). Exosome-derived circCCAR1 promotes CD8 + T-cell dysfunction and anti-PD1 resistance in hepatocellular carcinoma. Mol. Cancer.

[43] Liu T., Wei Q., Jin J., Luo Q., Liu Y., Yang Y. (2020). The m6A reader YTHDF1 promotes ovarian cancer progression *via* augmenting EIF3C translation. Nucleic Acids Res..

[44] Wang S., Gao S., Zeng Y., Zhu L., Mo Y., Wong C.C. (2022). N6-Methyladenosine reader YTHDF1 promotes ARHGEF2 translation and RhoA signaling in colorectal cancer. Gastroenterology.

[45] Li Y., Banerjee S., Wang Y., Goldstein S.A., Dong B., Gaughan C. (2016). Activation of RNase L is dependent on OAS3 expression during infection with diverse human viruses. Proc. Natl. Acad. Sci. U. S. A..

[46] Kumar P., Sweeney T.R., Skabkin M.A., Skabkina O.V., Hellen C.U., Pestova T.V. (2014). Inhibition of translation by IFIT family members is determined by their ability to interact selectively with the 5'-terminal regions of cap0-, cap1- and 5'ppp- mRNAs. Nucleic Acids Res..

[47] Abbas Y.M., Pichlmair A., Górna M.W., Superti-Furga G., Nagar B. (2013). Structural basis for viral 5'-PPP-RNA recognition by human IFIT proteins. Nature.

[48] Wang J., Tan L., Yu X., Cao X., Jia B., Chen R. (2022). lncRNA ZNRD1-AS1 promotes malignant lung cell proliferation, migration, and angiogenesis *via* the miR-942/TNS1 axis and is positively regulated by the m(6)A reader YTHDC2. Mol. Cancer.

[49] Tan J., Chen F., Wang J., Li J., Ouyang B., Li X. (2024). ALKBH5 promotes the development of lung adenocarcinoma by regulating the polarization of M2 macrophages through CDCA4. Gene.

# Supplementary material for: Downregulation of the m6A reader YTHDC2 upregulates exosome content in lung adenocarcinoma via inhibiting IFIT and OAS family members
**Source:** J Biol Chem. 2024 Sep 18;300(10):107783. doi: 10.1016/j.jbc.2024.107783
**Supplement:** Supplementary Figure

**Figure S1**

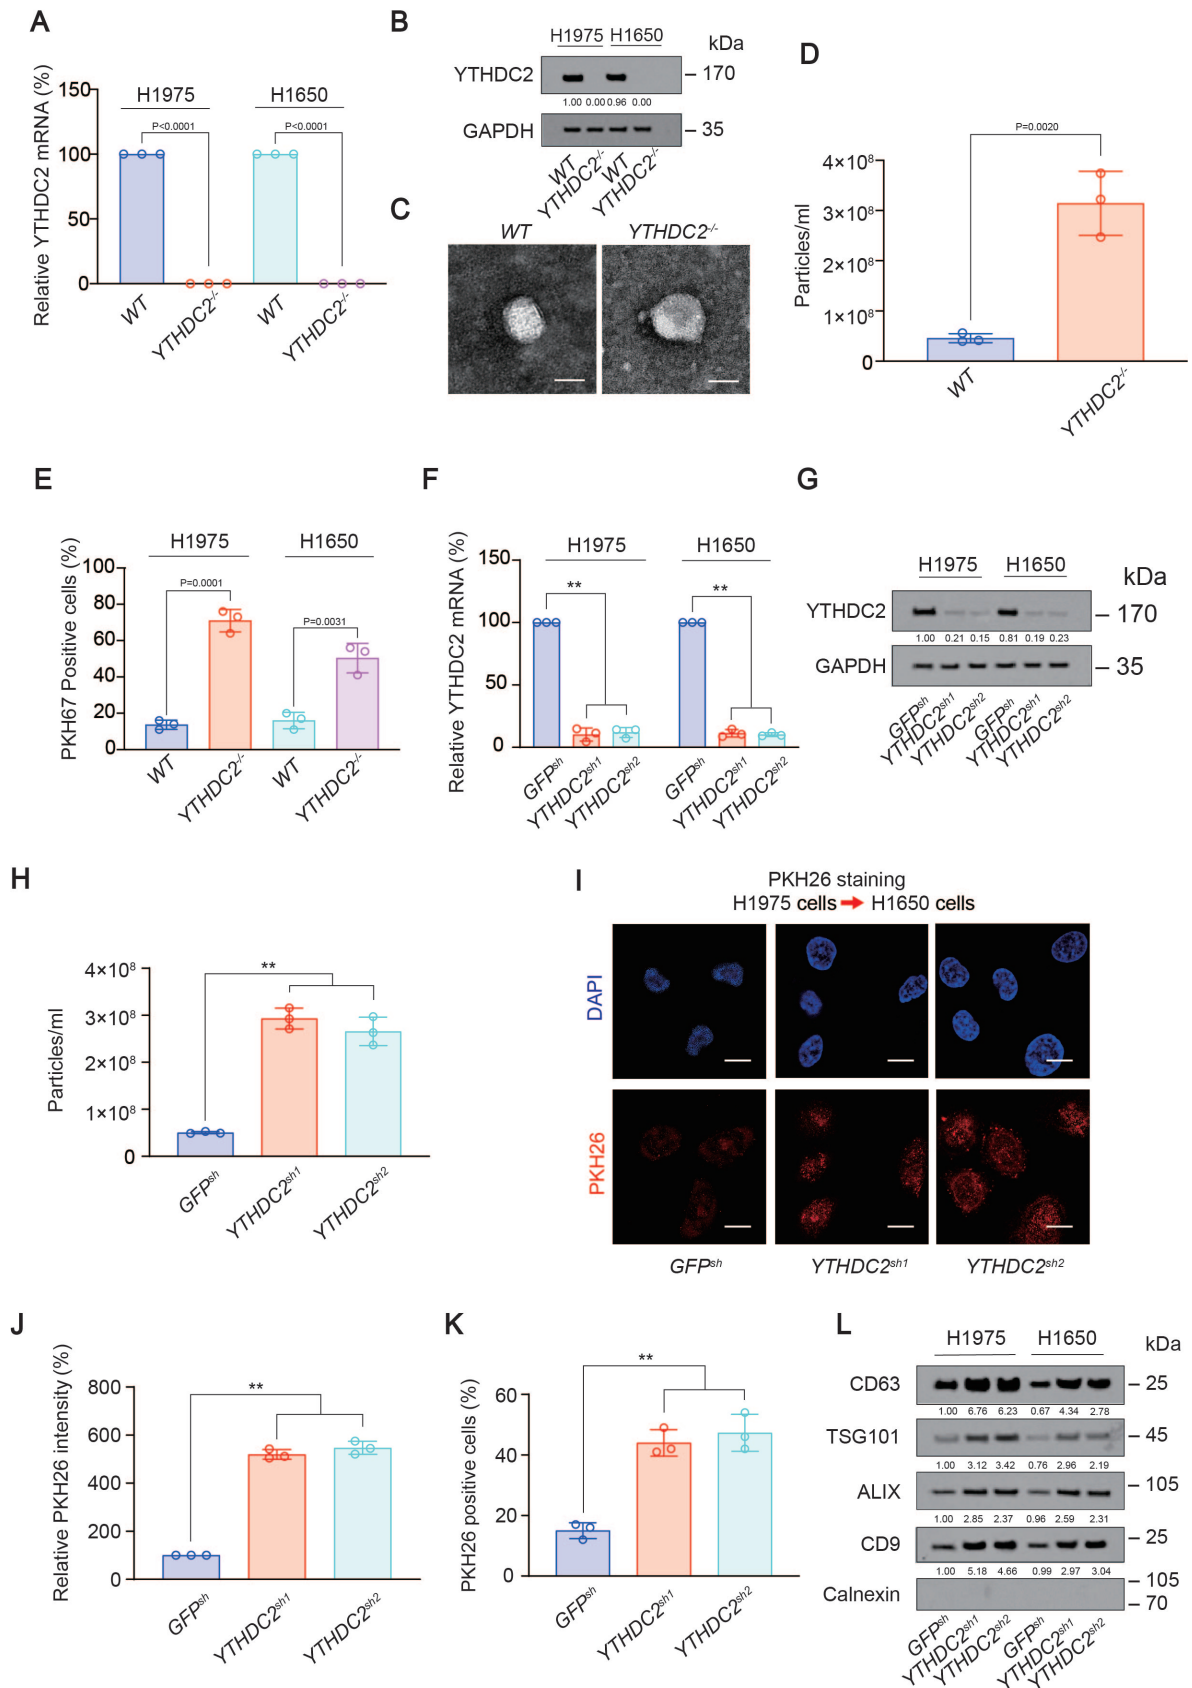

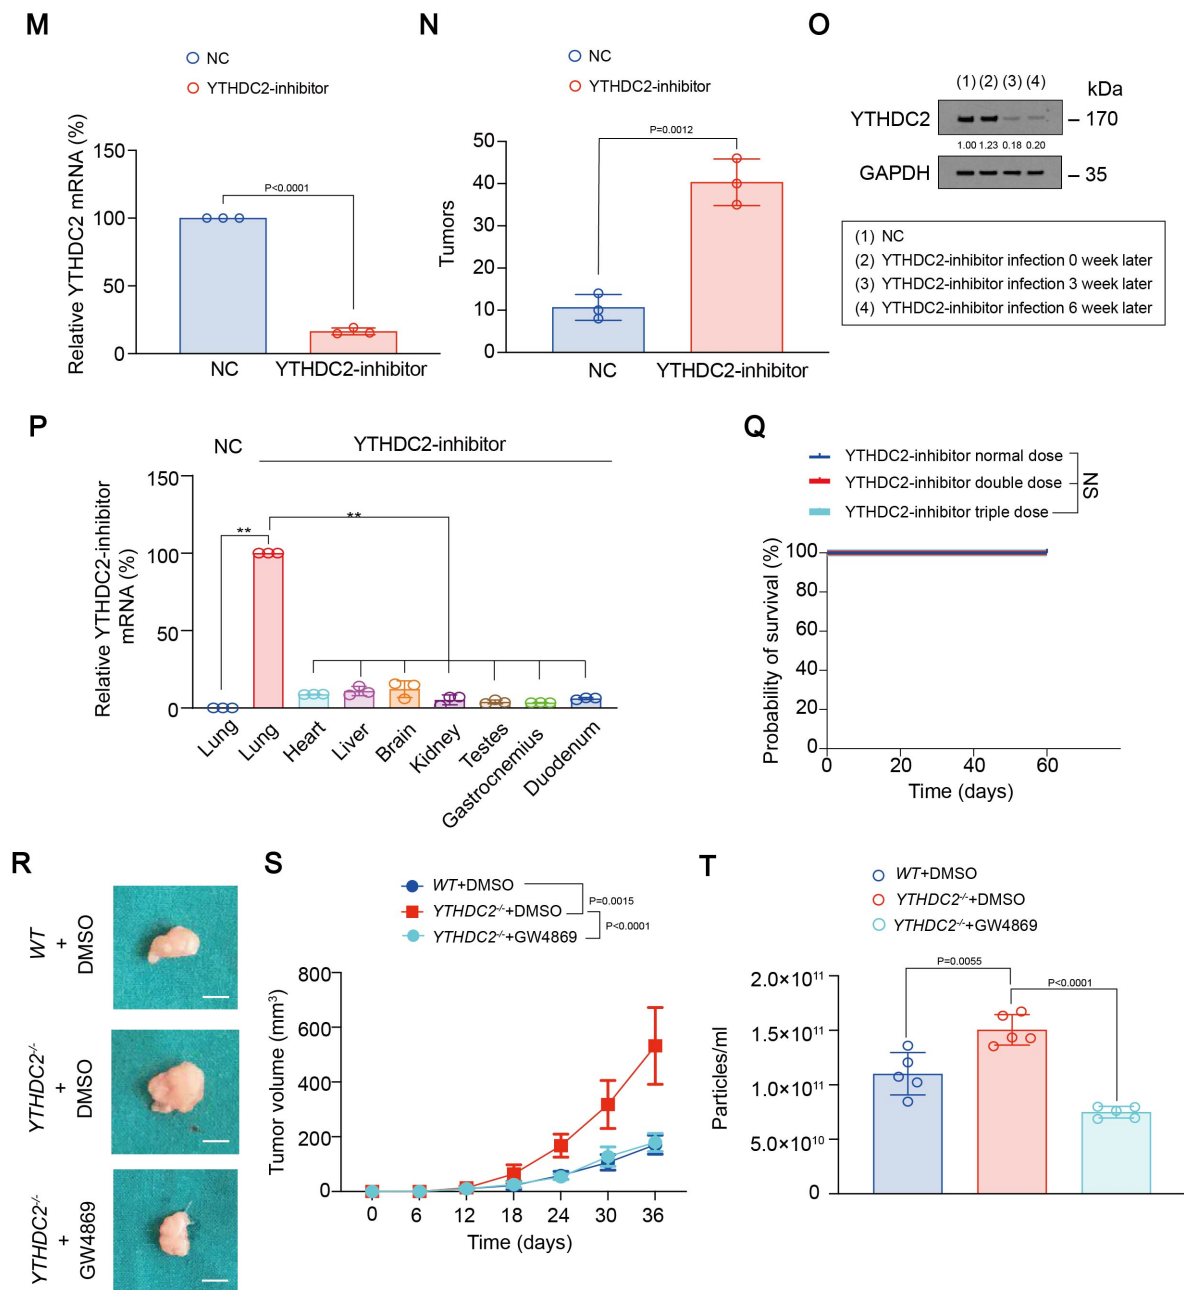

**Figure S1. Supplementary to Figure 1. Knockout of YTHDC2 upregulated exosome concentration.**

(A-B) YTHDC2 mRNA level (A) and protein level (B) was measured in *WT* or *YTHDC2*<sup>-/-</sup> H1975 and H1650 cells. The level of proteins was normalized to that of GAPDH, and the normalized level of proteins in H1975 *WT* cells was arbitrarily set to 1.

(C) Representative TEM images of exosome in *WT* or *YTHDC2*<sup>-/-</sup> H1975 cells. Scale bar, 50 nm.

(D) Particle concentration in *WT* or *YTHDC2*<sup>-/-</sup> H1975 cells.

(E) Percent of PKH67 positive cells in Figure 1C.

(F-H) YTHDC2 mRNA level (F) and protein level (G), and particle concentration (H) in GFP<sup>sh</sup> or YTHDC2<sup>sh</sup> infected H1975 and H1650 cells. The level of proteins was normalized to that of GAPDH, and the normalized level of proteins in GFP<sup>sh</sup> infected H1975 cells was arbitrarily set to 1 (G).

(I-K) Transfer of exosome between GFP<sup>sh</sup> or YTHDC2<sup>sh</sup> infected H1975 and H1650 cells. The exosome from was marked by PKH26 (green) and incubated with H1975 and H1650 cells. Afterward, IF was performed for the detection of exosome. Scale bar, 20  $\mu$ m (I). The relative PKH26 intensity was measured using ImageJ (J). Percent of PKH26 positive cells was also graphed (K).

(L) CD63, TSG101, ALIX, CD9 and Calnexin was measured in exosome extracted from H1975 and H1650 cells. The level of proteins was normalized to that of GAPDH, and the normalized level of proteins in GFP<sup>sh</sup> infected H1975 cells was arbitrarily set to 1. The number of cells in GFP<sup>sh</sup> or YTHDC2<sup>sh</sup> samples was normalized to the same amount.

(M-N) YTHDC2 mRNA level (M) and tumors per lung (N) for the mouse models as described in Figure 1G.

(O) YTHDC2 protein level in H1975 cells injected into the lungs of nude mice at indicated times. The level of YTHDC2 proteins was normalized to that of GAPDH, and the normalized level of YTHDC2 proteins in NC sample was arbitrarily set to 1.

(P) Distribution content of YTHDC2 inhibitor in lung, heart, liver, brain, kidney, testes, gastrocnemius and duodenum as measured by qPCR.

(Q) Survival of mice after treatment with different doses of YTHDC2-inhibitor.

(R-T) Represented images (R), tumor volume (S) and particle concentration (T) for xenograft tumor formed by *WT* or *YTHDC2*<sup>-/-</sup> H1975 cells with or without GW4869 treatment. Scale bar, 5 mm.

The data are shown as the mean  $\pm$  SD from three or five biological replicates.

\*\*P < 0.01 indicates statistical significance. NS, non-significance. Data in Panel

A, D-E, M-N were analyzed by a student's t-test. Data in Panel F, H, J-K, P, T were analyzed by a one-way ANOVA test. Data in Panel Q were analyzed by a log-rank test. Data in Panel S were analyzed by a two-way ANOVA test.

**Figure S2**

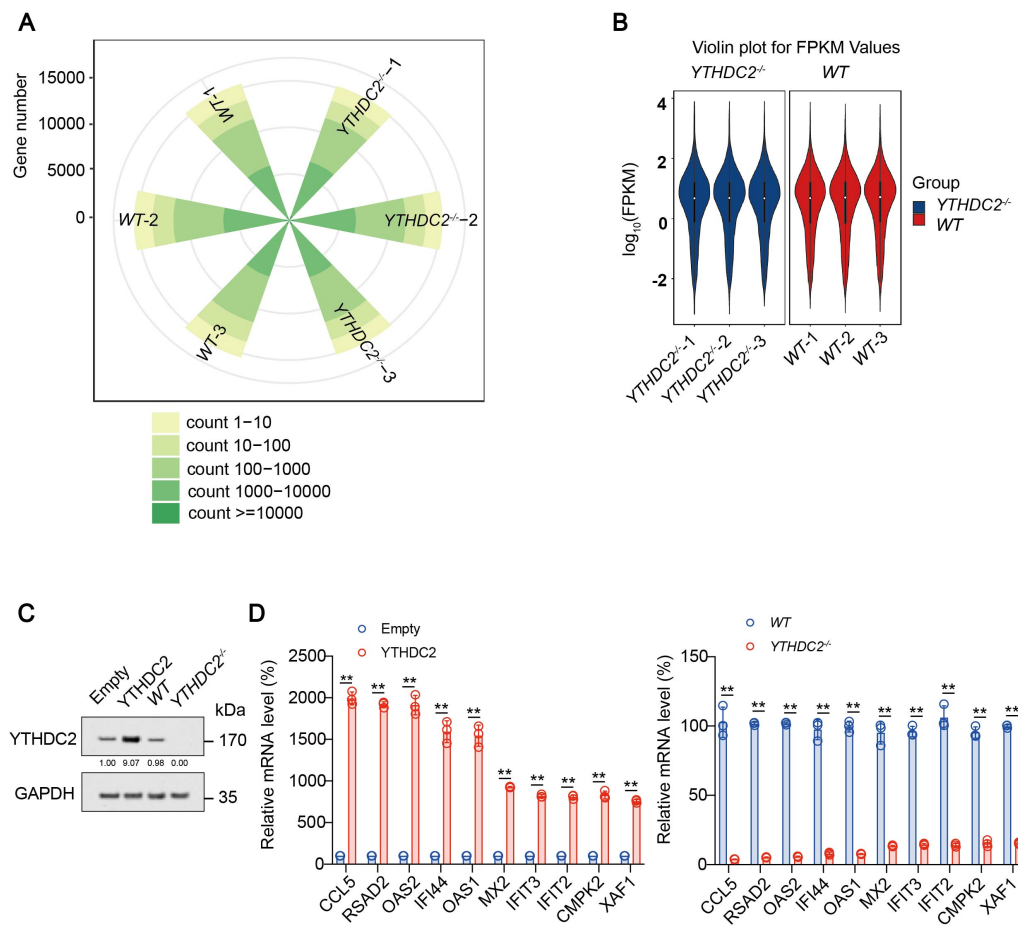

**Figure S2. Supplementary to Figure 2. Identification of YTHDC2 downstream genes.**

(A-B) Gene number (A) and FPKM values (B) for each group in RNA-seq.

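The number of genes above 0 FPKM was 15179, 15244 and 15136 in YTHDC2 knockout replicates 1, 2 and 3 and 15486, 15533 and 15441 in WT replicates 1, 2 and 3. Above 1 FPKM the numbers were 11015, 11084 and 10963 in knockout and 11087, 11158 and 11219 in WT. The median FPKM per library was 3.60, 3.77 and 3.58 in knockout and 3.80, 4.02 and 4.10 in WT. Ribosomal protein genes, which are among the most abundant transcripts, had a median log2 fold change of 0.16 over 24 genes, none of which passed both thresholds in limma, while 19 were higher and 3 lower at an unadjusted p under 0.05. By limma camera with a preset correlation they were higher than other genes (adjusted p = 4.87e-04), and the adjusted p was 0.557 with an estimated correlation. Under quantile normalization the direction of the ribosomal protein list was the opposite (camera adjusted p = 0.852). The knockout libraries were deeper than the WT libraries, by 12.8% on average.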

(C) YTHDC2 overexpression and knockout validated by IB.

(D) Top ten YTHDC2 knockout downregulated mRNAs were validated by qPCR in YTHDC2 overexpressed or knockout H1975 cells.

The data are shown as the mean  $\pm$  SD from three biological replicates. \*\*P < 0.01 indicates statistical significance. Data in Panel D were analyzed by a student's t-test.

**Figure S3**

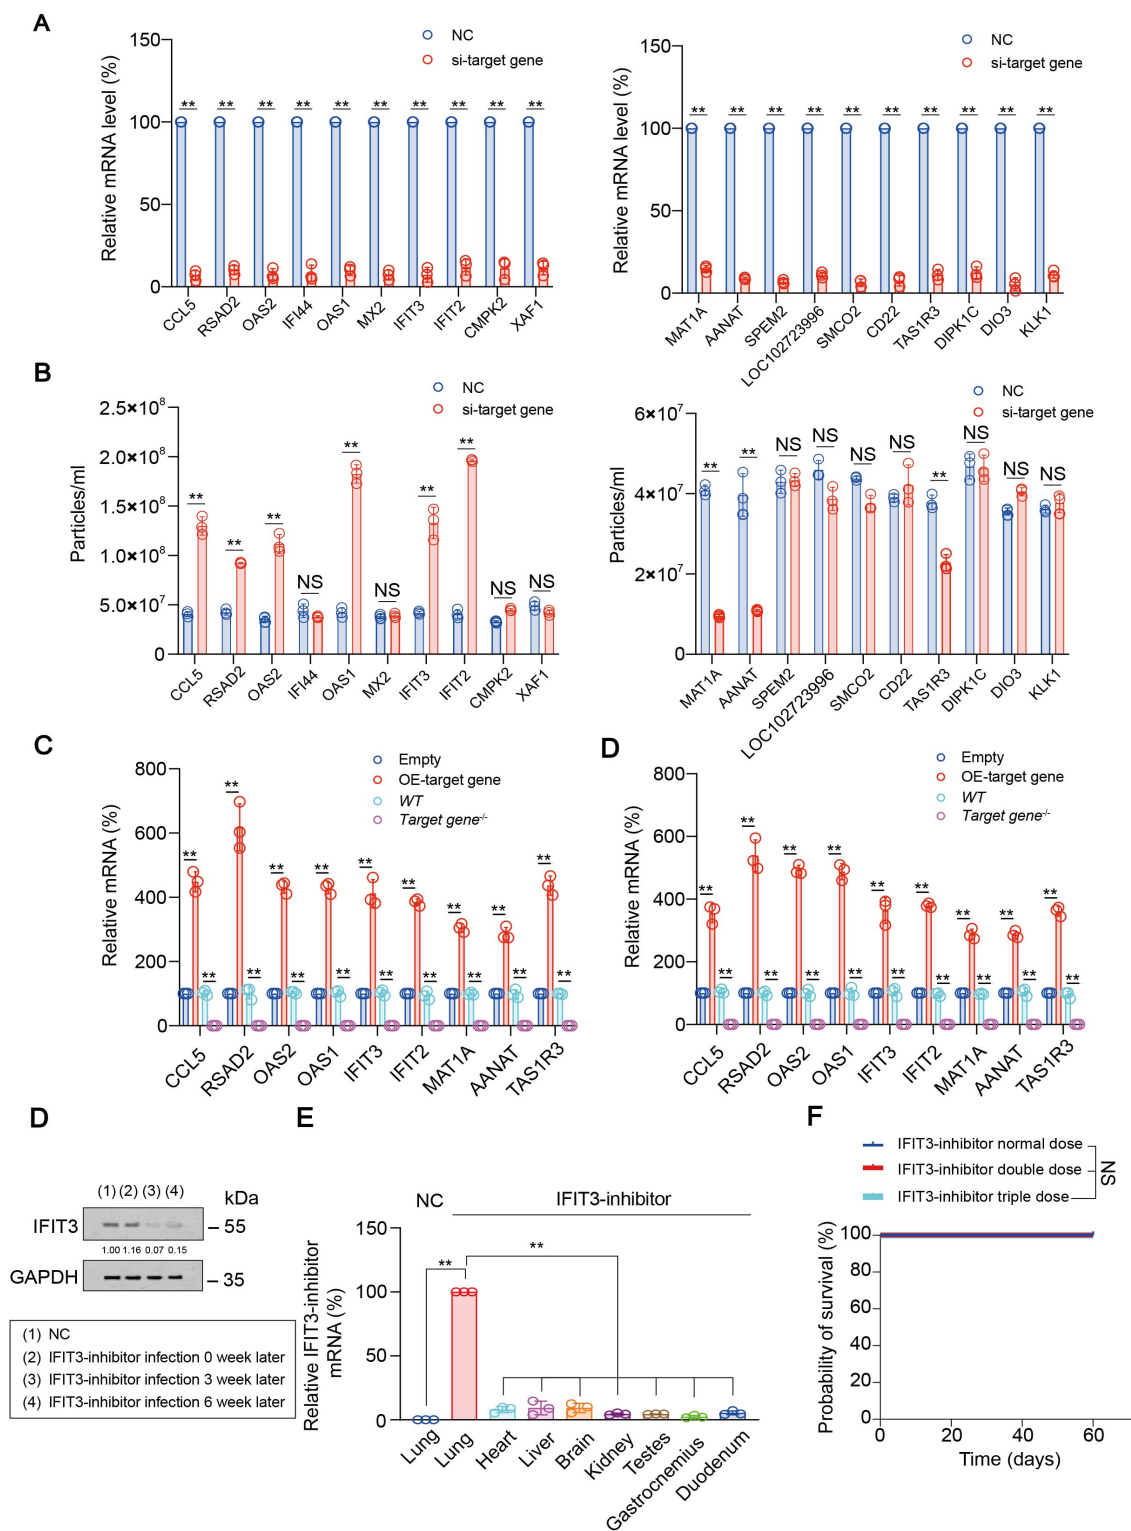

**Figure S3. Supplementary to Figure 3. YTHDC2 downstream target genes could affect exosome concentration.**

(A-B) Indicated mRNA levels measured with their siRNA treated (A). Particle concentration was also analyzed (B).

(C) Indicated mRNA levels measured with them overexpressed or knocked out.

(D) IFIT3 protein level in H1975 cells injected into the lungs of nude mice at indicated times. The level of IFIT3 proteins was normalized to that of GAPDH, and the normalized level of IFIT3 proteins in NC sample was arbitrarily set to 1.

(E) Distribution content of IFIT3 inhibitor in lung, heart, liver, brain, kidney, testes, gastrocnemius and duodenum as measured by qPCR.

(F) Survival of mice after treatment with different doses of IFIT3-inhibitor.

The data are shown as the mean  $\pm$  SD from three biological replicates. \*\*P < 0.01 indicates statistical significance. NS, non-significance. Data in Panel A-C were analyzed by a student's t-test. Data in Panel E were analyzed by a one-way ANOVA test. Data in Panel F were analyzed by a log-rank test.

**Figure S4**

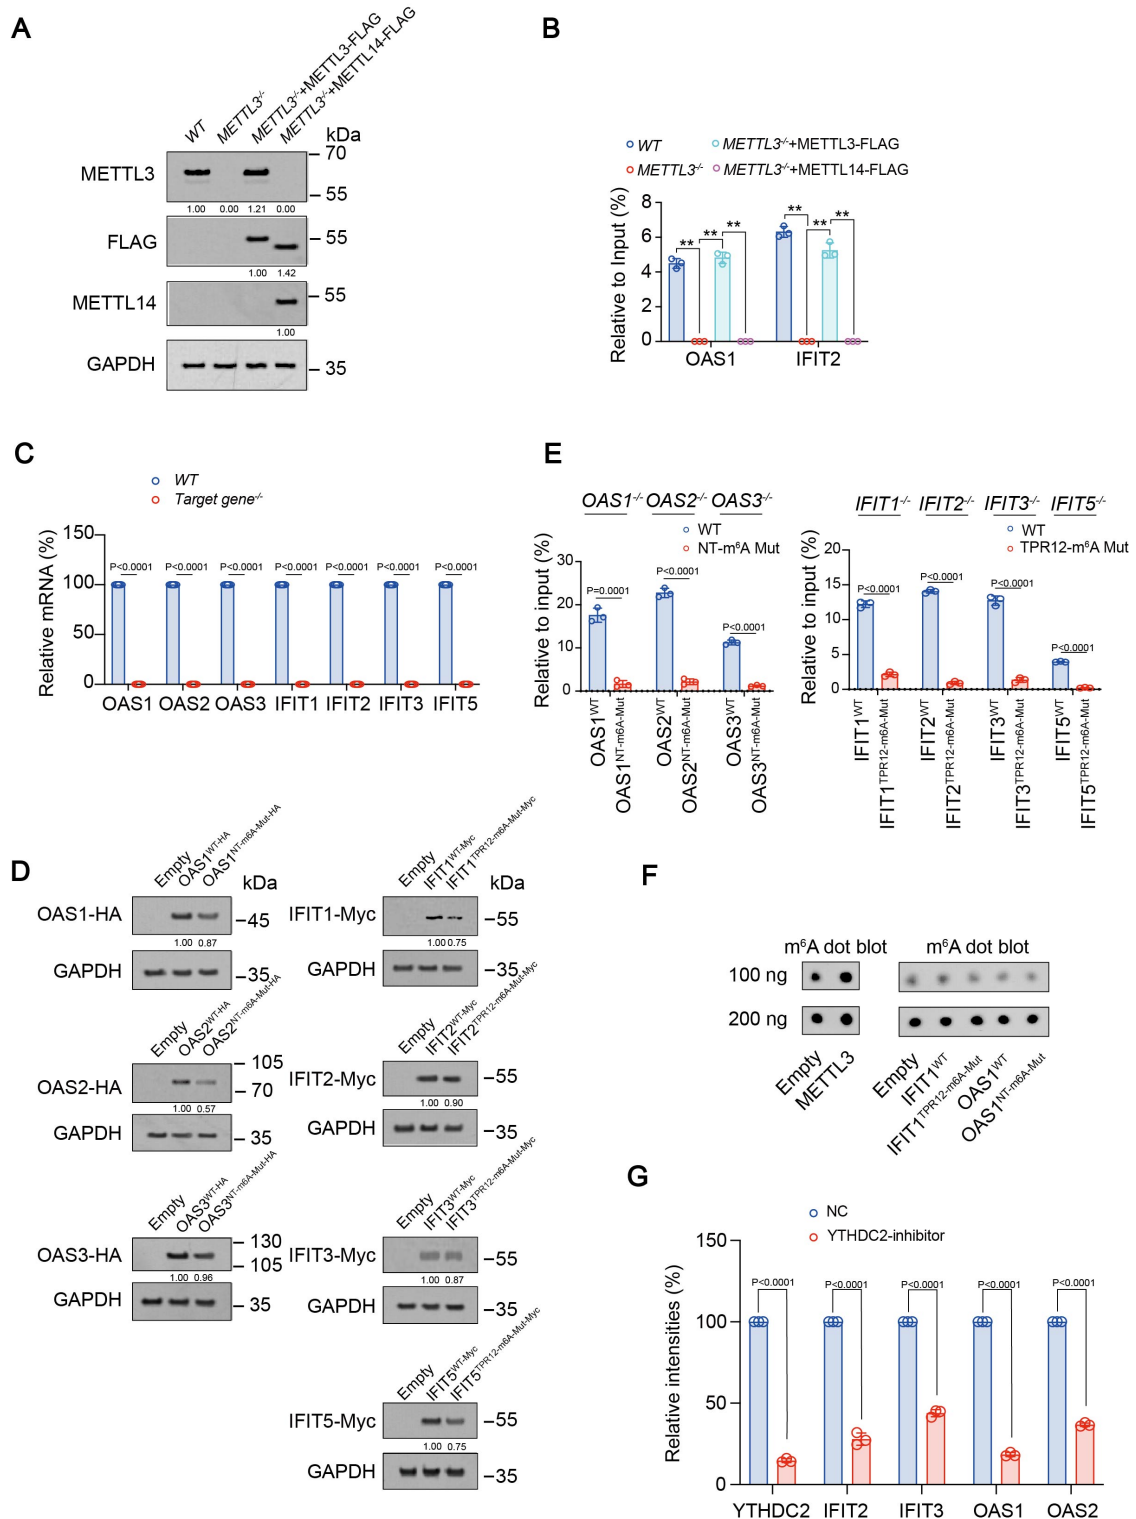

**Figure S4. Supplementary to Figure 4. OAS and IFIT mRNAs were m<sup>6</sup>A modified.**

(A-B) METTL3 and METTL14 expression measured by IB in *WT* or *METTL3*<sup>-/-</sup>

H1975 cells with or without METTL3/METTL14 FLAG overexpression (A). RNA-IP assay of RNA pulled down by anti-m<sup>6</sup>A in these groups. OAS1 and IFIT2 mRNA levels in the pulled down products were verified by RT-qPCR (B).

(C) Indicated OAS and IFIT mRNA levels measured with them knocked out.

(D) OAS and IFIT protein expressions were measured by IB in H1975 cells with or without WT or m<sup>6</sup>A-mut protein overexpression.

(E) RNA-IP assay of RNA pulled down by anti-m<sup>6</sup>A in OAS or IFIT reconstituted H1975 cells. NT-m<sup>6</sup>A mut indicated m<sup>6</sup>A modification sites in OAS NT domain as shown in Figure 4B was mutated. TPR12-m<sup>6</sup>A mut indicated m<sup>6</sup>A modification sites in IFIT TPR12 domain as shown in Figure 4B was mutated. OAS and IFIT mRNA levels in the pulled down products were also verified by RT-qPCR.

(F) The m<sup>6</sup>A level was analyzed by m<sup>6</sup>A dot blot in H1975 cells with indicated plasmids overexpressed.

(G) IF intensities as measured by imageJ for Figure 4F.

The data are shown as the mean  $\pm$  SD from three biological replicates. \*\*P < 0.01 indicates statistical significance. NS, non-significance. Data in Panel B were analyzed by a one-way ANOVA test. Data in Panel C, E, G were analyzed by a student's t-test.

**Figure S5**

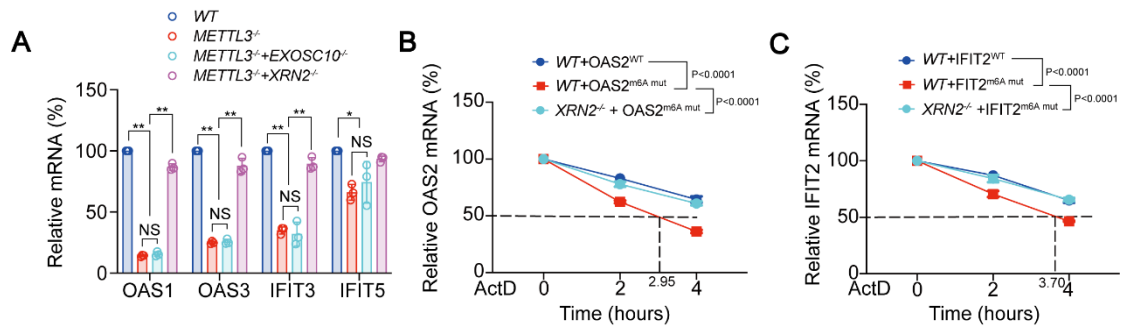

**Figure S5. Supplementary to Figure 5. XRN2 was responsible for the stability of OAS and IFIT mRNAs.**

(A) OAS1, OAS3, IFIT3 and IFIT5 mRNA levels were measured in *WT* or *METTL3*<sup>-/-</sup> H1650 cells with or without EXOSC10 or XRN2 knockout.

(B-C) OAS2 (B) and IFIT2 (C) mRNA stability was analyzed in H1650 cells with OAS2/IFIT2 WT or OAS2/IFIT2 m<sup>6</sup>A mut overexpression with or without XRN2 knockout at indicated time after ActD treatment.

The data are shown as the mean  $\pm$  SD from three biological replicates. \**P* < 0.05, \*\**P* < 0.01 indicates statistical significance. NS, non-significance. Data in Panel A were analyzed by a one-way ANOVA test. Data in Panel B-C were analyzed by a two-way ANOVA test.

**Figure S6**

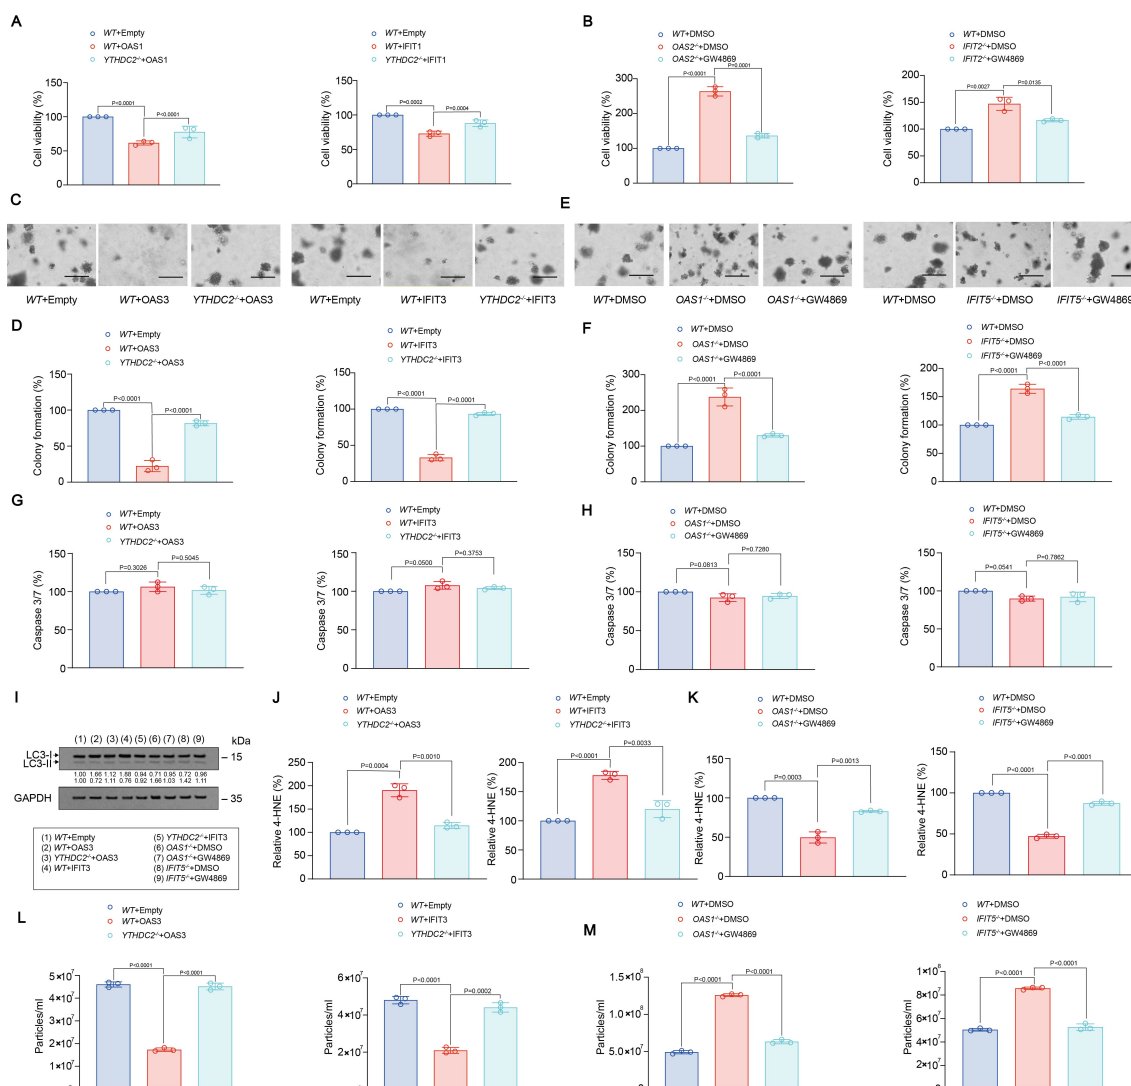

**Figure S6. OAS and IFIT promoted malignant phenotype in LUAD cells.**

(A) Cell viability was measured in control or OAS1/IFIT1 overexpressed H1975 cells with or without YTHDC2 knockout.

(B) Cell viability was measured in *WT* or *OAS2*<sup>-/-</sup>/*IFIT2*<sup>-/-</sup> cells with or without GW4869 treatment.

(C-D) Representative images (C) and statistical results (D) for soft agar colony formation assay in control or OAS3/IFIT3 overexpressed H1975 cells with or without YTHDC2 knockout. Scale bar, 100 μm.

(E-F) Representative images (E) and statistical results (F) for soft agar colony formation assay in *WT* or *OAS1*<sup>-/-</sup>/*IFIT5*<sup>-/-</sup> cells with or without GW4869 treatment. Scale bar, 100 μm.

(G) Caspase 3/7 activity was measured in control or OAS3/IFIT3

overexpressed H1975 cells with or without YTHDC2 knockout.

(H) Caspase 3/7 activity was measured in *WT* or *OAS1<sup>-/-</sup>/IFIT5<sup>-/-</sup>* cells with or without GW4869 treatment.

(I) LC3 level was measured in control, OAS3/IFIT3 overexpressed H1975 cells with or without YTHDC2 knockout, or *OAS1<sup>-/-</sup>/IFIT5<sup>-/-</sup>* H1975 cells with or without GW4869 treatment. The level of proteins was normalized to that of GAPDH, and the normalized level of proteins in control sample was arbitrarily set to 1.

(J) 4-HNE level was measured in control or OAS3/IFIT3 overexpressed H1975 cells with or without YTHDC2 knockout.

(K) 4-HNE level was measured in *WT* or *OAS1<sup>-/-</sup>/IFIT5<sup>-/-</sup>* cells with or without GW4869 treatment.

(L) Particle concentration was measured in control or OAS3/IFIT3 overexpressed H1975 cells with or without YTHDC2 knockout.

(M) Particle concentration was measured in *WT* or *OAS1<sup>-/-</sup>/IFIT5<sup>-/-</sup>* cells with or without GW4869 treatment.

The data are shown as the mean  $\pm$  SD from three biological replicates. Data in Panel A, B, D, F-H, J-M were analyzed by a one-way ANOVA test.

**Figure S7**

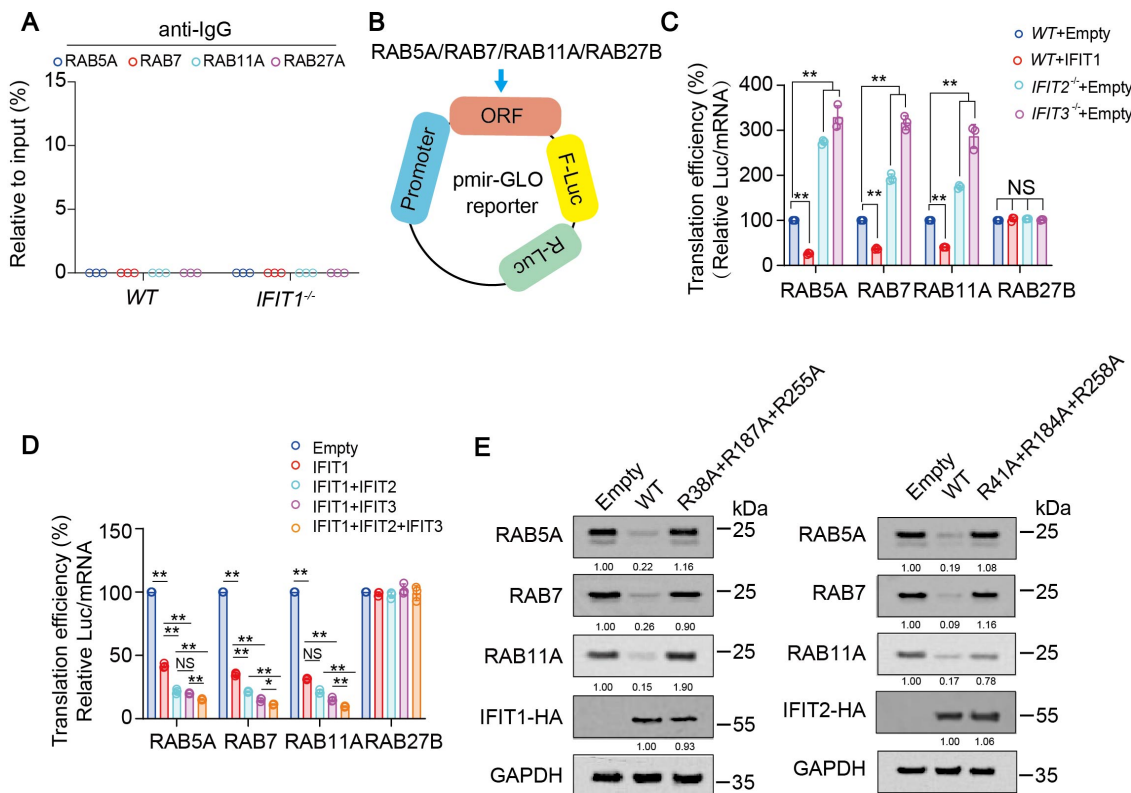

**Figure S7. Supplementary to Figure 6. Mechanism that how IFIT triggered the degradation of target genes**

(A) Parallel IgG control for Figure 6D.

(B) Schematic generation strategy for the pmir-Glo luciferase reporters containing RAB5A/RAB7/RAB11A/RAB27B CDS region.

(C) RAB5A, RAB7, RAB11A and RAB27B translation efficiency measured in H1975 cells with or without IFIT1 overexpression or IFIT2/IFIT3 knockout.

(D) RAB5A, RAB7, RAB11A and RAB27B translation efficiency measured in H1975 cells with or without IFIT1 overexpression combined with IFIT2 or IFIT3 overexpression.

(E) RAB5A, RAB7 and RAB11A expression measured by IB in H1975 cells with or without WT or indicated sites mutated IFIT1/IFIT2 overexpressed.

The data are shown as the mean  $\pm$  SD from three biological replicates. \*P < 0.05, \*\*P < 0.01 indicates statistical significance. NS, non-significance. Data in Panel C, D were analyzed by a one-way ANOVA test.

**Figure S8**

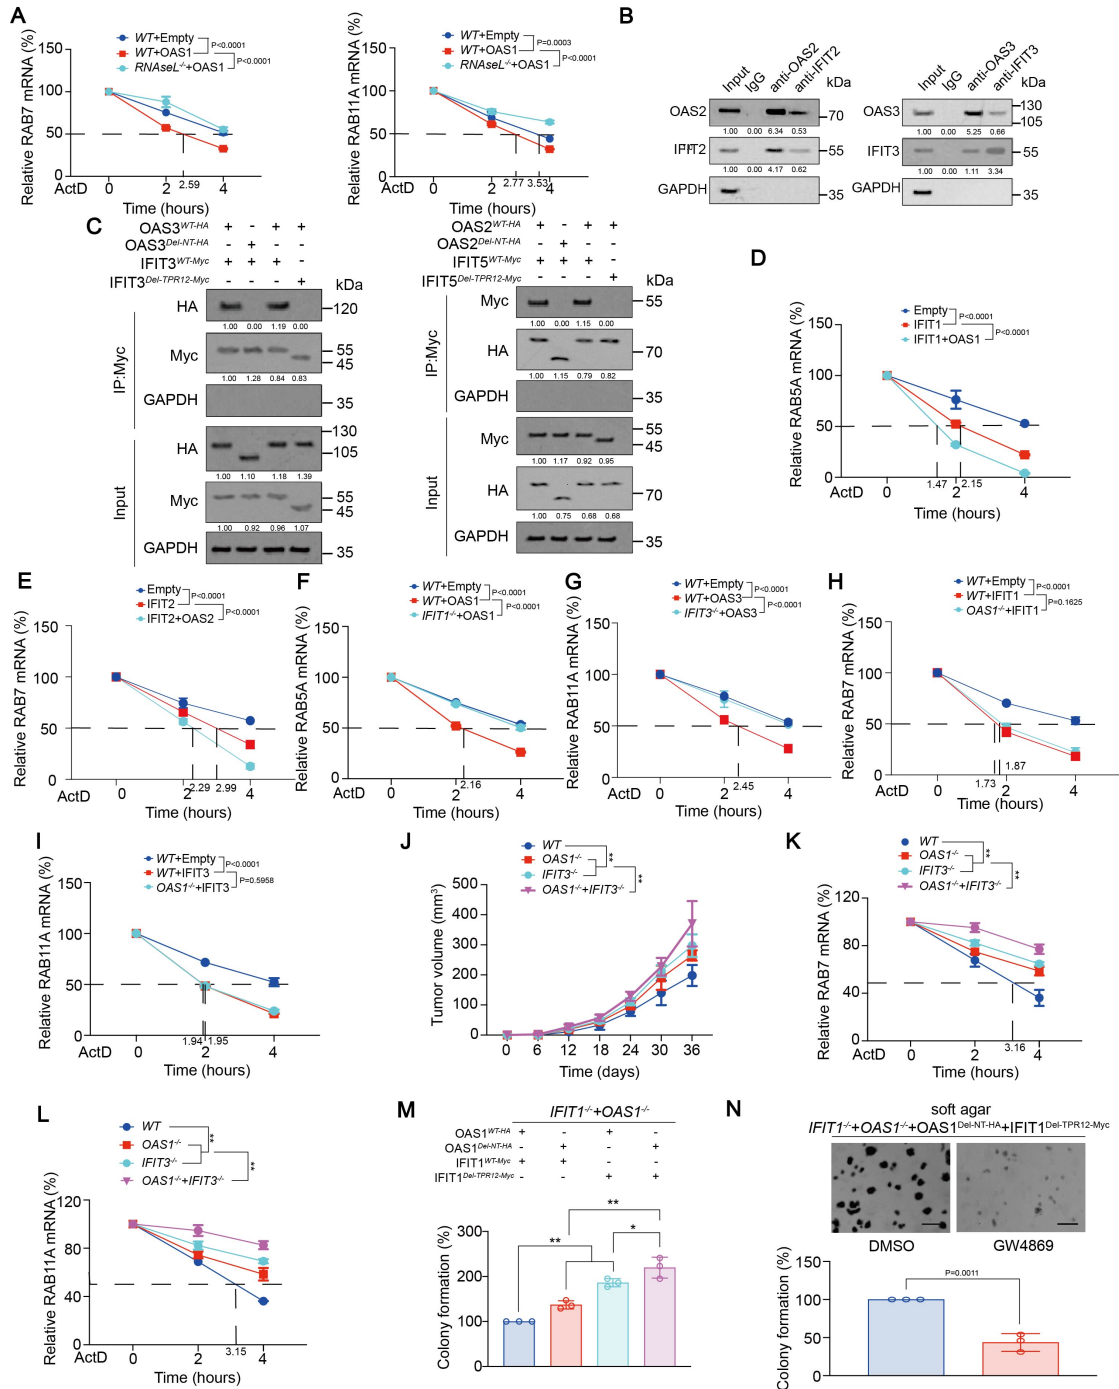

**Figure S8. Supplementary to Figure 7. IFIT and OAS synergistically inhibited RAB5A, RAB7 and RAB11A.**

(A) RAB7 and RAB11A mRNA stability was analyzed in control or OAS1 overexpression H1975 cells with or without RNaseL knockout at indicated time after ActD treatment.

(B) Co-IP experiments were performed using anti-OAS2/anti-IFIT2 or anti-

OAS3/anti-IFIT3 antibodies in H1975 cells. IgG-immunoprecipitated used samples were analyzed in parallel. Co-immunoprecipitated proteins were measured. The level of proteins in Input sample was arbitrarily set to 1.

(C) Co-IP experiments were performed using anti-Myc antibodies in H1975 cells with or without indicated WT or mutant OAS/IFIT overexpression. The level of proteins in OAS2/3<sup>WT-HA</sup> and IFIT3/5<sup>WT-Myc</sup> overexpression sample was arbitrarily set to 1.

(D-I) RAB5A, RAB7 or RAB11A mRNA stability was analyzed in H1975 cells with or without indicated plasmids overexpression or knockout at indicated time after ActD treatment.

(J-L) Tumor volume (J), RAB7 (K) and RAB11A (L) stability for xenograft tumor formed by *WT*, *OAS1*<sup>-/-</sup>, *IFIT3*<sup>-/-</sup>, *OAS1*<sup>-/-</sup>+*IFIT3*<sup>-/-</sup> H1975 cells.

(M) Statistical results for Figure 7J.

(N) Soft agar colony formation assay in IFIT1 and OAS1 reconstituted H1650 cells with OAS1<sup>WT-HA</sup>, OAS1<sup>Del-NT-HA</sup>, IFIT1<sup>WT-Myc</sup> or IFIT1<sup>Del-TPR12-Myc</sup> overexpression treated with or without GW4869. Scale bar, 100  $\mu$ m.

The data are shown as the mean  $\pm$  SD from three biological replicates. \*P < 0.05, \*\*P < 0.01 indicates statistical significance. Data in Panel A, D-L were analyzed by a two-way ANOVA test. Data in Panel M were analyzed by a one-way ANOVA test. Data in Panel N were analyzed by a student's t test.

**Figure S9**

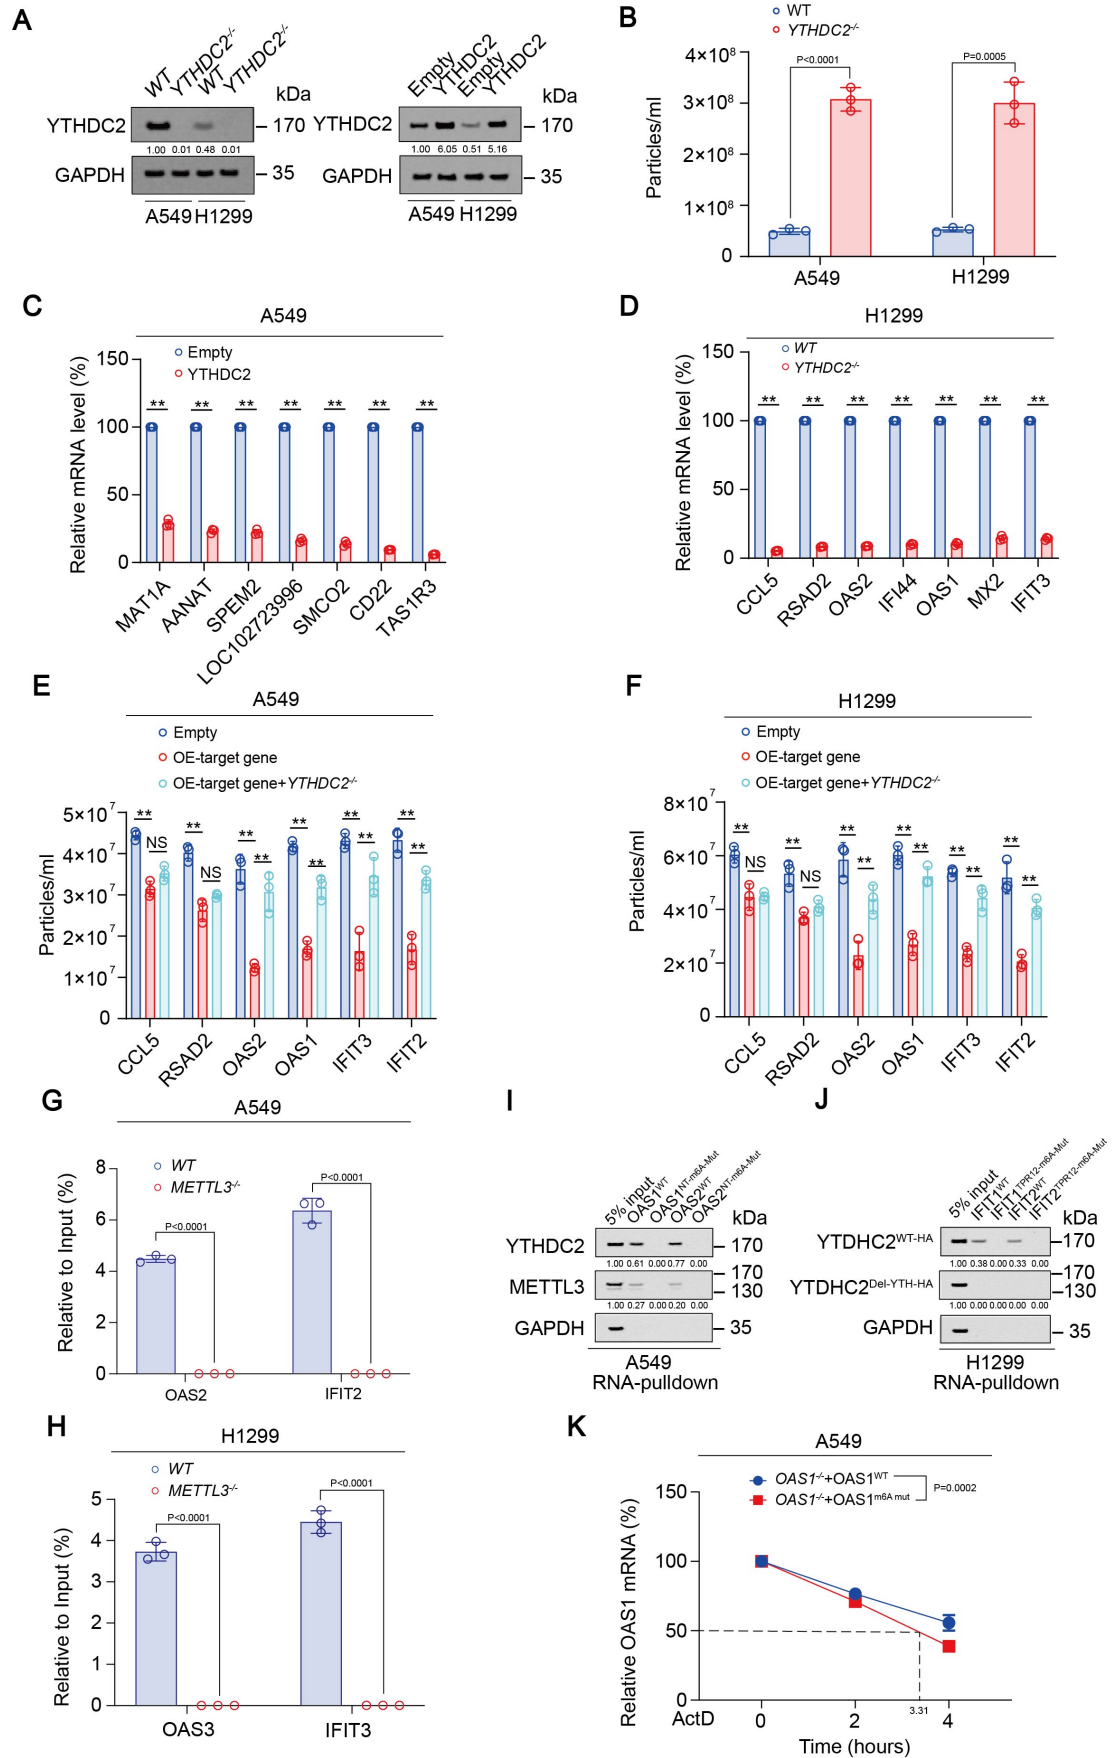

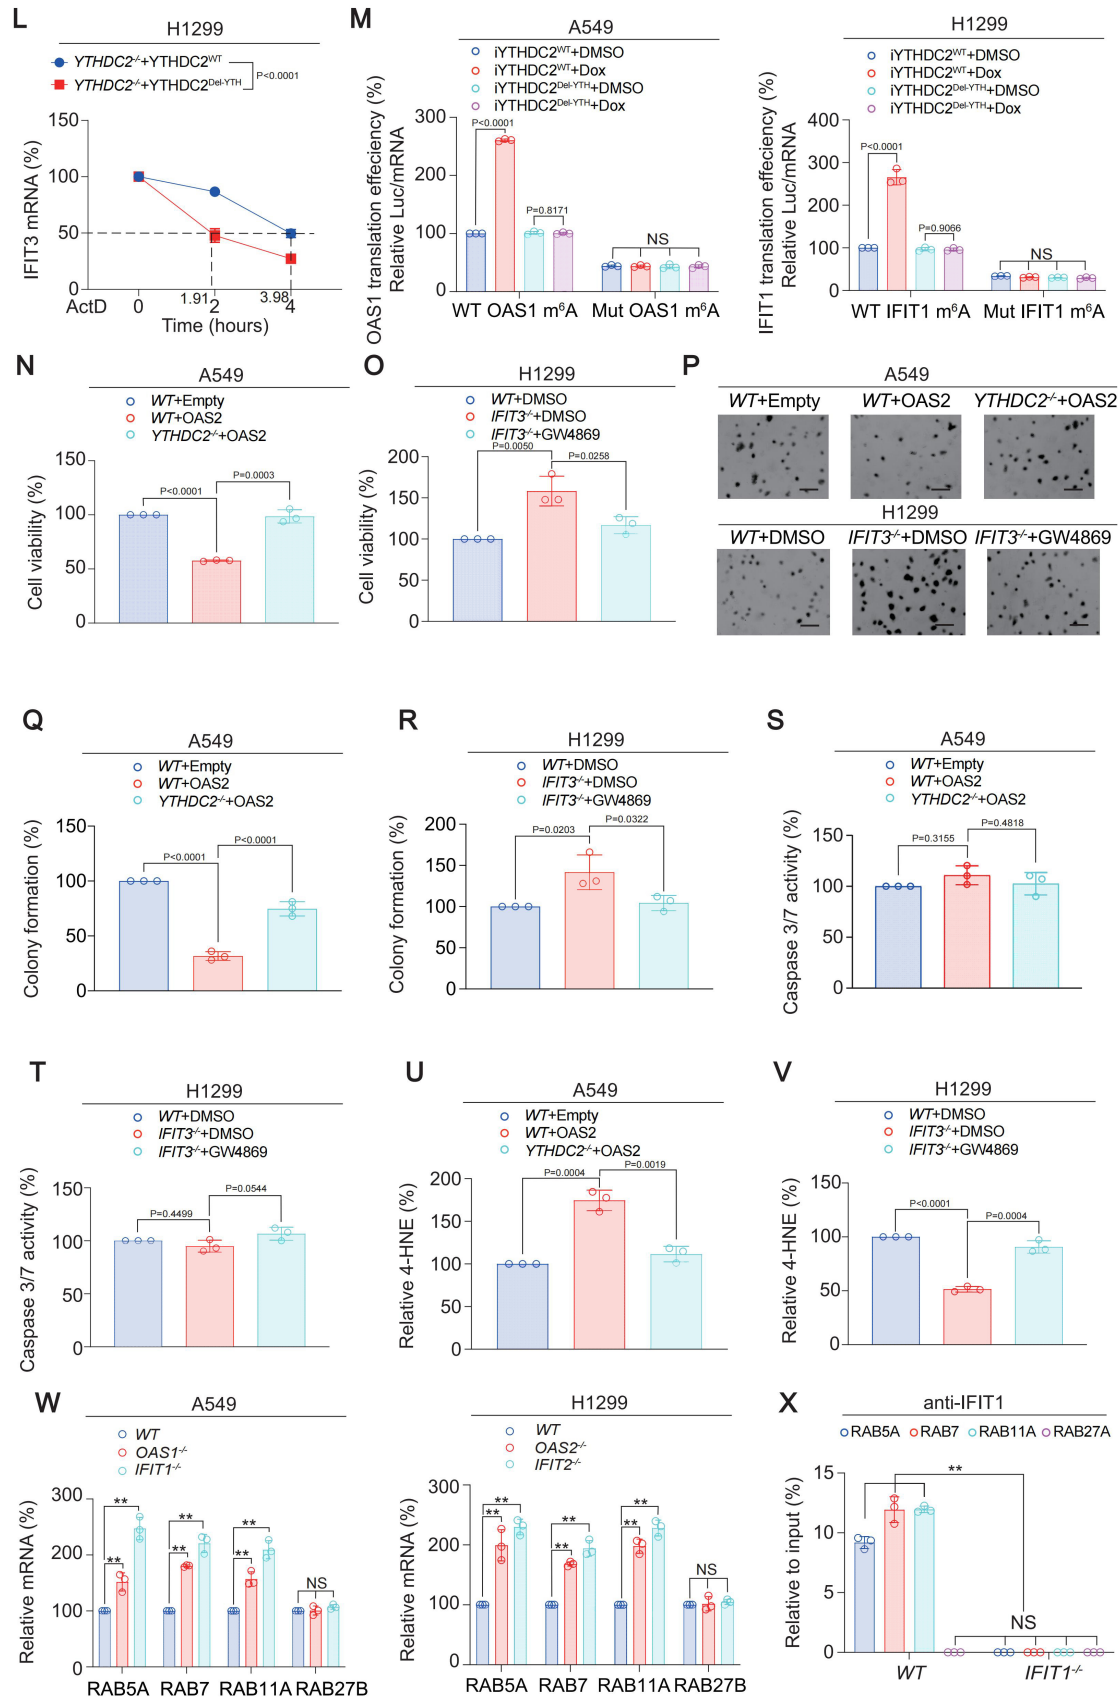

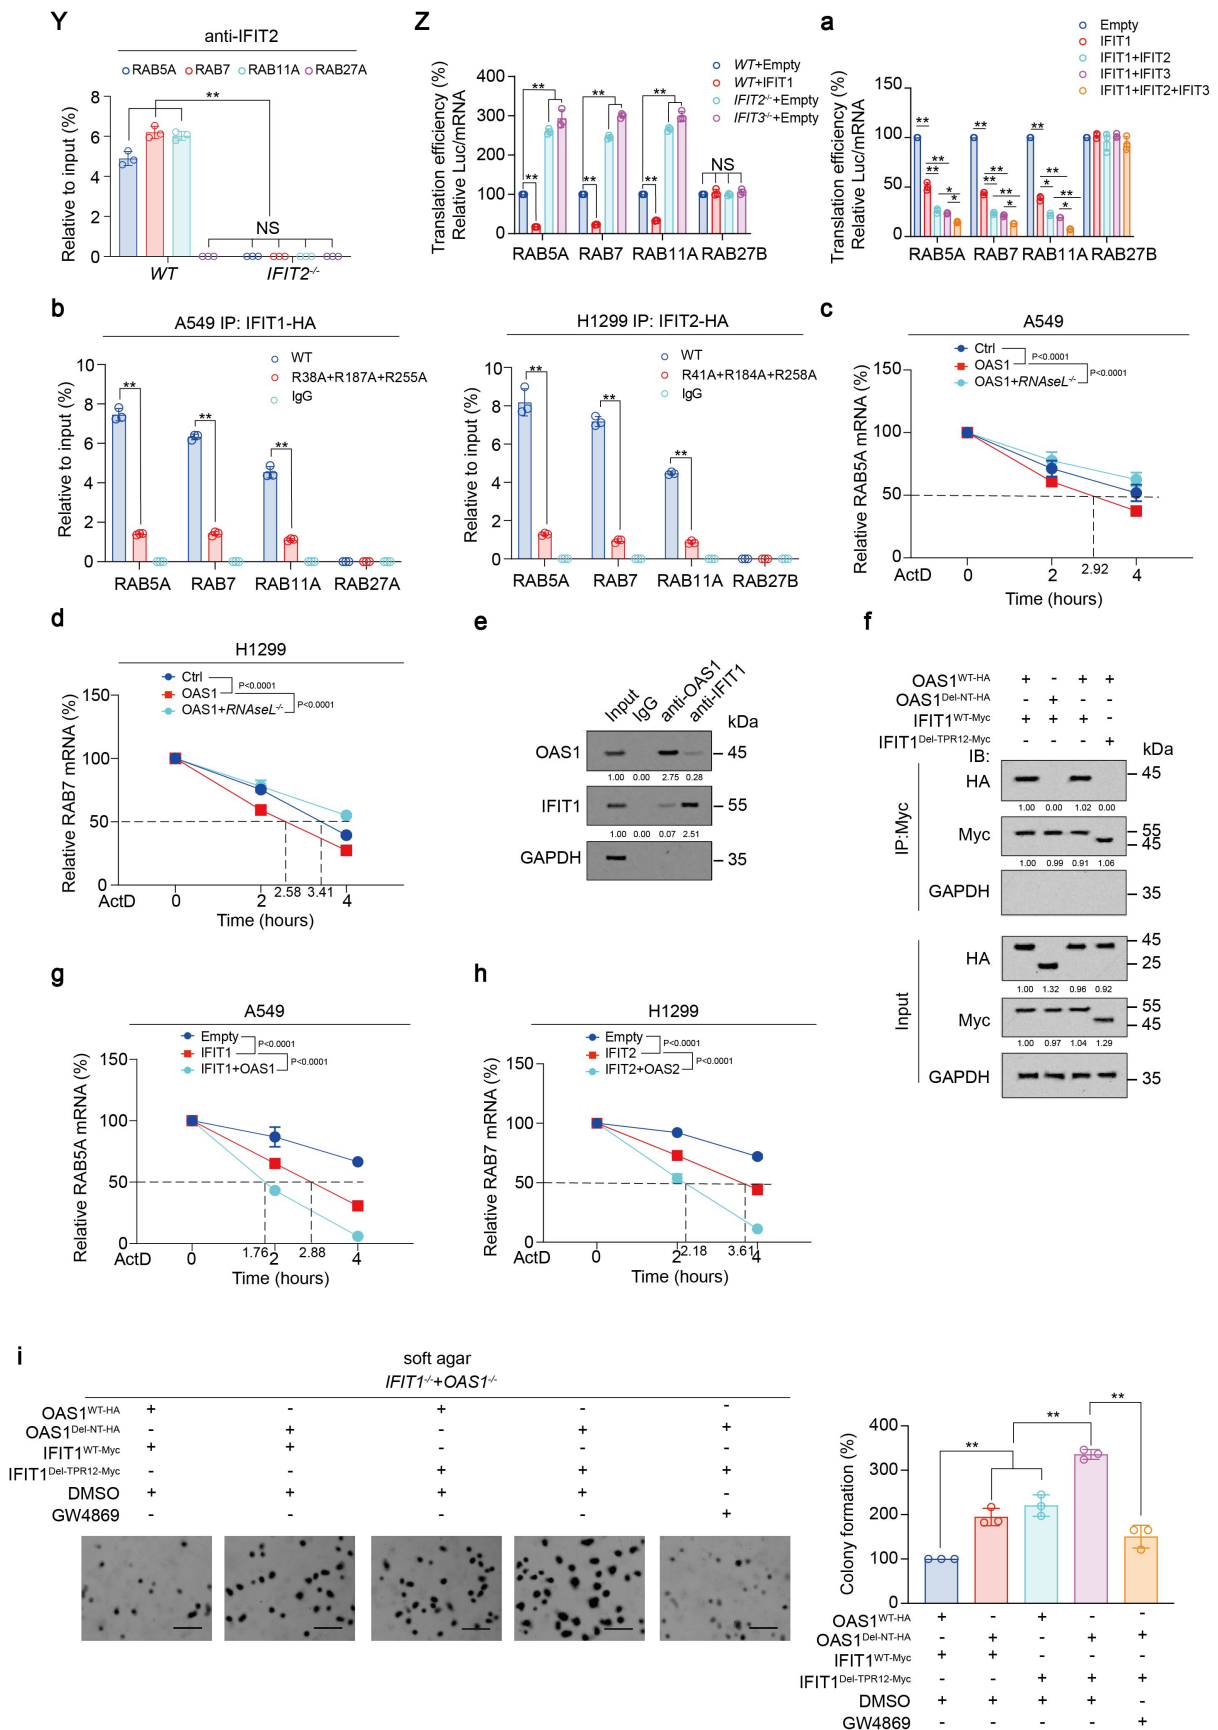

**Figure S9. Mechanism validated in A549 and H1299 cells.**

(A) YTHDC2 protein level in YTHDC2 overexpression or knockout A549 and H1299 cells as measured by IB. The level of proteins was normalized to that

of GAPDH, and the normalized level of proteins in control group was arbitrarily set to 1.

(B) Particle concentration in *WT* or *YTHDC2*<sup>-/-</sup> A549 and H1299 cells.

(C-D) mRNA level of indicated genes in A549 cells with YTHDC2 overexpression (C) or in H1299 cells with YTHDC2 knockout (D).

(E-F) Particle concentration was measured in A549 (E) or H1299 (F) cells with target gene overexpression with or without YTHDC2 knockout.

(G-H) RNA-IP assay of RNA pulled down by anti-m<sup>6</sup>A in *WT* or *METTL3*<sup>-/-</sup> groups. OAS2 and IFIT2 mRNA levels in the A549 pulled down products (G) and OAS3 and IFIT3 mRNA levels in the H1299 pulled down products (H) were verified by RT-qPCR.

(I-J) RNA pull-down experiments in A549 (I) or H1299 (J) cells using *WT* or m<sup>6</sup>A mutant OAS1/2 (I) or IFIT1/2 (J) probes, as indicated, and the interaction of YTHDC2 and METTL3 was revealed by IB. The level of proteins in 5% input sample was arbitrarily set to 1.

(K) OAS1 mRNA stability was analyzed in *OAS1*<sup>-/-</sup> A549 cells with OAS1 *WT* or OAS1 m<sup>6</sup>A mut overexpression at indicated time after ActD treatment.

(L) IFIT3 mRNA stability was analyzed in *YTHDC2*<sup>-/-</sup> H1299 cells with *YTHDC2*<sup>WT</sup> or *YTHDC2*<sup>Del-YTH</sup> overexpression at indicated time after ActD treatment.

(M) Luciferase activities from the pmir-Glo vector containing *WT* or m<sup>6</sup>A site mutant OAS1 or IFIT1 CDS region were measured in A549 or H1299 cells with or without Dox-inducible *YTHDC2*<sup>WT</sup> or *YTHDC2*<sup>Del-YTH</sup> overexpression with or without Dox treatment. Translation efficiency was calculated as the ratio of luciferase activity to mRNA content.

(N) Cell viability was measured in control or OAS2 overexpressed A549 cells with or without YTHDC2 knockout.

(O) Cell viability was measured in *WT* or *IFIT3*<sup>-/-</sup> H1299 cells with or without GW4869 treatment.

(P) Representative images for soft agar colony formation assay in control or OAS2 overexpressed A549 cells with or without YTHDC2 knockout, or in *WT* or *IFIT3*<sup>-/-</sup> H1299 cells with or without GW4869 treatment. Scale bar, 100  $\mu$ m.

(Q-R) Statistical results for Panel P.

(S) Caspase 3/7 activity was measured in control or OAS2 overexpressed A549 cells with or without YTHDC2 knockout.

(T) Caspase 3/7 activity was measured in *WT* or *IFIT3*<sup>-/-</sup> H1299 cells with or without GW4869 treatment.

(U) 4-HNE level was measured in control or OAS2 overexpressed A549 cells with or without YTHDC2 knockout.

(V) 4-HNE level was measured in *WT* or *IFIT3*<sup>-/-</sup> H1299 cells with or without GW4869 treatment.

(W) RAB5A, RAB7, RAB11A and RAB27B mRNA level in A549 cells with or without OAS1 or IFIT1 knockout or H1299 cells with or without OAS2 or IFIT2 knockout.

(X-Y) RNA-IP assay of RNA pulled down by anti-IFIT1 (X) or anti-IFIT2 (Y) in A549 cells with or without IFIT1 or IFIT2 knockout. RAB5A, RAB7, RAB11A and RAB27A mRNA levels in the pulled down products were also verified by RT-qPCR.

(Z) RAB5A, RAB7, RAB11A and RAB27B translation efficiency measured in A549 cells with or without IFIT1 overexpression or IFIT2/IFIT3 knockout.

(a) RAB5A, RAB7, RAB11A and RAB27B translation efficiency measured in A549 cells with or without IFIT1 overexpression combined with IFIT2 or IFIT3 overexpression.

(b) RNA-IP assay of RNA pulled down by HA-tagged IFIT1 or IFIT2 (I) with indicated site mutated in A549 or H1299 cells. RAB5A, RAB7, RAB11A, RAB27A or RAB27B mRNA levels in the pulled down products were also verified by RT-qPCR.

(c-d) RAB5A (c) and RAB7 (d) mRNA stability was analyzed in A549 (c) or

H1299 (d) cells with OAS1 overexpression with or without RNaseL knockout at indicated time after ActD treatment.

(e) Co-IP experiments were performed using anti-OAS1 or anti-IFIT1 antibodies in A549 cells. IgG-immunoprecipitated used samples were analyzed in parallel. Co-immunoprecipitated OAS1 and IFIT1 expression was measured. The level of proteins in Input sample was arbitrarily set to 1.

(f) Co-IP experiments were performed using anti-Myc antibodies in A549 cells with or without OAS1<sup>WT-HA</sup>, OAS1<sup>Del-NT-HA</sup>, IFIT1<sup>WT-Myc</sup> or IFIT1<sup>Del-TPR12-Myc</sup> overexpression. The level of proteins in OAS1<sup>WT-HA</sup> and IFIT1<sup>WT-Myc</sup> overexpression sample was arbitrarily set to 1.

(g) RAB5A mRNA stability was analyzed in A549 cells with or without IFIT1 and OAS1 overexpression at indicated time after ActD treatment.

(h) RAB7 mRNA stability was analyzed in H1299 cells with or without IFIT2 and OAS2 overexpression at indicated time after ActD treatment.

(i) Representative images and statistical analysis for soft agar colony formation assay in IFIT1 and OAS1 reconstituted A549 cells with OAS1<sup>WT-HA</sup>, OAS1<sup>Del-NT-HA</sup>, IFIT1<sup>WT-Myc</sup> or IFIT1<sup>Del-TPR12-Myc</sup> overexpression treated with or without GW4869. Scale bar, 100  $\mu$ m.

The data are shown as the mean  $\pm$  SD from three biological replicates. \*P < 0.05, \*\*P < 0.01 indicates statistical significance. NS, non-significance. Data in Panel B-D, G, H, b were analyzed by a student's t test. Data in Panel E, F, M-O, Q-a, i were analyzed by a one-way ANOVA test. Data in Panel K, L, c, d, g, h were analyzed by a two-way ANOVA test.

**Figure S10**

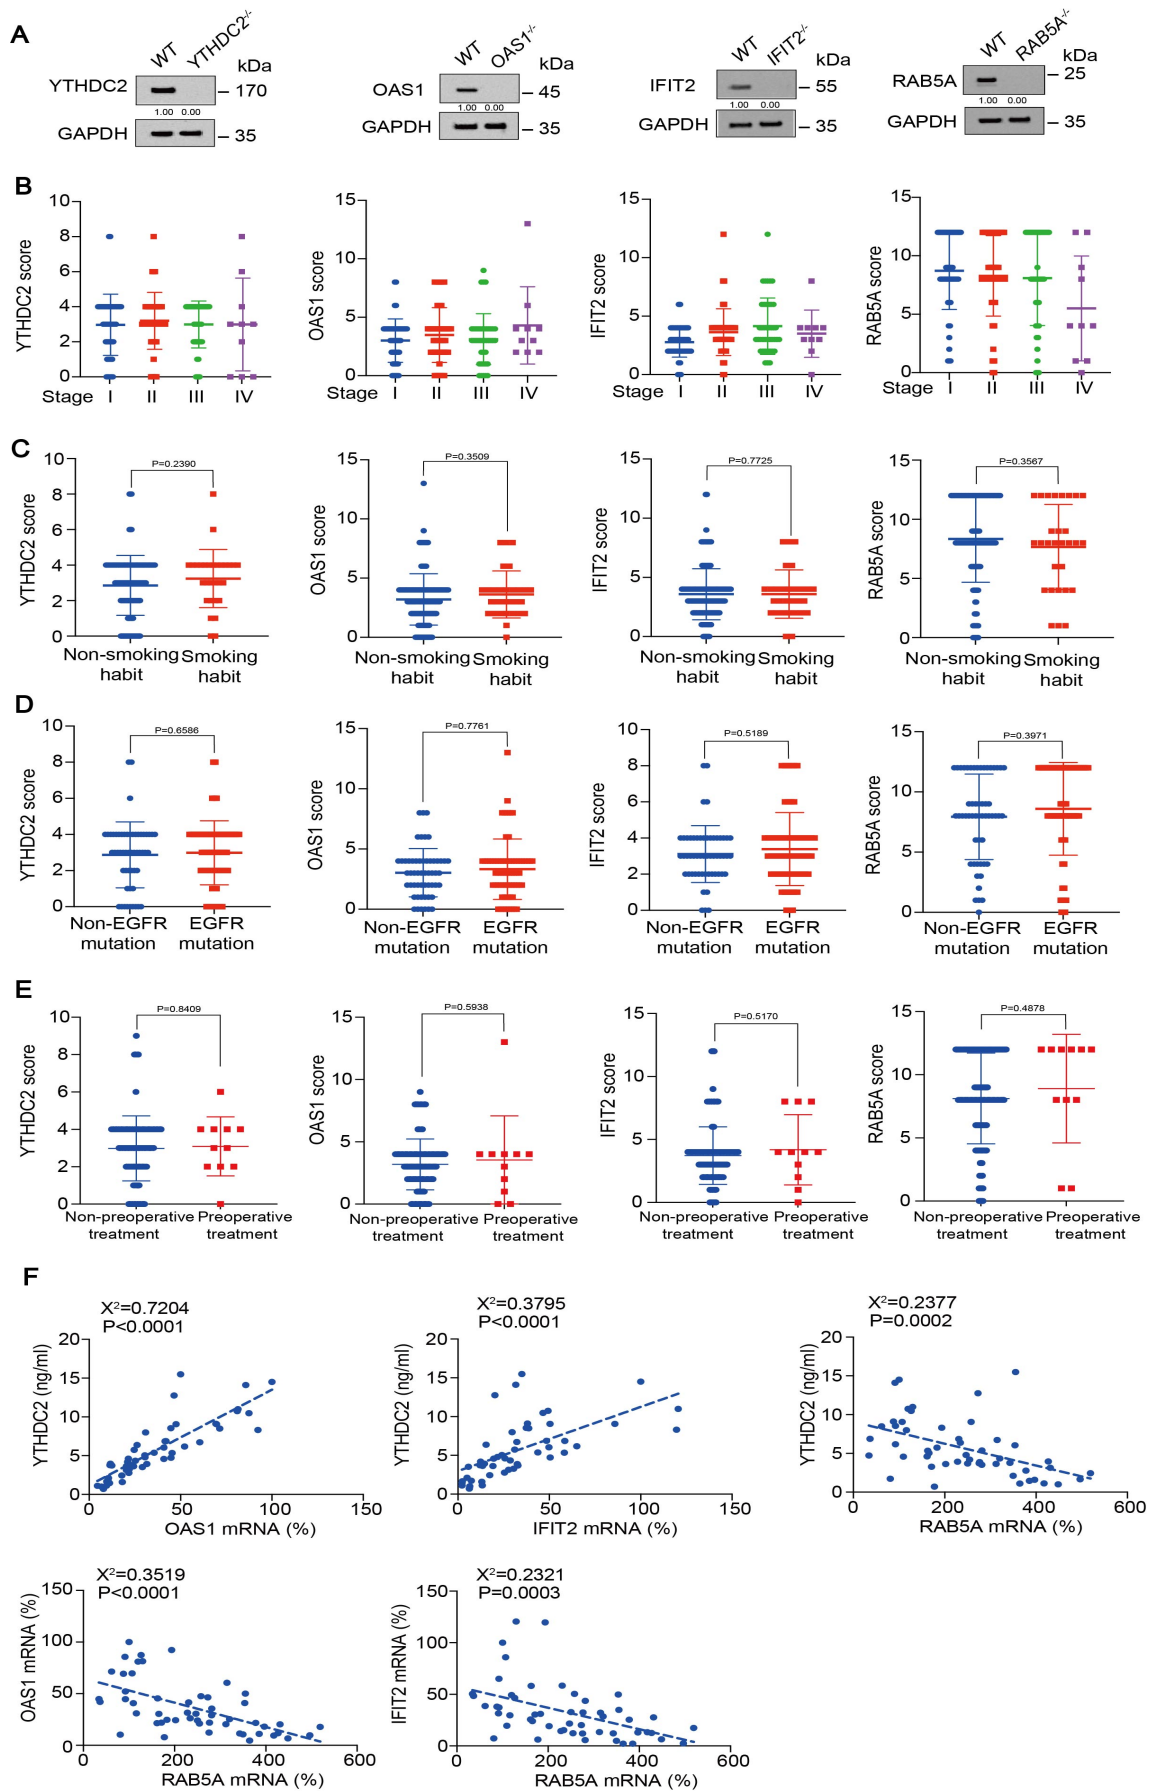

G

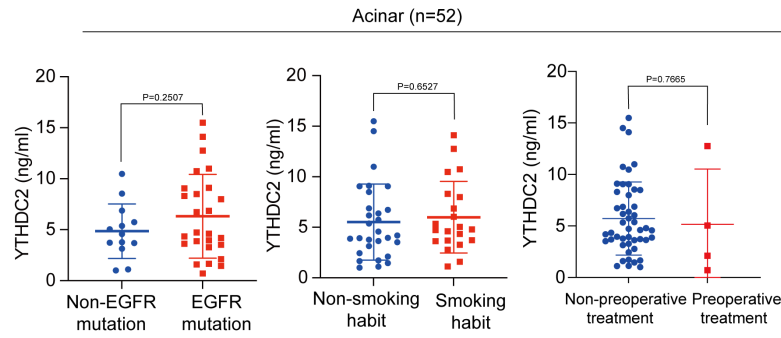

H

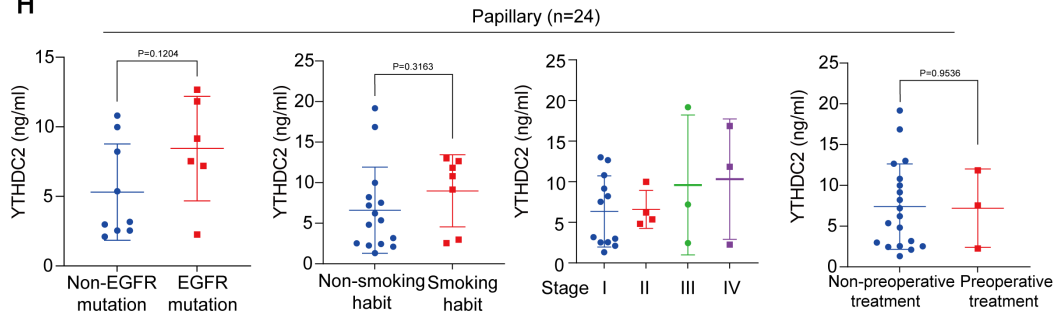

I

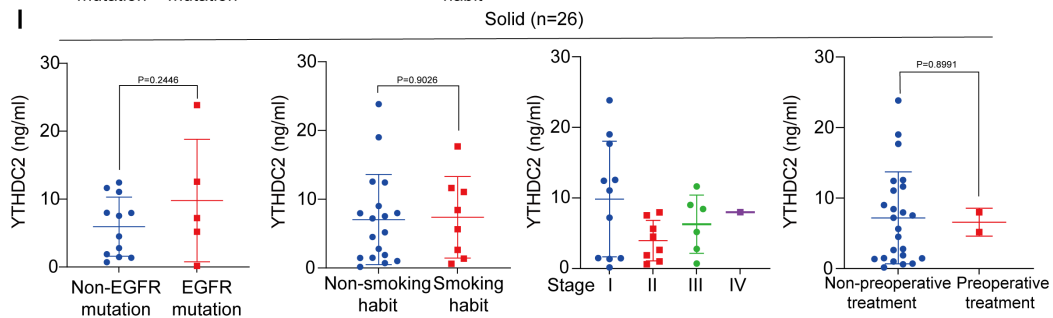

J

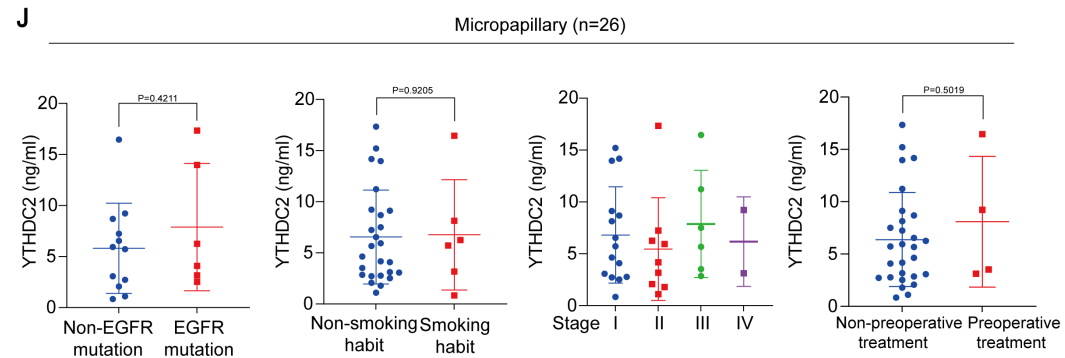

**Figure S10. Supplementary to Figure 8. Clinical significance of YTHDC2, OAS1, IFIT2 and RAB5A in LUAD and its acinar subtype.**

(A) Validation of anti-YTHDC2, anti-OAS1, anti-IFIT2, and anti-RAB5A for tissue microarray in *WT* and target protein knockout H1975 cells.

(B-E) The results of Figure 9B were further presented according to the tumor stage (B), smoking habit (C), EGFR mutation status (D) and whether receiving

preoperative treatment (including targeted therapy, immunotherapy, chemoradiotherapy and so on) (E).

(F) Correlation among YTHDC2, OAS1, IFIT2 and RAB5A in acinar subtype LUAD.

(G) The results of Figure 9C were further presented according to the smoking habit, EGFR mutation status, and whether receiving preoperative treatment.

(H-J) YTHDC2 protein level were measured in papillary (H), solid (I) and micropapillary (J) subtype LUAD and further presented according to the tumor stage, smoking habit, EGFR mutation status and whether receiving preoperative treatment.

Data in Panel C-E, G were analyzed by a student's t test. Data in Panel F were analyzed by a Spearman's rank correlation analysis. Data in Panel H-J were analyzed by a student's t test.

# Supplementary material for: Downregulation of the m6A reader YTHDC2 upregulates exosome content in lung adenocarcinoma via inhibiting IFIT and OAS family members
**Source:** J Biol Chem. 2024 Sep 18;300(10):107783. doi: 10.1016/j.jbc.2024.107783
**Supplement:** Supplementary Table 1

**Supplementary Table 1. Basal information of patients.**

**LUAD patient for tissue microarray**

| LUAD patient (N=181) | | |
| --- | --- | --- |
| Age |  |  |
|  | ≥65 | 93 |
|  | <65 | 88 |
|  |  |  |
| Gender |  |  |
|  | Male | 95 |
|  | Female | 93 |
| Smoking |  |  |
|  | Yes | 29 |
|  | No | 132 |
|  | Not Reported | 20 |
|  |  |  |
| EGFR mutation | |  |
|  | Yes | 64 |
|  | No | 54 |
|  | Not Reported | 63 |

**Subtype LUAD patient for further analysis**

| Acinar LUAD patient (N=52) | | |
| --- | --- | --- |
| Age |  |  |
|  | ≥65 | 27 |
|  | <65 | 25 |
|  |  |  |
|  | Male | 30 |
|  | Female | 22 |
|  |  |  |
| Smoking |  |  |
|  | Yes | 20 |
|  | No | 29 |
|  | Not Reported | 3 |
|  |  |  |
| EGFR mutation | |  |
|  | Yes | 26 |
|  | No | 13 |
|  | Not Reported | 13 |

| Papillary LUAD patient (N=22) | | |
| --- | --- | --- |
| Age |  |  |
|  | ≥65 | 11 |
|  | <65 | 11 |
|  |  |  |
| Gender |  |  |
|  | Male | 12 |
|  | Female | 10 |

| Solid LUAD patient (N=26) | | |
| --- | --- | --- |
| Age |  |  |
|  | ≥65 | 14 |
|  | <65 | 12 |
|  |  |  |
| Gender |  |  |
|  | Male | 13 |
|  | Female | 13 |

| Micropapillary LUAD patient (N=32) | | |
| --- | --- | --- |
| Age |  |  |
|  | ≥65 | 18 |
|  | <65 | 14 |
|  |  |  |
| Gender |  |  |
|  | Male | 17 |
|  | Female | 15 |

# Supplementary material for: Downregulation of the m6A reader YTHDC2 upregulates exosome content in lung adenocarcinoma via inhibiting IFIT and OAS family members
**Source:** J Biol Chem. 2024 Sep 18;300(10):107783. doi: 10.1016/j.jbc.2024.107783
**Supplement:** Supplementary materials

**Supplementary Materials. Images for original blots.**

**Blots 1**

**
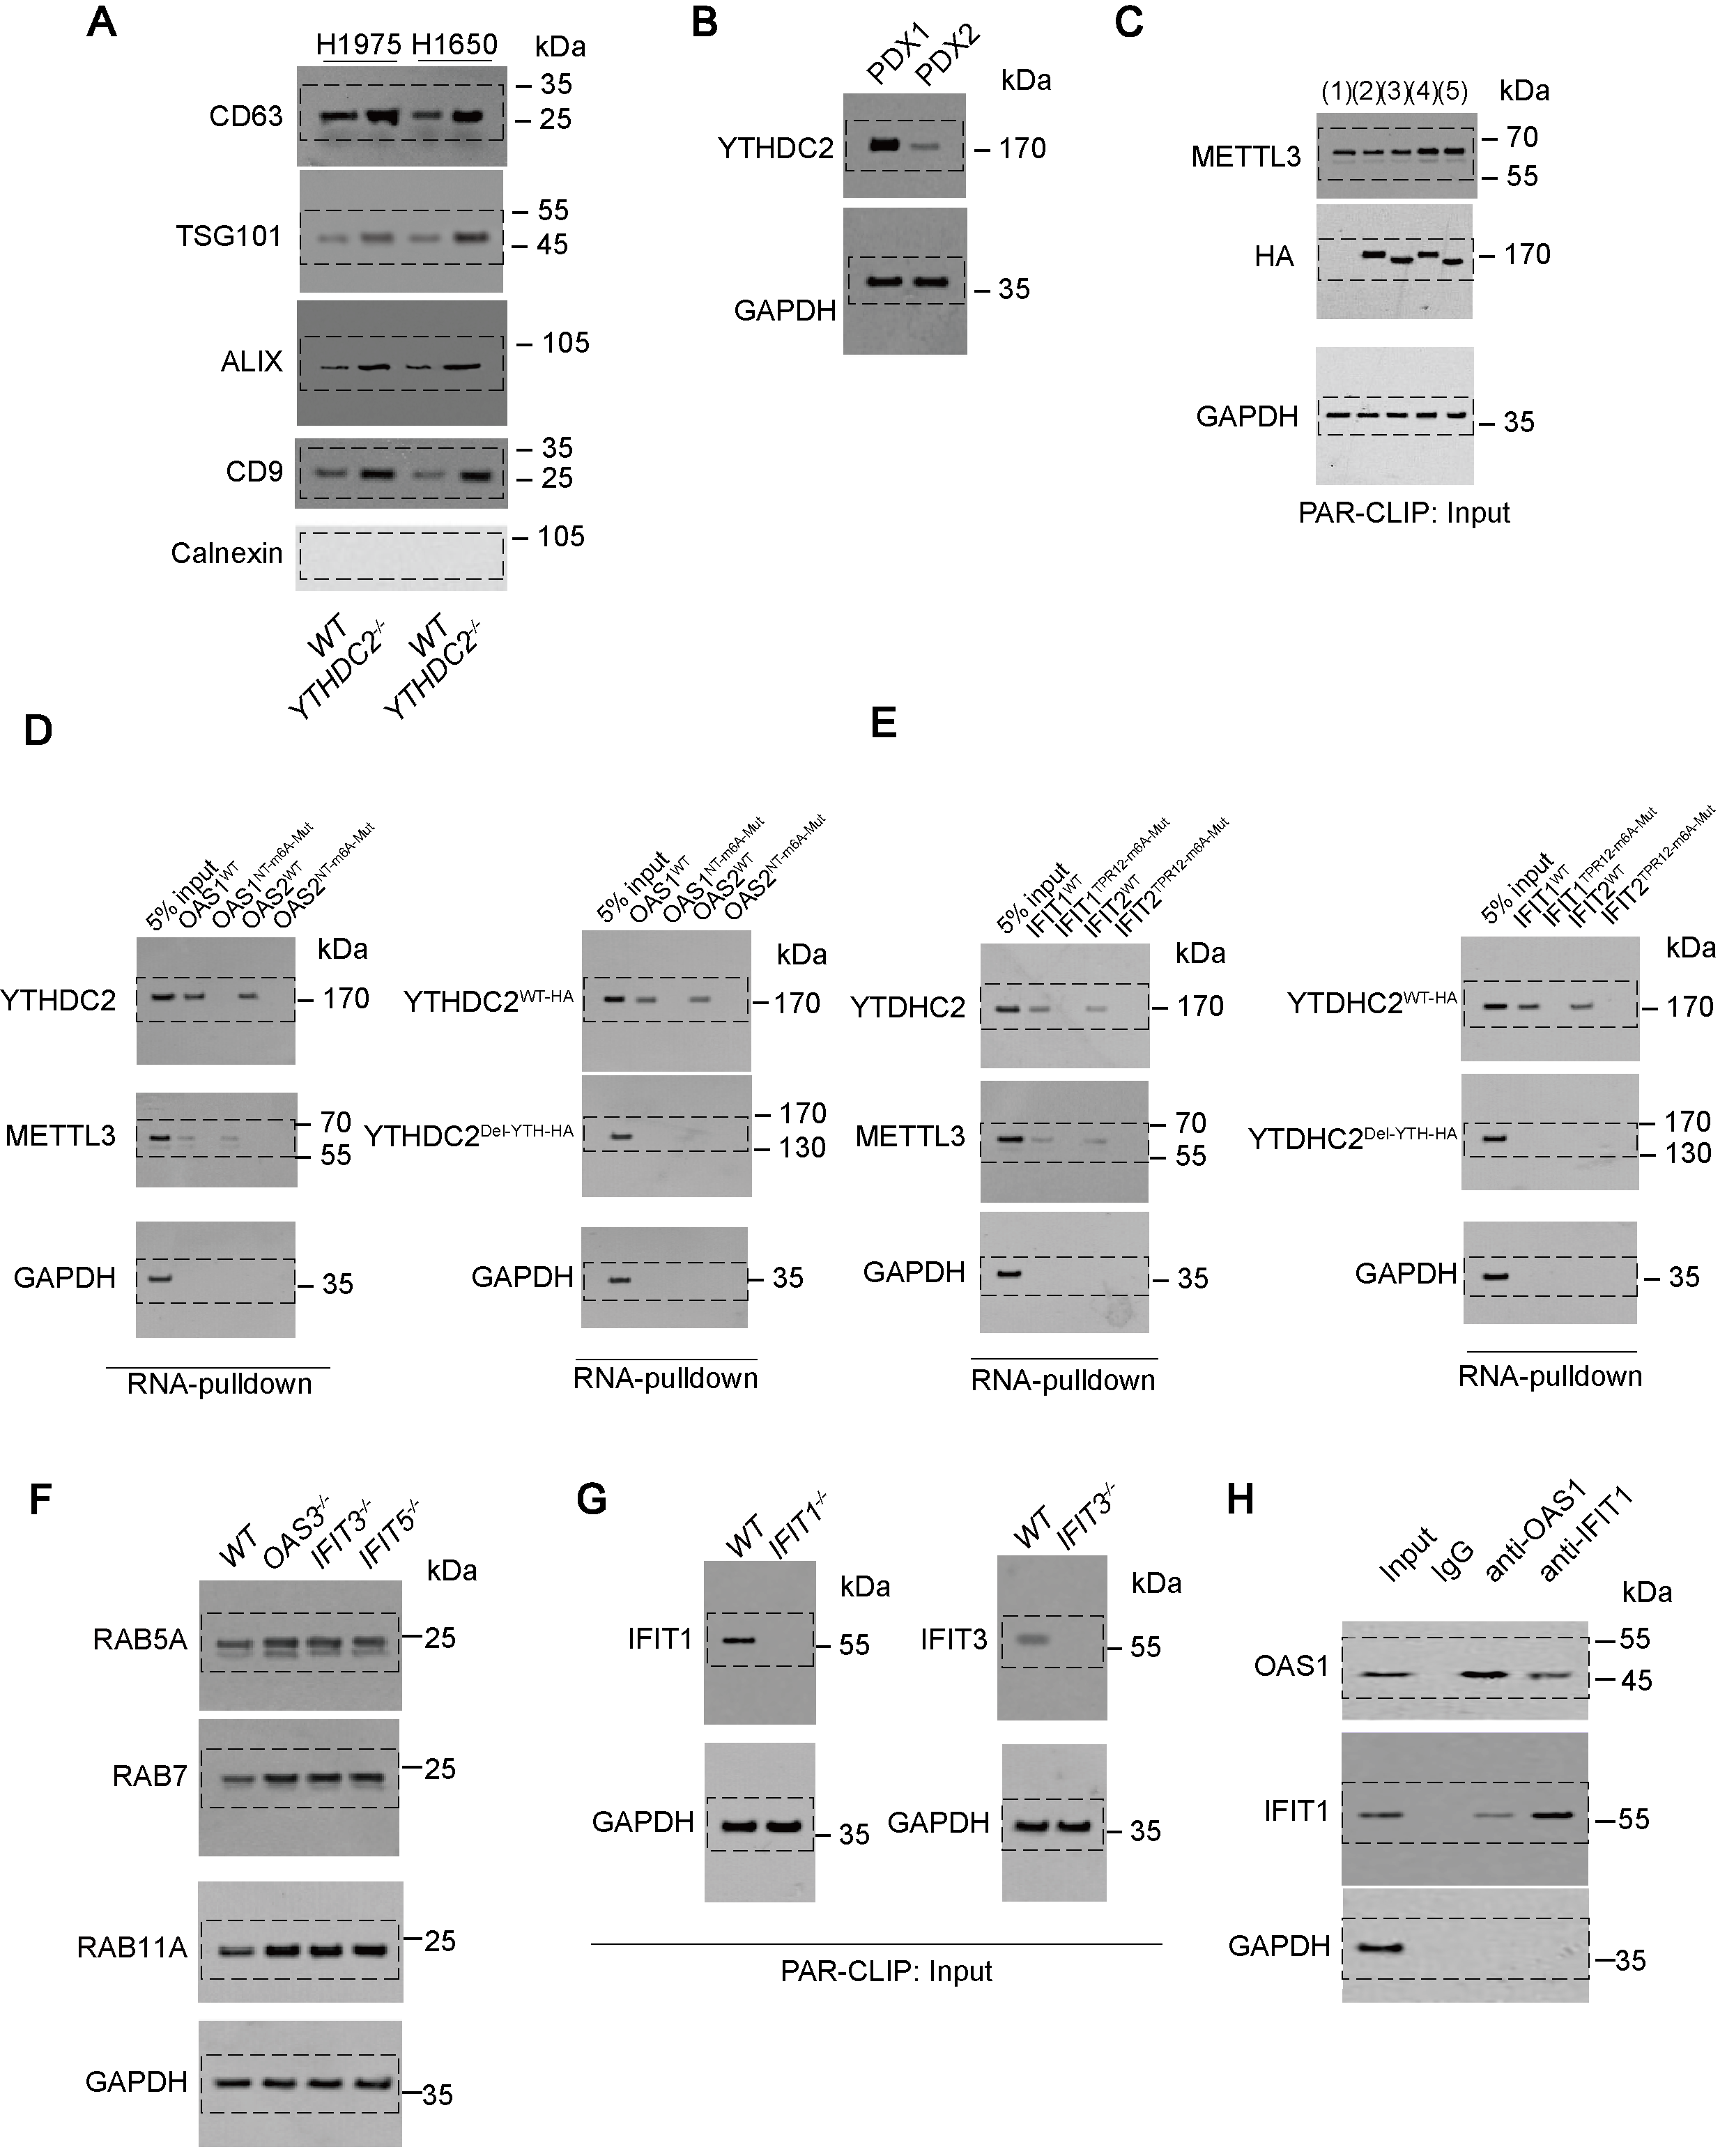
**

**
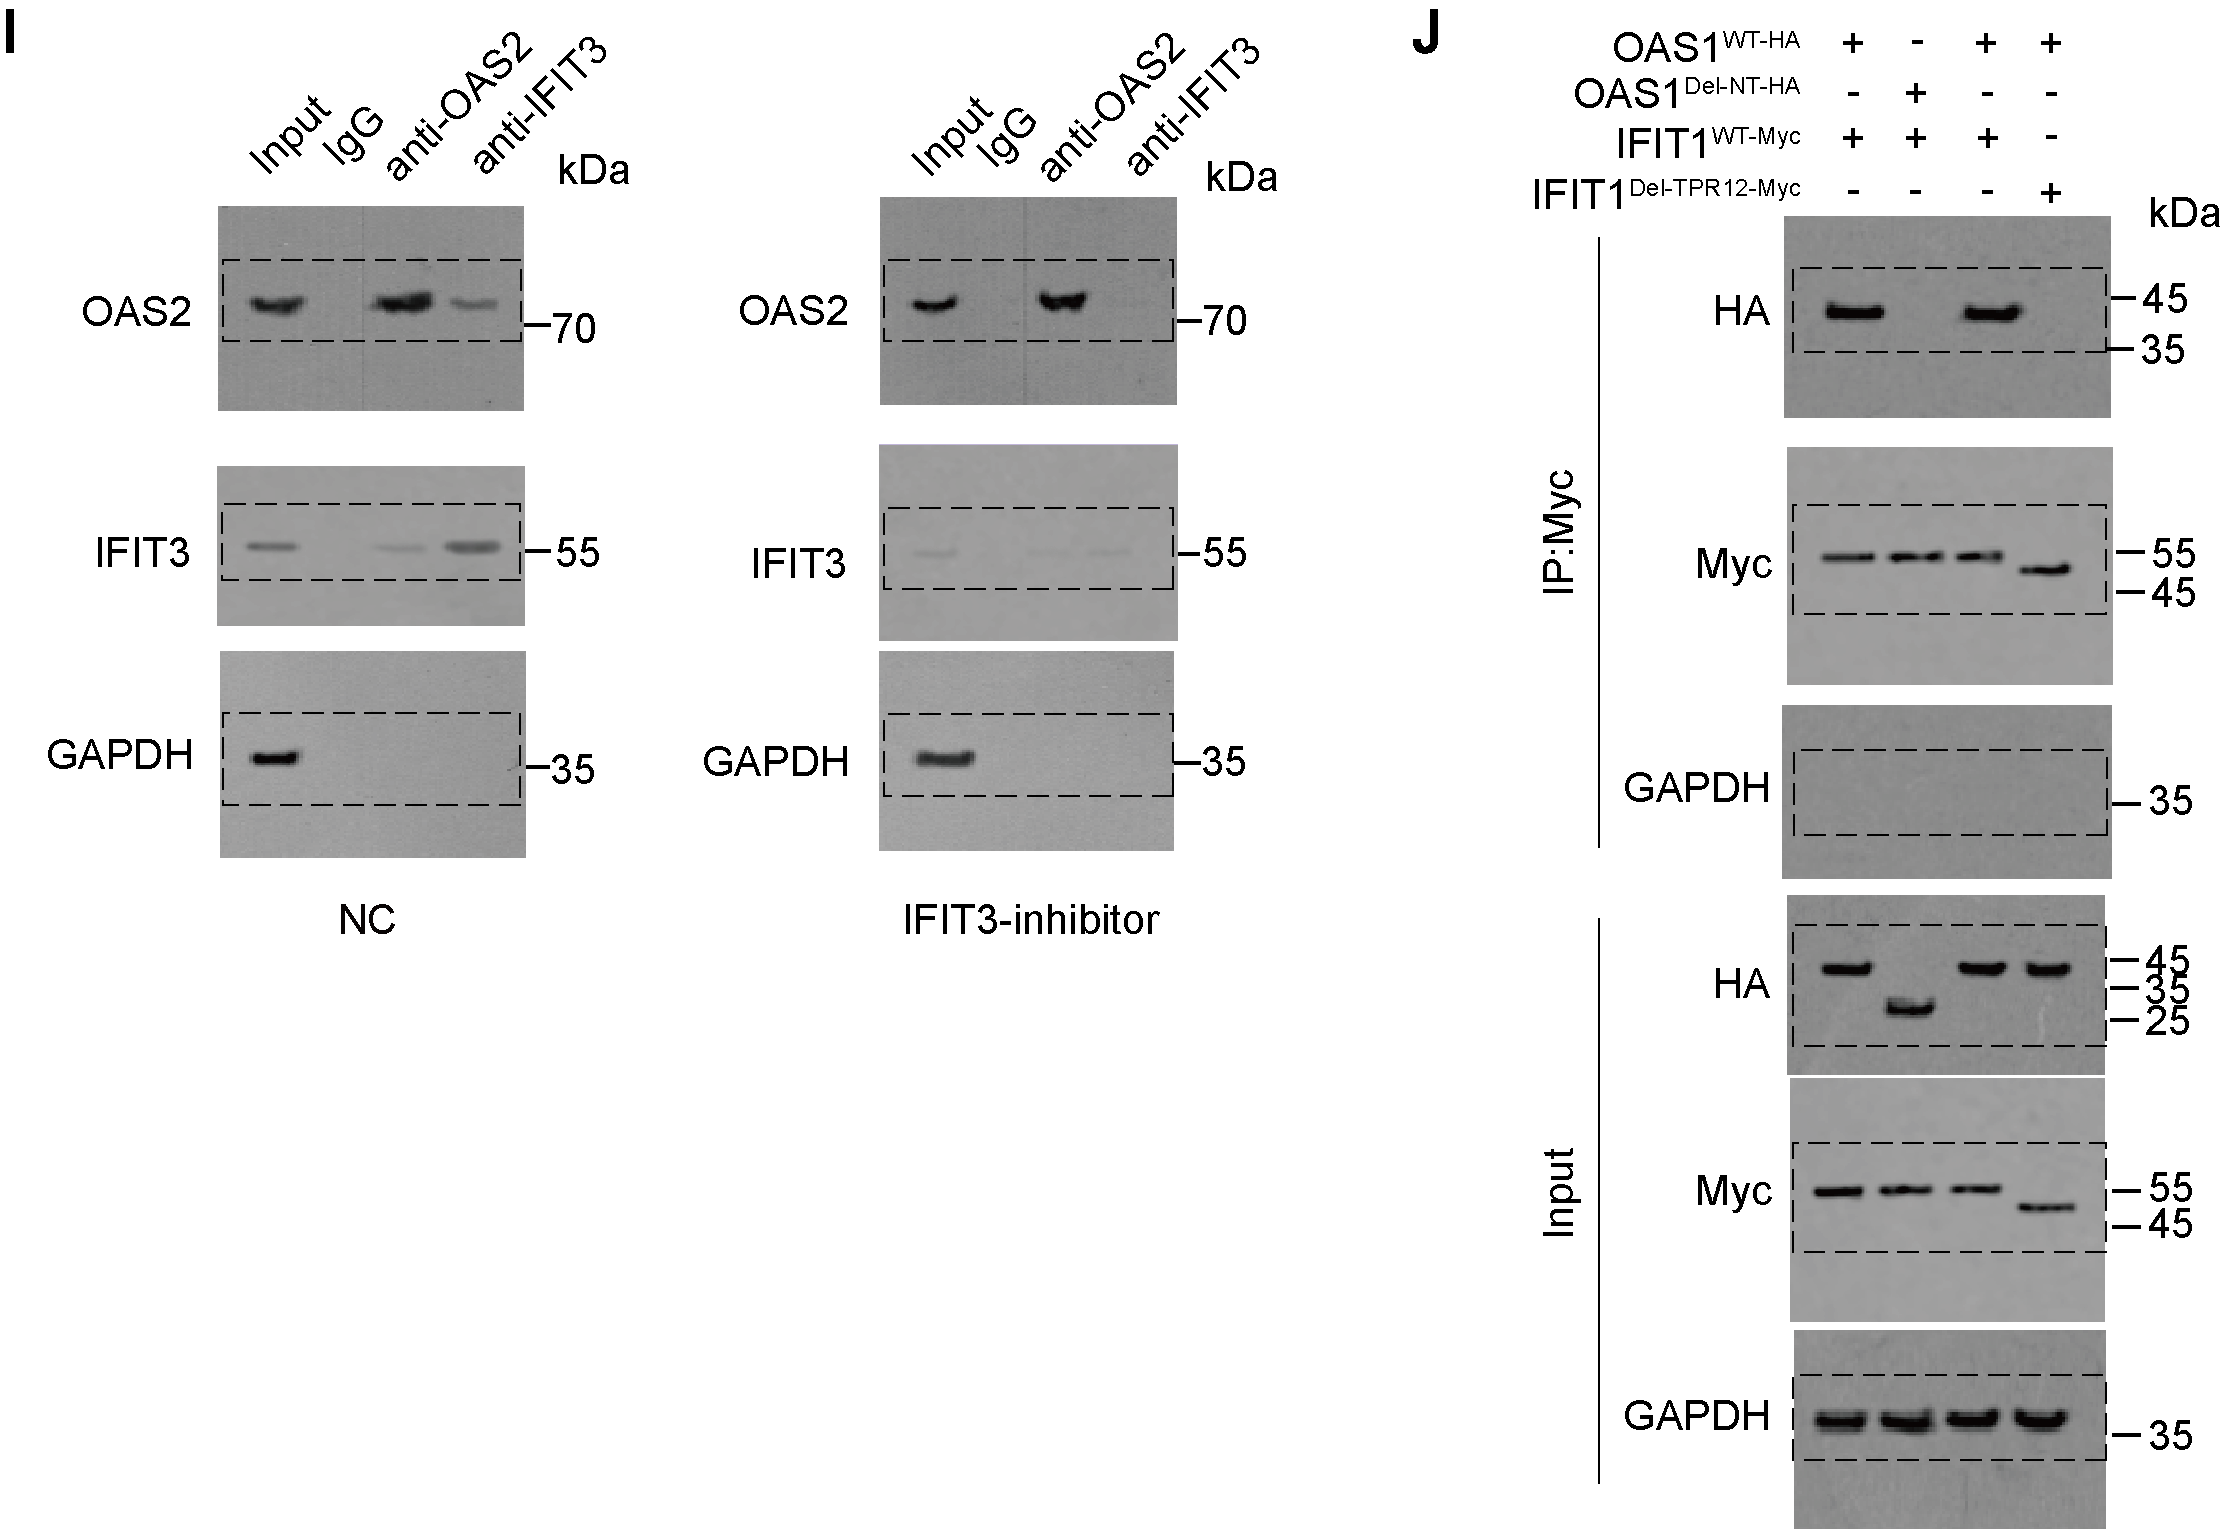
**

**Blots 1: Images for original blots 1**

(A) Original blots for Fig. 1E.

(B) Original blots for Fig. 1K.

(C) Original blots for Fig. 4C.

(D) Original blots for Fig. 4D.

(E) Original blots for Fig. 4E.

(F) Original blots for Fig. 6C.

(G) Original blots for Fig. 6E.

(H) Original blots for Fig. 7C.

(I) Original blots for Fig. 7D.

(J) Original blots for Fig. 7E.

**Blots 2**

**
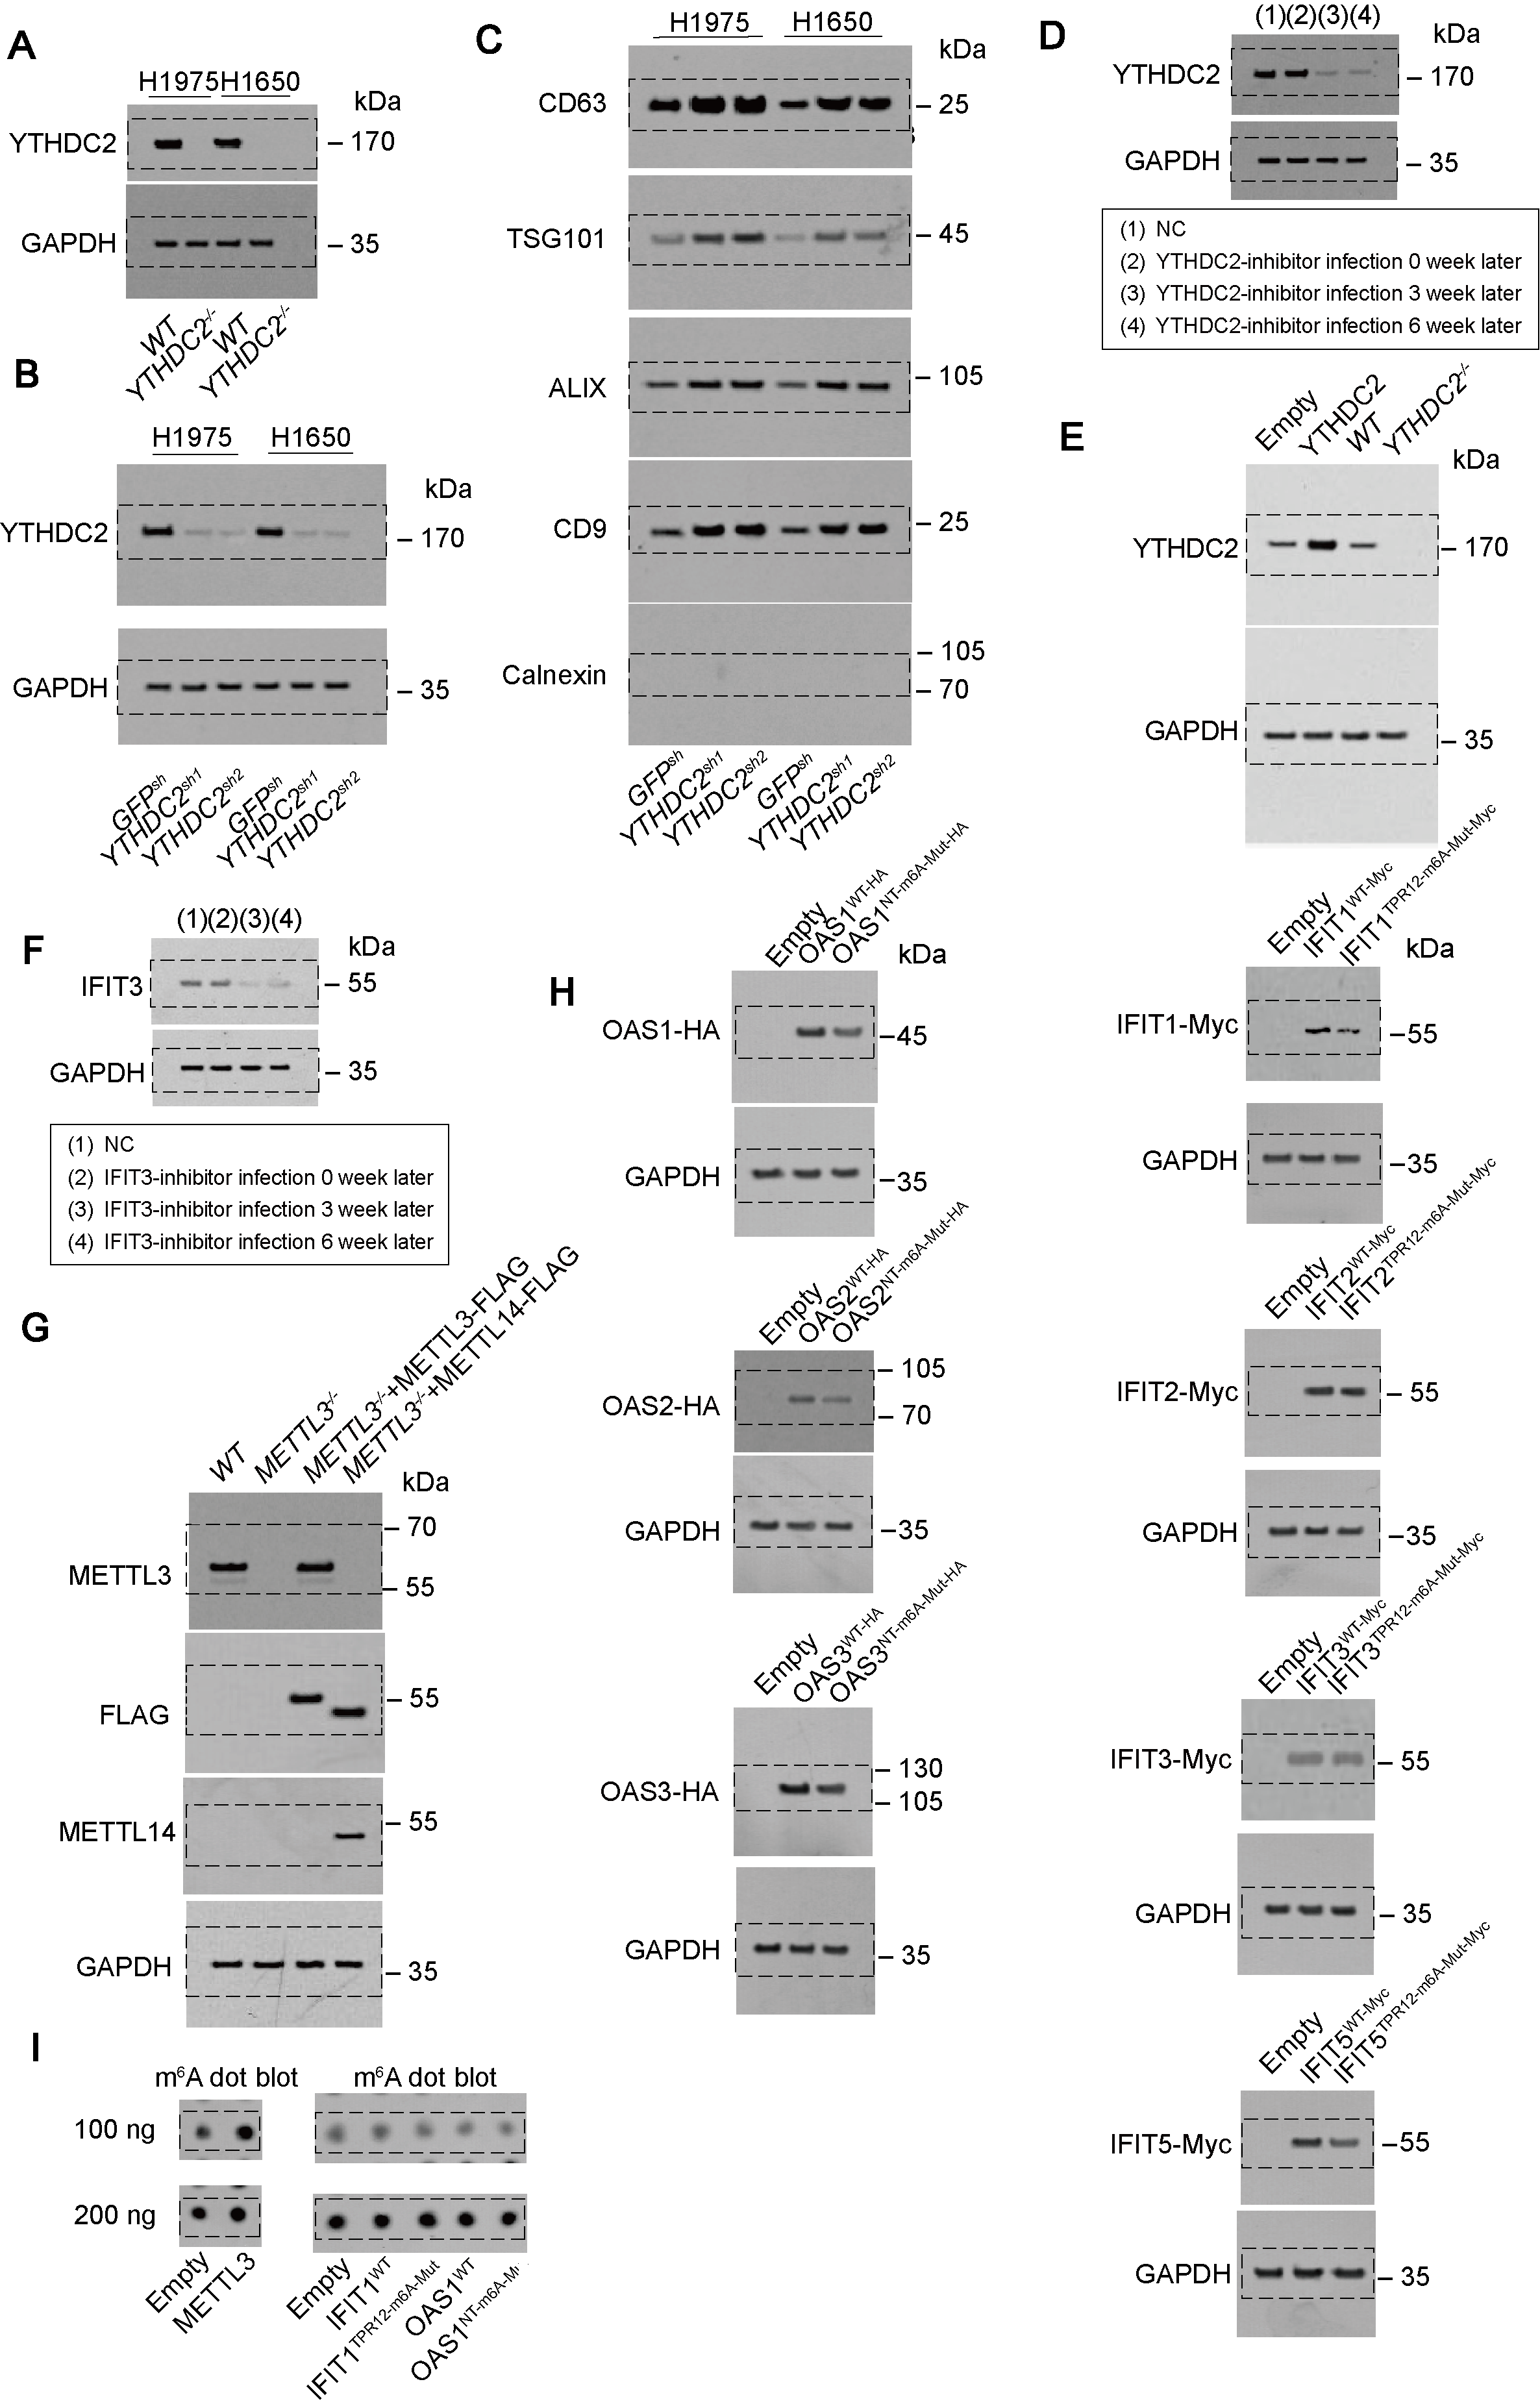
**

**
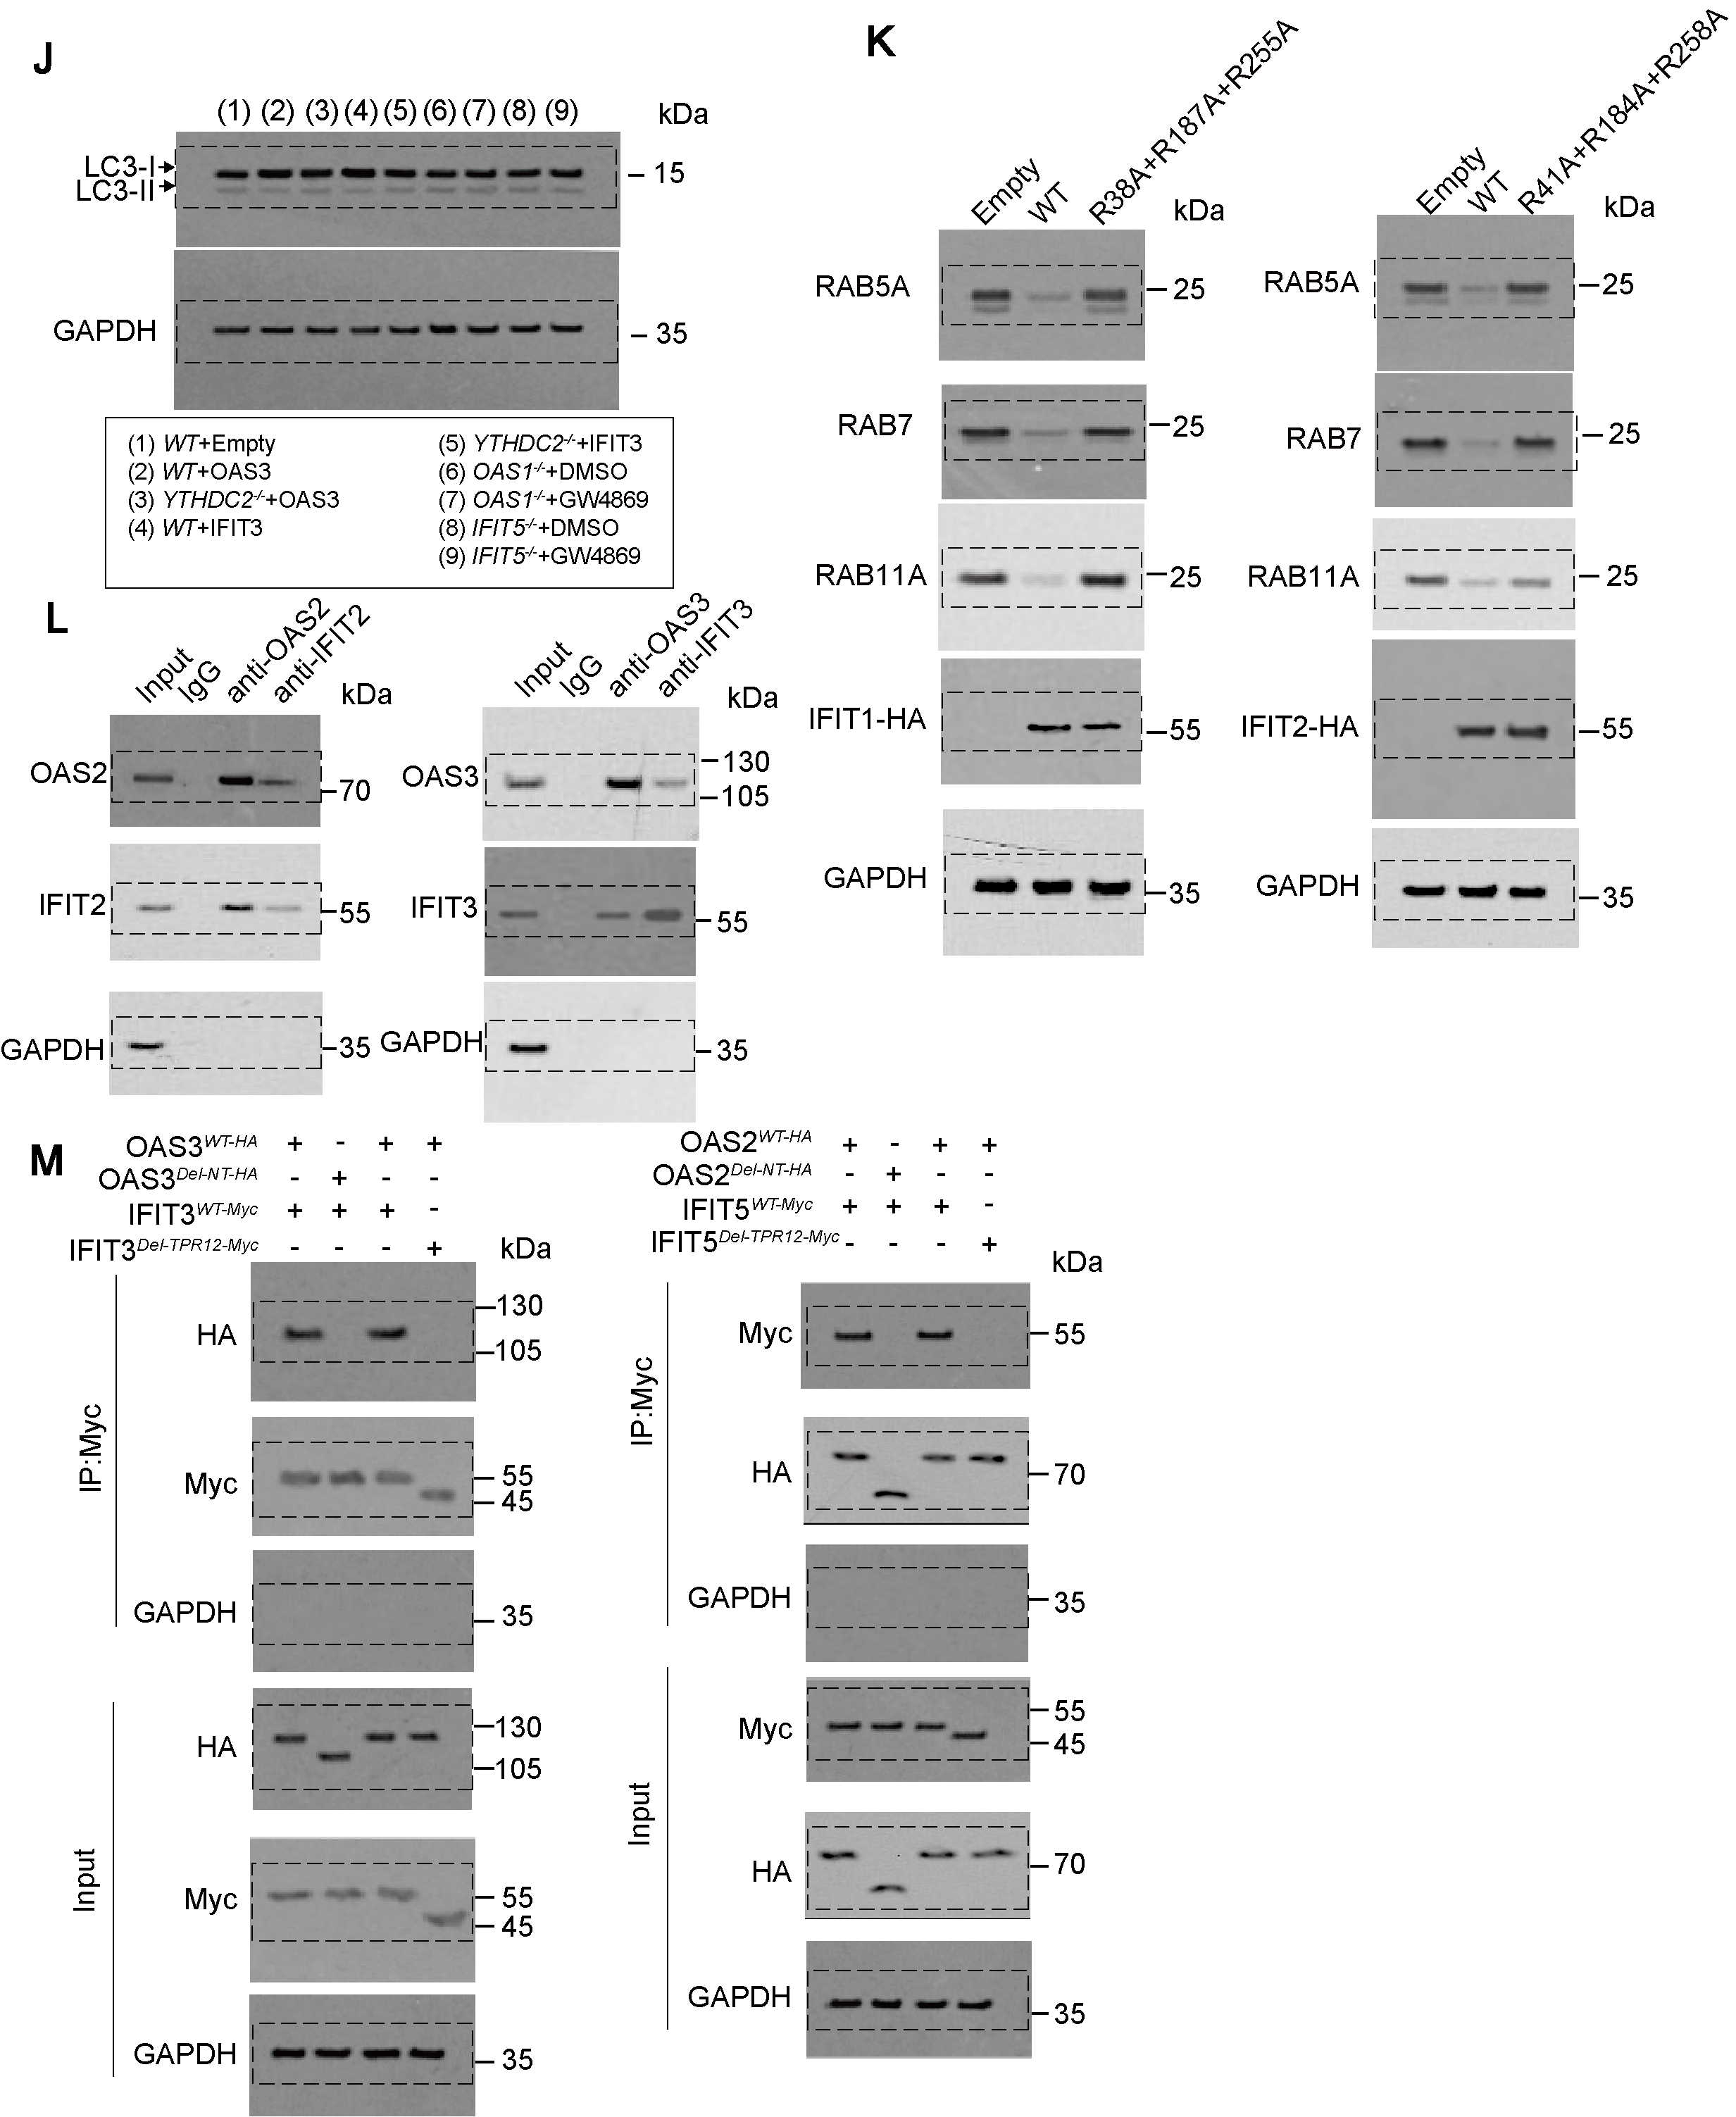
**

**
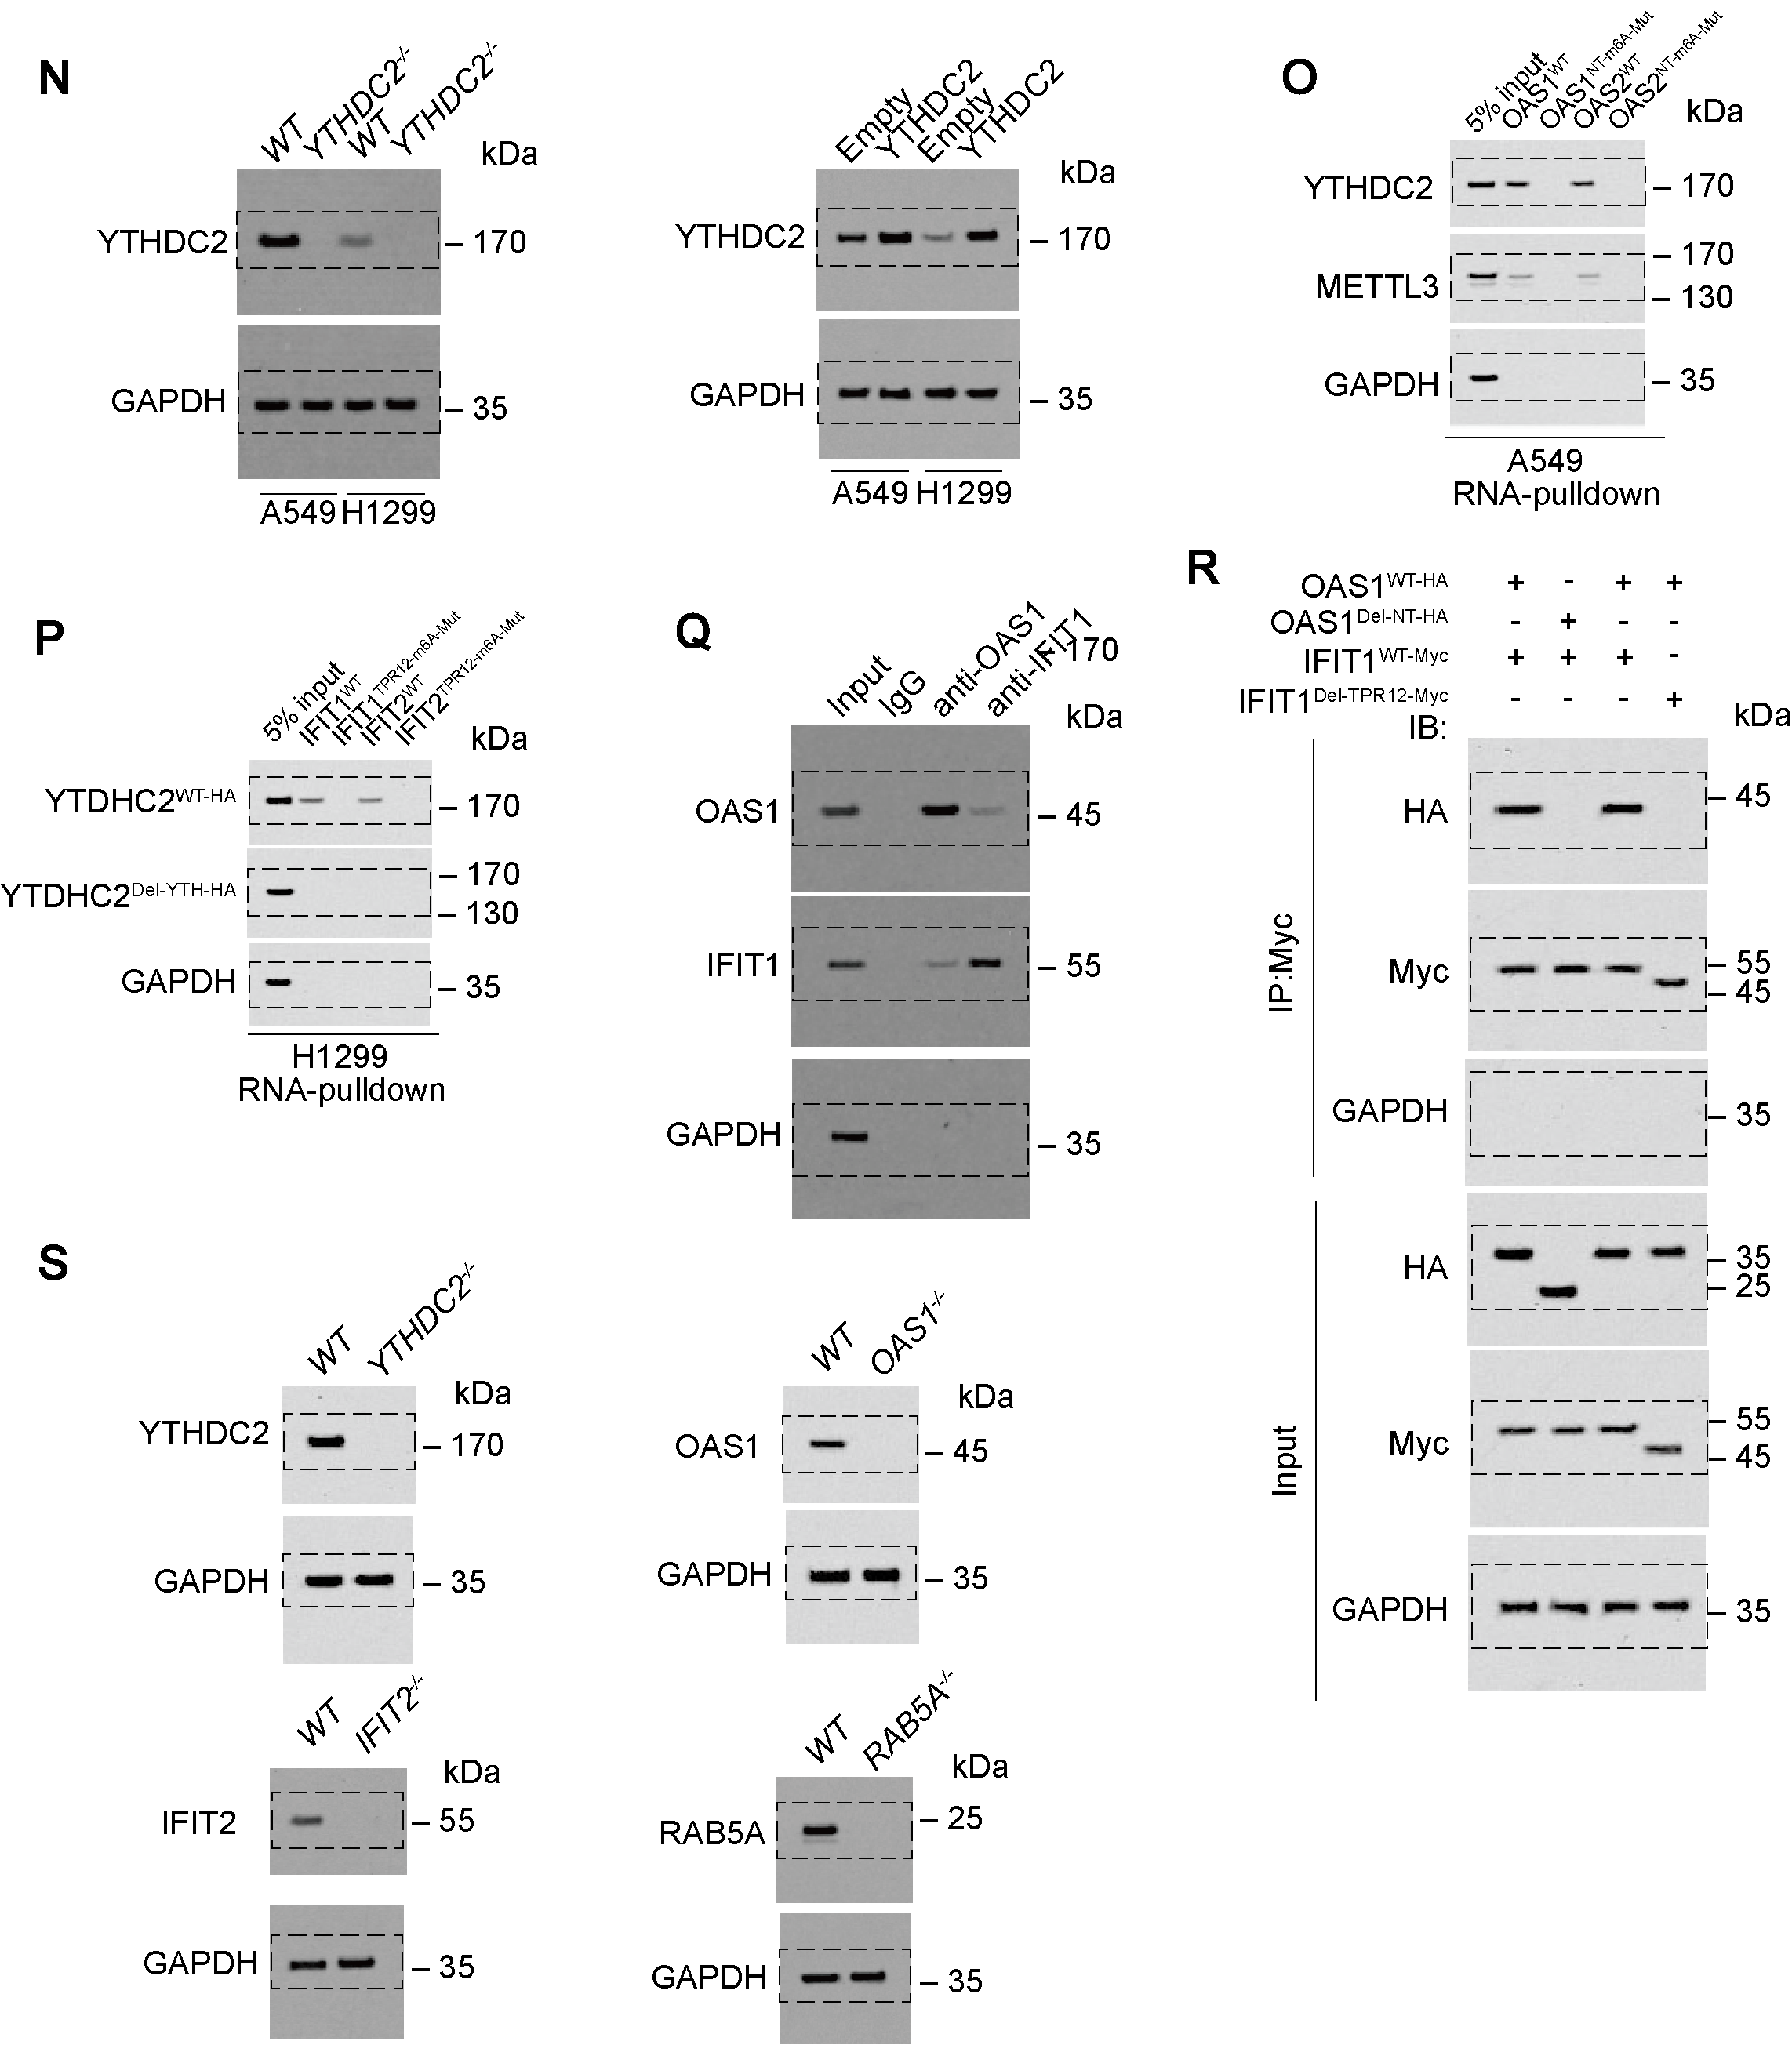
**

**Blots 2: Images for original blots 2**

(A) Original blogs for Fig. S1B.

(B) Original blogs for Fig. S1G.

(C) Original blogs for Fig. S1L.

(D) Original blots for Fig. S1O.

(E) Original blots for Fig. S2C.

(F) Original blots for Fig. S3D.

(G) Original blots for Fig. S4A.

(H) Original blots for Fig. S4D.

(I) Original blots for Fig. S4F.

(J) Original blots for Fig. S6I.

(K) Original blogs for Fig. S7E.

(L) Original blogs for Fig. S8B.

(M) Original blogs for Fig. S8C.

(N) Original blots for Fig. S9A.

(O) Original blots for Fig. S9I.

(P) Original blots for Fig. S9J.

(Q) Original blots for Fig. S9e.

(R) Original blots for Fig. S9f.

(S) Original blots for Fig. S10A.

How the deposited data were processed for this re-analysis (not part of the article)

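Gene expression was measured by RNA-seq in cells labelled H1975, in 3 libraries of YTHDC2 knockout cells and 3 libraries of WT cells. The authors deposited 1 table with FPKM values of 16760 genes in the 6 libraries, which they made from the reads with GRCh38.p13 as the genome build. The aligner, the counting program, the gene annotation, the strand setting and any filter are not given in the sources used here. Without a stated strand setting, fragments of overlapping and antisense genes cannot be told apart, and genes with near-identical copies are uncertain. Libraries were grouped by the genotype that their labels give.

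Depth was recovered from the FPKM values. For each gene the low values were whole multiples of 1 step per library, so the relative depth of the libraries, the length used for each gene and the whole number of fragments were solved together. Whole fragments were recovered for 16759 genes, within a tolerance of 0.02 of a whole number. Tested on simulated data for 16477 genes, the step returned the fragments exactly for 96.4% of genes, and exactly or as a common divisor for 99.96% of genes. Ratios for genes with 1 to 3 fragments in a group have exact Clopper-Pearson counting intervals at 95% confidence. Genes with 0 fragments in a group are compared with a floor of 3 fragments over that group. Intervals and floors cover counting error only.

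The main test was limma 3.58.1 (R 4.3.3) with trend and robust moderation on log2(FPKM + 0.1), with no replicate block, for the 15441 genes above 0 FPKM in at least 3 of the 6 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds that the paper states. The paper's text names general tests in its statistics section and no program for the RNA-seq comparison. Gene lists were tested with limma camera at a preset correlation of 0.01 and with an estimated correlation, and with fry. Values of single measures per library were compared by an exact two-sided permutation test, whose smallest p is 0.1 for 3 libraries against 3. On simulated data with 50 genes changed at each log2 fold change, 49 were called at -3, 50 at -1.5, 50 at 1.5 and 50 at 3, of 15681 genes in the fit, and 3 of 15481 unchanged genes were called. The simulated spread between libraries was an SD of 0.0757 log2 units. These counts therefore do not cover genes that vary more, such as IFIT3, at 7.79 to 40.7 FPKM in the WT libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the tables.

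The thresholds, the pseudocount, the filter, the 26 gene lists and the rule for named genes were fixed before the data were examined. Genes named in the text are those that the study names for its RNA-seq or as targets, the 10 called genes in each direction with the largest absolute log2 fold change among genes with a mean of at least 1 FPKM and values that do not overlap between genotypes, and up to 4 called members of each list with the smallest adjusted p. Genes outside this rule are marked where they appear, and the values of some genes within it are not reported. GC content and gene positions came from the GENCODE annotation of GRCh38, in which 16304 symbols matched directly and 301 through the gene ID (99.1% together). Of the 26 lists, that of mitochondrially encoded genes had 0 genes in the test.

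Alternatives fixed beforehand were pseudocounts of 0.01 and 1, no filter, filters at a mean of 0.1 and of 1 FPKM, median scaling, quantile normalization, FPKM rescaled to a common total, limma without trend and robust moderation, a replicate block, leaving out each library in turn, an adjusted p alone, and limma treat. After seeing the data, limma voom on the recovered fragments was added, as was a correction that subtracts from each library a lowess curve of its log2 values on GC content. RT-qPCR, protein, exosome and mouse experiments of the paper were not analysed here.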

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

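The tests of the interferon pattern, limma voom and the GC correction among them, and the split test of the gene lists below were chosen only after the result was seen, as was the choice of these 4 results from the lists that had been fixed. Of 20 targets of p53, 6 were called lower in knockout, and 6 were called lower after GC correction. At an adjusted p under 0.05 alone, 14 were lower and 1 was higher. The paper does not discuss these targets. It does not discuss cholesterol synthesis, where 1 of 16 genes was called higher and 12 were higher at an adjusted p under 0.05 alone, with a list median log2 fold change of 0.50. Of glycolysis and hypoxia genes, which it does not discuss either, 2 of 20 were called higher and 16 were higher at an adjusted p under 0.05 alone, with a median of 0.35. IFNB1, the gene of interferon beta, had a mean of 0.595 FPKM in WT and 0 fragments in all knockout libraries.

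Of 63 tested genes of the OAS, IFIT and other interferon lists, 53 were lower in every knockout library than in every WT library, 0 were higher in every knockout library, and 37 were called lower, of which 18 were called with voom. WT replicate 3, which had the highest value of each of the 37, does not account for the fall alone, since 32 of the 37 were still called lower without it, and neither does the GC content of the transcripts, since 34 of the 37 were still called lower after GC correction. A candidate explanation is less interferon beta transcript in knockout, as IFNB1 had 0 fragments in the 3 knockout libraries together and 43 in the WT libraries, at least 16.2-fold lower against a floor of 3 fragments over the group, or at least 9.81-fold without WT replicate 3, the lowest bound without any single library. It is a hypothesis found and tested on the same data, and IFNB1 may itself be raised by the interferon response, so the order of the changes stays open. Whether the change follows from YTHDC2 or from another difference between the knockout and WT cells also stays open, since the paper's text does not say whether the knockout libraries came from 1 clone.

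With 3 libraries against 3 there are 10 splits, too few for a share under 0.05: the real split gave 307 lower and 113 higher genes by limma, and the largest direction of any other split gave 0 (at an unadjusted p under 0.05 with a log2 fold change beyond 1, 437 genes in the real split and at most 41 in another). In each case the number of splits with a result as large was 1, the real one. The real split gave 10 lists called by camera with a preset correlation, and the highest of the other splits gave 7, again with 1 split of 10 as large. The 10 lists include those of the genes in Fig. 2D, which the study chose by the real split, so this comparison favours it.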

How the results depend on the processing

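Limma voom and the GC correction were chosen only after the data were seen. Of 307 genes called lower, the count became 505 with a pseudocount of 0.01, 69 with a pseudocount of 1, 126 with a filter at a mean of 1 FPKM, which tests 11121 genes, 543 with FPKM rescaled to a common total, 479 with voom, 4044 at an adjusted p under 0.05 only and 20 with treat at a log2 fold change of 1. Of 113 genes called higher, the count became 184 with a pseudocount of 0.01, 29 with a pseudocount of 1, 195 with quantile normalization, 70 after GC correction, 2563 at an adjusted p under 0.05 only and 5 with treat. The cause was not tested, beyond the filters and thresholds themselves and the pseudocount, which shrinks the fold changes of low genes. Rescaling to a common total moved the median log2 fold change of all genes to -0.16. Leaving out single libraries gave 301 to 396 lower and 91 to 157 higher genes. With the main thresholds, YTHDC2 did not pass both under any of 18 alternatives (adjusted p from 0.00223 to 0.396), and leaving out single libraries moved its log2 fold change between -2.81 and -0.84, the latter without WT replicate 3. OAS1, OAS2, OAS3, IFIT1, IFIT2 and IFIT3 were called lower under each of these 18 alternatives in which they entered the test except voom, and IFIT5 under all 18. With treat, which asks for a change beyond the threshold itself, OAS1 and OAS2 were not called, and IFIT2 and IFIT3 were. With voom the log2 fold changes were OAS1 -7.43 (adjusted p = 0.149), OAS2 -8.21 (adjusted p = 0.205), OAS3 -6.44 (adjusted p = 0.142), IFIT1 -4.81 (adjusted p = 0.0565), IFIT2 -8.75 (adjusted p = 0.302) and IFIT3 -7.90 (adjusted p = 0.283). The cause was not tested. OAS1 and OAS2 have no value with a filter at a mean of 1 FPKM, where they are not tested. Of 52 named genes that were called, 33 were called with a pseudocount of 1. At least 36 were called under each other of the 18 alternatives, which do not include treat. Of 1384 values of the named genes other than YTHDC2, OAS1, OAS2, OAS3, IFIT1, IFIT2, IFIT3 and IFIT5 under the alternatives, 1309 kept their side of the thresholds, 56 no longer passed, 19 newly passed and 0 of the called values changed direction. Camera called 10 lists at a preset correlation, 0 with an estimated correlation (1 at an unadjusted p under 0.05), and 8 to 10 under the other alternatives. The 10 include the lists of lower and of higher genes in Fig. 2D, which the study chose on these libraries. The 1 list at an unadjusted p under 0.05 was that of the higher genes (camera with an estimated correlation, p = 0.00903), so it is not independent evidence. Without WT replicate 3, 7 lists had an unadjusted p under 0.05 with an estimated correlation, and 0 passed after adjustment. Under the other alternatives 0 to 3 lists had such an unadjusted p. The list of ribosomal proteins turned from higher to lower under quantile normalization (adjusted p = 0.852), where its call was lost, and the cause was not tested. The median Pearson correlation between genotypes was 0.984 and became 0.986 with a pseudocount of 1. The differences in genes above 0 FPKM and in total FPKM kept their direction without each library in turn, as did the former above 0.1 and 1 FPKM. Replicate numbers are shared by the groups but do not pair the libraries: correlations of deviations between same-numbered libraries were 0.08, 0.02 and -0.02, and not every library correlated best with its own number. With a replicate block 309 genes were lower and 112 higher, and it changed no call among the named genes. Total FPKM without mitochondrially encoded genes was not run, since none of these genes entered the test. Depth limits genes near 1 fragment, such as the 10 of Fig. 2D that were higher in knockout on average, with 1 to 7 fragments over the WT libraries.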

Differences from the paper's values

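The paper's reported number of significantly increased genes is 206, at an adjusted p under 0.05 and a log2 fold change beyond 1, and 113 genes were called higher here at the same thresholds. Among the alternatives set before the data were examined, a pseudocount of 0.01 (184), median scaling (165), quantile normalization (195) and leaving out WT replicate 3 (157) gave a count within 1.5 times of the paper's, and the other alternatives did not: a pseudocount of 1 (29), no filter (112), filters at a mean of 0.1 FPKM (113) and 1 FPKM (80), FPKM rescaled to a common total (121), limma without trend and robust moderation (106), a replicate block (112), leaving out YTHDC2 knockout replicate 1 (123), 2 (118) or 3 (127), leaving out WT replicate 1 (134) or 2 (91), treat (5) and an adjusted p under 0.05 only (2563). Limma voom on recovered fragments, chosen after seeing the values, gave 167 (the GC correction, also chosen after, gave 70). Voom left uncalled 6 of the 10 genes from XAF1 to CCL5, which were lower here and which the paper's results text names as increased. The paper's number of decreased genes, 373, and of unchanged genes, 14603, were within 1.5 times of the 307 and 15021 counted here. The decreased count was not within 1.5 times of the paper's with median scaling (245), quantile normalization (206), a pseudocount of 1 (69), a filter at a mean of 1 FPKM (126), treat (20) or an adjusted p under 0.05 only (4044), so of the 4 alternatives that brought the increased count within 1.5 times, a pseudocount of 0.01 (505) and leaving out WT replicate 3 (308) did so for both counts.

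The results text of the paper names KLK1, DIO3, DIPK1C, TAS1R3, CD22, SMCO2, SPEM2, LOC102723996, AANAT and MAT1A as decreased and XAF1, CMPK2, IFIT2, IFIT3, MX2, OAS1, IFI44, OAS2, RSAD2 and CCL5 as increased. In the FPKM values the first 10 were higher in knockout on average, with log2 fold changes from 0.43 to 1.44, and the second 10 were lower, from -6.43 to -1.72, which are the directions in Fig. 2, D and E, of the paper and in its later text. The paper orders these genes as the top 10 by q-value. By limma p within their direction, the second 10 ranked from 26 to 2946 of 9181 genes, and the first 10 from 1083 to 3222 of 6260 genes. Of the first 10, 3 were called higher here, KLK1, DIO3 and SPEM2. DIPK1C, TAS1R3, CD22, LOC102723996, AANAT and MAT1A were called as well with a pseudocount of 0.01, DIPK1C with quantile normalization, DIPK1C, LOC102723996, AANAT and MAT1A with FPKM rescaled to a common total, and TAS1R3 without YTHDC2 knockout replicate 3. All 10 were called with voom, chosen after seeing the values.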

Other observations

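The tests of the patterns in WT replicate 3 and in lung epithelial genes were chosen only after the results were seen. Of 18 exosome genes that the study screened, none passed both thresholds in limma, while 5 were higher and 1 was lower at an adjusted p under 0.05 alone (7 and 4 at an unadjusted p under 0.05). PLD2, a phospholipase, had a log2 fold change of 0.86 (standard error 0.09, limma adjusted p = 1.95e-04), and CD9, HGS, CD81 and TSG101 had 0.34, 0.33, 0.29 and 0.16. Among genes with a mean of at least 1 FPKM, those of 61.9 to 76.8% GC, HGS and CD81 included, had a median of 0.32. The changes of HGS and CD81 are therefore not separated from the trend along GC content. In the GC ranges of PLD2, CD9 and TSG101 the medians were 0.12, -0.03 and -0.18, below the changes of these genes. RAB5A, a GTPase of early endosomes, was the lower gene at 15.2 ± 0.926 FPKM in knockout and 23.0 ± 2.37 FPKM in WT (SD, n = 3, log2 fold change -0.59, limma adjusted p = 7.13e-04). Genes of 41.0 to 43.2% GC, RAB5A included, had a median of -0.26, so part of the decrease of RAB5A may follow GC content. RAB7A and RAB11A had log2 fold changes of -0.04 and -0.18 (limma adjusted p = 0.475 and 0.0732). The paper reports an increase of RAB5A, RAB7 and RAB11A after OAS or IFIT knockout in other experiments, which were not analysed here. Of 39 other genes of vesicle formation and release tested, none passed both thresholds (10 lower and 10 higher at an adjusted p under 0.05 alone, 13 and 10 at an unadjusted p under 0.05).

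The genes of m6A writers, erasers and readers were lower than other genes by limma camera with a preset correlation (adjusted p = 0.00866), but not with an estimated correlation (adjusted p = 0.557) or after GC correction (adjusted p = 0.163). None of the 21 passed both thresholds in limma, and 12 were lower at an adjusted p under 0.05 alone (12 lower and 1 higher at an unadjusted p under 0.05). METTL14 and YTHDF1 had log2 fold changes of -0.76 and -0.27 (limma adjusted p = 0.00246 and 0.00433), and METTL3 had 0.09 (limma adjusted p = 0.168). Of 18 RNA decay genes none passed both thresholds and 7 were lower and 1 higher at an adjusted p under 0.05 alone (7 and 2 at an unadjusted p under 0.05), with EXOSC10 at -0.56 and XRN2 at -0.03. Of 18 antioxidant and ferroptosis genes HMOX1 was called, while SLC3A2 had a log2 fold change of -0.60 and SLC7A11 measured 1.65 ± 0.230 FPKM in knockout and 1.65 ± 0.104 FPKM in WT (SD, n = 3). Of 17 interferon ligands, receptors and signalling genes IFNB1 was called lower. SAMHD1 (-1.13), TBK1 and TLR3 (-1.41) were called lower among 13 nucleic acid sensing genes, PSMB9 (-1.73) and NLRC5 (-1.14) among 17 of antigen presentation, LIF (-1.62) among 15 targets of NF-kB, and HSPH1 (-1.07) among 19 stress genes. H2BC21 (1.09) was called higher among 11 histone genes. Without WT replicate 3, SAMHD1 (-0.99), TBK1 (-0.92), NLRC5 (-0.81) and H2BC21 (0.90) did not pass both thresholds, nor did TBK1 (-0.91) and HSPH1 (-0.98) without WT replicate 2, HMOX1 (-0.99) and ITGAM (-0.93) without WT replicate 1, TBK1 (-0.92) without YTHDC2 knockout replicate 1 or H2BC21 (0.97) without knockout replicate 3. Calls also ended for TBK1, HMOX1 and HSPH1 with median scaling, for TBK1, NLRC5 and ITGAM with quantile normalization, for SAMHD1, TBK1 and HSPH1 after GC correction, chosen after the data were seen, and for IFNB1, TBK1, TLR3, NLRC5, H2BC21, COL1A2, ITGAM, EPCAM and KRT19 with a pseudocount of 1. None of 20 proliferation genes passed both thresholds, with 6 lower and 5 higher at an adjusted p under 0.05 alone (7 and 6 at an unadjusted p under 0.05). Of the markers of other cell types, COL1A2 and ACTA2 were called lower among 18 mesenchymal genes, ITGAM among 7 leukocyte genes, and none among 5 endothelial genes (none at an unadjusted limma p under 0.05). EPCAM (-1.41) and KRT19 were called lower among 12 tested lung epithelial genes.

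YTHDC2 and interferon response genes were highest in WT replicate 3. YTHDC2 stood first among 11121 genes, at 13.4 times the mean of WT replicates 1 and 2. The values argue against depth or scaling of that library, since the median log2 difference of all these genes was 0.0249 and that of YTHDC2 was 3.75, and against a library of another cell line, since 27 of the 11121 genes were at least 2 times higher than in both other WT libraries. An added copy of YTHDC2 in WT replicate 3 may be the source, which cannot be told apart from a higher level of the gene itself, as 1 FPKM value per gene does not separate a vector from the locus. The paper reports by qPCR in H1975 cells that YTHDC2 overexpression raises OAS1, OAS2, IFIT2, IFIT3, CCL5 and RSAD2, and those samples were not analysed here.

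Of 20 lung epithelial genes listed, 4 were not analysed here, 10 had a mean under 1 FPKM, 4 had 1 to 10 FPKM (NKX2-1, NAPSA, CDH1 and FOXA1), and 2 had at least 10 FPKM (KRT8 and KRT18). Depth does not explain the low levels, since 1 fragment on a gene of 2000 bases gave 0.0182 FPKM in the shallowest library. Cells of another origin than lung epithelium in all 6 libraries remain a possible explanation. It cannot be told apart from a low level in this line, since no expression profile of H1975 or of another line was used here. For the same reason the abundance of the 2 keratins does not decide between them. The paper states that its cell lines were tested by short tandem repeat analysis. Among genes chosen after their values were seen, mean FPKM was 2.04 for EGFR, 0.218 for CD44 and 489 for VIM. Mean FPKM was 38.1 for HOXA9, 59.0 for HOXB9, 25.9 for HOXD13, 26.9 for ZIC2 and 10.5 for LIN28B, chosen in the same way.

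Fold changes followed GC content across 11096 genes with a mean of at least 1 FPKM (Spearman rho = 0.56 across genes, which are not independent replicates). The difference between the medians of the tenth of genes with the highest GC content and the tenth with the lowest was 0.69 between genotypes, 0.44 between WT replicates 1 and 2, 0.35 between WT replicates 1 and 3, and at most 0.16 between knockout libraries.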
